# Escape from TGF‐β‐induced senescence promotes aggressive hallmarks in epithelial hepatocellular carcinoma cells

**DOI:** 10.1002/1878-0261.70021

**Published:** 2025-03-14

**Authors:** Minenur Kalyoncu, Dilara Demirci, Sude Eris, Bengisu Dayanc, Ece Cakiroglu, Merve Basol, Merve Uysal, Gulcin Cakan‐Akdogan, Fang Liu, Mehmet Ozturk, Gökhan Karakülah, Serif Senturk

**Keywords:** EMT, hepatocellular carcinoma, resistance, senescence escape, TGF‐β

## Abstract

Transforming growth factor‐β (TGF‐β) signaling and cellular senescence are key hallmarks of hepatocellular carcinoma (HCC) pathogenesis. Despite provoking senescence‐associated growth arrest in epithelial HCC cells, elevated TGF‐β activity paradoxically correlates with increased aggressiveness and poor prognosis in advanced tumors. Whether the transition between these dichotomous functions involves modulation of the senescence phenotype during disease progression remains elusive. Exploiting the epithelial HCC cell line Huh7 as a robust model, we demonstrate that chronic exposure to TGF‐β prompts escape from Smad3‐mediated senescence, leading to the development of TGF‐β resistance. This altered state is characterized by an optimal proliferation rate and the acquisition of molecular and functional traits of less‐differentiated mesenchymal cells, coinciding with differential growth capacity in 2D and 3D culture conditions, epithelial‐to‐mesenchymal transition (EMT), and increased invasiveness *in vitro*, and metastasis *in vivo*. Mechanistically, resistant cells exhibit defective activation and nuclear trafficking of Smad molecules, particularly Smad3, as ectopic activation of the TGF‐β/Smad3 axis is able to reinstate TGF‐β sensitivity. An integrated transcriptomic landscape reveals both shared and distinct gene signatures associated with senescent and TGF‐β resistant states. Importantly, genetic ablation and molecular studies identify microtubule affinity regulating kinase 1 (MARK1) and glutamate metabotropic receptor 8 (GRM8) as critical modulators of the resistance phenomenon, potentially by impairing spatiotemporal signaling dynamics of Smad activity. Our findings unveil a novel phenomenon wherein epithelial HCC cells may exploit senescence plasticity as a mechanism to oppose TGF‐β anti‐tumor responses and progress towards more aggressive HCC phenotypes.

**Abbreviations**
AMPK: AMP‐activated protein kinase
BrdU: bromodeoxyuridine
C12FDG: 5‐dodecanoylaminofluorescein di‐beta‐d‐galactopyranoside
cAMP: cyclic AMP
CDH1: E‐cadherin
Doxo: doxorubicin
dpf: days post‐fertilization
ECM: extracellular matrix
EMT: epithelial‐to‐mesenchymal transition
FDR: false discovery rate
FUCCI: fluorescence ubiquitination‐based cell cycle indicator
GRM8: glutamate metabotropic receptor 8
GSEA: gene set enrichment analysis
HCC: hepatocellular carcinoma
Huh7‐S: TGF‐β‐induced senescence
Huh7‐TR: TGF‐β resistant
MARK1: microtubule affinity regulating kinase 1
NES: normalized enrichment scores
PCA: principal component analysis
PKA: protein kinase A
PLA2G4A: phospholipase A2 group IVA
SARA: Smad anchor for receptor activation
SASP: senescence‐associated secretory phenotype
SA‐β‐Gal: senescence‐associated β‐galactosidase
SD: standard deviation
TGF‐β: transforming growth factor‐β
TPM: RSEM‐derived transcript per million
VIM: vimentin
ZO‐1: zonula occludens‐1

## 1 Introduction

Cellular senescence, the state of cell cycle arrest triggered by both intrinsic and extrinsic stressors, is a vital defense mechanism against further expansion of premalignant cells. Historically perceived as a static anti‐tumor phenomenon, recent evidence highlights the dynamic and plastic nature of senescence caused by oncogenic stress or cancer therapies, which can paradoxically promote cancer reprogression under specific circumstances [1, 2]. The transition from a tumor‐suppressive state to a tumor‐promoting phenotype can manifest through diverse processes, including the secretion of pro‐tumorigenic senescence‐associated secretory phenotype (SASP) factors from senescent cells, evasion of the senescence program, or reentry into the cell cycle by previously senescent cells [3, 4, 5]. Thus, the plasticity of tumor cells to modulate this cytostatic barrier presents significant implications for cancer progression and therapy resistance.

Transforming growth factor‐β (TGF‐β) is a multifunctional cytokine that governs a number of physiological and pathophysiological processes and functions as a potent inducer of cellular senescence across various biological contexts. Compelling evidence indicates that TGF‐β‐induced senescence occurs as a natural tumor‐suppressive response in multiple cancers, recapitulated with unique examples in lymphoma, lung cancer, and hepatocellular carcinoma (HCC) [6, 7, 8]. Aberrant TGF‐β signaling and cellular senescence have emerged as central modulators of sustained hepatic inflammation, fibrosis, and cirrhosis, collectively driving the initiation and progression of HCC [9, 10, 11]. The seminal study conducted in epithelial HCC cells, which mimic early forms of HCC tumors, illustrates that TGF‐β can provoke robust senescence and anti‐tumor responses *in vitro* and *in vivo* [12]. This emphasizes the potential of targeting the TGF‐β/senescence axis as a therapeutic approach, at least in a subset of patients with HCC. However, the apparent paucity of senescence in advanced tumors implies that tumor cells evolve mechanisms to oppose this phenomenon. Indeed, in advanced tumors, TGF‐β signaling appears to promote aggressive cancer cell traits, such as epithelial‐to‐mesenchymal transition (EMT), reshaping the tumor microenvironment and enhancing angiogenesis and metastasis [13, 14]. This is consistent with the fact that, despite its role as a tumor suppressor in premalignant hepatocytes and during the early stages of the tumor, chronic exposure to TGF‐β signaling is linked to tumor cell plasticity, stemness, and the progression and unfavorable prognosis of HCC [15, 16]. This transition is particularly evident *in vivo* and convincingly phenocopied *in vitro* in a large cohort of mesenchymal HCC cell lines that maintain a partially intact TGF‐β signaling yet demonstrate near complete resistance to TGF‐β‐induced cytostasis [17].

The dichotomous role of TGF‐β signaling in cancer is well documented; however, the mechanistic aspects governing this transition and whether the TGF‐β/senescence axis plays a fundamental role in this context remain poorly defined. A plausible hypothesis for this phenomenon postulates that, as the disease progresses, tumor cells adapt to mitigate the growth‐suppressive effects of TGF‐β‐induced senescence and acquire TGF‐β insensitive cellular states. Here, we interrogate this hypothesis in the epithelial HCC cell line model, Huh7. Initially, we characterize that senescence induction by TGF‐β is mediated through canonical Smad3 signaling. We next show that chronic TGF‐β exposure promotes subpopulations of Huh7 cells to overcome this growth‐suppressive senescent state, leading to the emergence of a persistent clone with full proliferative capacity. Notably, this subclone, dubbed Huh7‐TR (TGF‐β resistant), not only becomes resilient to TGF‐β‐mediated cytostasis but also acquires molecular and functional hallmarks of mesenchymal cells both *in vitro* and *in vivo*. At the molecular level, the resistance phenotype is associated with impaired TGF‐β/Smad signaling dynamics. Comparative transcriptome profiling unveils distinct gene signatures associated with cellular senescence and the development of insensitivity to TGF‐β. Molecular studies identify MARK1 and GRM8 as critical mediators of TGF‐β/senescence resistance, potentially by modulating activation and nucleocytoplasmic trafficking of Smad3. Furthermore, a similar transition is observed in the Hep3B cell line with comparable resistance and phenotypic changes, suggesting that this phenomenon is not unique to Huh7 cells. Thus, HCC tumor cells may exploit senescence as an adaptive mechanism to neutralize TGF‐β anti‐tumor responses and evolve into aggressive disease states.

## 2 Methods

### 2.1 Cell culture and treatments

The well‐differentiated HCC cell lines Huh7 (RRID:CVCL_0336) and Hep3B (RRID:CVCL_0326) were kindly provided by M. Ozturk (Izmir Tinaztepe University School of Medicine, Izmir, Türkiye). The HEK293T (RRID:CVCL_0063) cell line was kindly gifted by N. Ozturk (Gebze Technical University, Kocaeli, Türkiye). All cell lines have been authenticated by performing STR analysis and matching to reference STR profiles at 24 different loci plus the gender‐determining locus. Cell lines were grown in high glucose DMEM (Dulbecco's Modified Eagle's Medium, 41965039; Gibco, Paisley, Scotland, UK) with the addition of 10% fetal bovine serum (FBS; 10500064; Gibco, Paisley, Scotland, UK) and 1% penicillin/streptomycin (15140122; Gibco, Grand Island, NY, USA) at 37 °C and 5% CO_2_ culture conditions. Cells were routinely tested for mycoplasma contamination with the Mycoplasma PCR Detection Kit (G238; ABM, Richmond, Canada) and all experiments were performed with mycoplasma‐free cells. HEK293‐derived recombinant human TGF‐β1 ligand (100‐21; Peprotech, Cranbury, NJ, USA), hereafter referred to as TGF‐β, was reconstituted in 10 mm citric acid (pH 3.0), aliquoted, and stored at −80 °C until used. TGF‐β treatments were conducted with a ligand concentration of 5 ng·mL^−1^ unless specified otherwise in the figures. Huh7‐TR cells were derived by continuously exposing Huh7 cells to 5 ng·mL^−1^ TGF‐β for more than 50 days. Similarly, the Hep3B‐TR clone was derived from the Hep3B cell line following the same protocol. Cryo‐stock vials were made, and low‐passage cultures were used for all experiments. Cell treatments were performed with indicated doses of TGF‐β in complete media (unless otherwise stated) for indicated time points.

### 2.2 Transfection, lentivirus production, and cell transduction

pcDNA3 Flag‐Smad3‐WT was kindly gifted by K. Matsuzaki [18]. Huh7 and Huh7‐TR cells were transiently transfected with wild‐type Smad3 using Fugene‐6 Transfection Reagent (Roche, IN, USA). Transfections were conducted in 6‐well plates with an optimized Fugene‐6‐to‐DNA ratio (3 : 1). Briefly, cells were seeded at a density of 2 × 10^5^ per well to reach the desired confluency on the day of transfection. Transfected cells were incubated for 12–48 h until the time of the assay. HEK293T cells were used for lentivirus production. Cells were seeded in a 6‐well plate to reach approximately 80% confluency within 24 h. Co‐transfection was conducted with a target vector and the helper plasmids, psPAX2 (Addgene plasmid #12260; Addgene, Watertown, MA, USA) and pMD2.G (Addgene plasmid #12259; Addgene, Watertown, MA, USA), using a 4 : 2 : 1 ratio and a total DNA amount of 6 μg. PEI (Polyscience, 23966, Warrington, PA, USA) was utilized as the transfection reagent at a 1 : 5 DNA‐to‐PEI ratio. Two days after transfection, supernatants were filtered through a 0.45 μm SFCA filter (431220; Corning, NY, USA). The complete DMEM mixture containing viral particles and 8 μg·mL^−1^ Polybrene (H9268; Sigma, St. Louis, MO, USA) was added to target cells that were seeded at 50–60% confluency. Infected cells were selected with 2.5 μg·mL^−1^ puromycin (ant‐pr‐1; Invivogen, San Diego, CA, USA) for 3 days or by using fluorescence‐associated cell sorting (FACS) at FACSAriaIII (BD Biosciences, CA, USA).

### 2.3 RNAi silencing

RNAi silencing of target genes was performed following a previously published protocol [19]. pRetroSuper‐GFP‐Smad2 (Addgene plasmid #15722; Addgene, Watertown, MA, USA), pRetroSuper‐GFP‐Smad3 (Addgene plasmid #15723; Addgene, Watertown, MA, USA), and pRetroSuper‐GFP‐Smad4 (Addgene plasmid #15724; Addgene, Watertown, MA, USA) retroviral vectors were used to silence Smad protein expression. The Luc‐pSUPER‐Retro‐GFP/Neo vector (Addgene plasmid #22133; Addgene, Watertown, MA, USA) was used as a non‐targeting control. pLP/VSVG (K497500; Thermo Scientific, Carlsbad, CA, USA) and pCL‐Eco (Addgene plasmid #12371; Addgene, Watertown, MA, USA) helper plasmids were employed for retrovirus packaging. Target vector:pLP/VSVG:pCL‐Eco was blended in an optimal 1 : 1 : 1 weight‐to‐weight ratio. Following retroviral transduction, infected Huh7 cells were enriched for GFP‐positive cells via FACSAriaIII (BD Biosciences, CA, USA). The efficiency of knockdown was confirmed by western blotting and qRT‐PCR. Lentiviral shRNA construct targeting human GRM8 (TRCN0000219406) was established as previously described [20]. Briefly, hairpin oligonucleotides with AgeI (R3552S; NEB, Ipswich, MA, USA) and EcoRI (R3101S; NEB, Ipswich, MA, USA) restriction site overhangs were designed and synthesized. The oligonucleotides used are provided in Table S1. Annealed oligos were ligated into the pLKO.1 puro backbone (Addgene plasmid #8453; Addgene, Watertown, MA, USA), predigested by AgeI and EcoRI. Scrambled shRNA vector (Addgene plasmid #1864; Addgene, Watertown, MA, USA) was used as a non‐targeting control. E‐cadherin knockdown was performed using a publicly available vector (Addgene plasmid #18801; Addgene, Watertown, MA, USA).

### 2.4 Construction of lentiviral overexpression vectors

Wild‐type Smad3 coding sequence was inserted into the pLV‐EF1α‐IRES‐Puro vector (Addgene plasmid #85132; Addgene, Watertown, MA, USA). The Venus gene was excised from the pEF1α‐Cas9‐P2A‐Venus (pECPV) backbone [21, 22] and subcloned into pLV‐EF1α‐IRES‐Puro. For ectopic expression of TGFβRI, the rat TGFβRI coding sequence was extracted from the pRK5 TGF beta type I receptor Flag backbone (Addgene plasmid #14831; Addgene, Watertown, MA, USA) using EcoRI (R3101S; NEB, Ipswich, MA, USA) and HindIII (R3104S; NEB, Ipswich, MA, USA), and inserted into pEGFP‐C2 (6083‐1; Clontech, San Jose, CA, USA). The pEGFP‐C2 TGFβR1 vector was then digested with EcoRI (R3101S; NEB, Ipswich, MA, USA) and BglII (R0144S; NEB, Ipswich, MA, USA), and the insert was ligated into the pHIV‐Zsgreen vector (Addgene plasmid #18121; Addgene, Watertown, MA, USA), predigested with EcoRI and BamHI (R3136S; NEB, Ipswich, MA, USA). Huh7 and Huh7‐TR cells were individually infected with either the empty vector or the Smad3 or TGFβRI overexpression vector. Zsgreen‐positive cells were enriched via FACSAriaIII (BD Biosciences, CA, USA). Validation of Smad3 or TGFβRI overexpression was conducted through western blotting. FastFUCCI‐expressing polyclonal subline was established using pBOB‐EF1‐FastFUCCI‐Puro (Addgene Plasmid #86849; Addgene, Watertown, MA, USA) and packaging plasmids as described in transfection, lentivirus production, and cell transduction.

### 2.5 gRNA cloning

Oligonucleotides, synthesized by Macrogen (Seoul, South Korea), are provided in Table S1. Renilla luciferase gene‐specific gRNA (Ren g208) was used as a non‐targeting control. gRNA cloning was performed as described [22]. Briefly, oligonucleotide pairs for each gRNA were annealed, phosphorylated, and ligated into the pECPV plasmid, digested and dephosphorylated with FastDigest BsmBI (Esp3I; FD0454; Thermo Scientific, Vilnius, Lithuania) and FastAP Thermosensitive Alkaline Phosphatase (EF0651; Thermo Scientific, Vilnius, Lithuania), respectively. Ligation products were transformed into the Stbl3 strain (Invitrogen, CA, USA). Single colonies grown overnight on LB agar plates with ampicillin selection were validated through colony PCR. Successful plasmids for gRNA insertion were further purified (740588; Macherey Nagel, Düren, Germany) and sequence‐verified by Sanger sequencing. The efficiency of GRM8 knockout (KO) was assessed using the T7 Endonuclease I (T7E1) assay. Genomic DNA (gDNA) was extracted with the Quick‐DNA Miniprep Plus Kit (D4068; Zymo Research, Tustin, CA, USA), and the targeted GRM8 gene region was amplified by PCR using the following primers: GRM8‐F (5′‐TGATGGAAATTCACTGTGACATTCA‐3′) and GRM8‐R (5′‐ACACCAAAAGGGTCTATGAGCACCT‐3′). PCR products were separated by agarose gel electrophoresis and purified using the NucleoSpin Gel and PCR Clean‐up Kit (740609; Macherey Nagel, Düren, Germany). The assay was conducted according to the manufacturer's instructions (M0302; NEB, Ipswich, MA, USA).

### 2.6 RNA extraction and qRT‐PCR

Total RNA was isolated using the NucleoSpin RNA kit (740955, Macherey Nagel, Düren, Germany). RNA extracts were stored at −80°C. One microgram of total RNA was converted to single‐strand cDNA using the iScript cDNA Synthesis Kit (1708891; Bio‐Rad, Hercules, CA, USA). Corresponding cDNAs were subjected to quantitative reverse transcription PCR (qRT‐PCR) in triplicate, using gene‐specific primer pairs and BlasTaq 2× qPCR MasterMix (G892; ABM, Richmond, Canada). Relative expression of target mRNAs was normalized by housekeeping genes (GAPDH and β‐Actin) using the $2^{\Delta \Delta C_{t}}$ method. The primer pairs are provided in Table S2.

### 2.7 Subcellular fractionation

A total of 0.5–1 × 10^6^ cells were seeded in 10 cm plates, grown for 24 h, and then treated with 5 ng·mL^−1^ TGF‐β or complete DMEM for 60 min. Cells were rinsed three times with ice‐cold 1× PBS and scraped with 1 mL PBS into a 1.5 mL centrifuge tube. Cells were pelleted by centrifugation at 1500 ***g*** for 3 min. The pellet was resuspended in 300 μL Buffer A (10 mm HEPES pH 7.9, 10 mm KCl, 0.1 mm EDTA, 0.1 mm EGTA, 1 mm DTT, 0.5 mm PMSF) and mixed gently with a pipet tip. Cells were kept on ice for 15 min, then 25 μL 10% NP‐40 was added, vortexed vigorously for 10 s, and centrifuged at 11,000 ***g*** for 30 s. Supernatant (cytoplasmic fraction) was transferred into a new centrifuge tube and stored at −80°C. For the nuclear fraction, the pellet was resuspended in 50 μL ice‐cold Buffer C (20 mm HEPES, pH 7.9, 0.4 m NaCl, 1 mm EDTA, 1 mm EGTA, 1 mm DTT, with freshly added 1 mm PMSF). Samples were vigorously rocked for 15 min at 4°C and centrifuged at 11,000 ***g*** for 5 min. Supernatant (nuclear fraction) was transferred into a new centrifuge tube and stored at −80°C.

### 2.8 Western blotting

Western blotting was performed following a previously published protocol [20]. Briefly, cells were rinsed with ice‐cold PBS, scraped with modified RIPA Buffer (50 mm Tris pH 7.4, 150 mm NaCl, 1% Triton X‐100, 0.5% Na‐deoxycholate, 0.1% SDS, 1 mm EDTA, 1 mm EGTA, 10 mm β‐glycerophosphate, 10 mm NaF, 1 mm PMSF, 1 mm Na‐orthovanadate) containing Leupeptin, Aprotinin, and Pepstatin (10 μg·mL^−1^ concentration each), and lysed for 30 min on ice. Total protein concentrations were quantified using the Pierce BCA Protein Assay Kit (23227; Thermo Fisher Scientific, Rockford, IL, USA). Twenty microgram protein was separated on 10% SDS/PAGE gels and wet‐transferred onto 0.20 μm nitrocellulose membranes (10600004; GE Healthcare, Germany) at 350 mA for 90 min. Membranes were blocked with 5% (w/v) skim milk at room temperature for 1 h. Primary and secondary antibodies were diluted in 1% BSA in TBS‐T. Primary antibody incubations were carried out overnight at 4°C. Secondary antibodies were incubated for 1 h at room temperature. Details for primary and secondary antibodies are provided in Table S3. Rabbit antiserums against phospho‐Smad3 linker region residues (T179, S204 and S208) were kindly gifted by F. Liu (Rutgers, The State University of New Jersey) [23]. Images were obtained using the Odyssey Clx imaging system and image studio software (LI‐COR, Lincoln, NE, USA). β‐Actin or α‐tubulin was used as loading controls. BLUelf Prestained Protein Ladder (PM008/0500; GeneDirex, New Taipei City, Taiwan) was used as a protein marker.

### 2.9 Immunofluorescence staining

Cells were fixed with 4% formaldehyde for 10 min and permeabilized with 0.5% Triton X‐100 for 5 min. Blocking was done with 5% BSA in 1× PBS for 1 h at room temperature, followed by incubation with Smad‐specific primary and Alexa Fluor 488 or Alexa Fluor 568 secondary antibodies for 1 h at room temperature. Nuclear counterstaining was achieved with DAPI (1322MG005; Neofroxx, Einhausen, Germany). High‐resolution images were obtained using confocal microscopy (LSM880; Zeiss, Germany) or apotome fluorescence microscopy (Observer 7; Zeiss, Germany). Three independent researchers analyzed signals from multiple fluorescence images (at least 3 for each condition) in a double‐blind manner. Signal intensities were computed using a semi‐quantitative scoring metric, employing a simple method. Nuclear staining was scored on a 4‐point scale (0–3): scores of 1 and 2 indicated weak and moderate nuclear staining, respectively, both with some degree of cytoplasmic staining, while a score of 3 indicated strong nuclear staining with no apparent cytoplasmic signal. A score of 0 represented no detectable nuclear staining. C12FDG staining was performed as previously described [24]. Briefly, cells were collected and incubated in suspension with 33 μm C12FDG (5‐dodecanoylaminofluorescein di‐beta‐d‐galactopyranoside; HY‐126839; MedChemExpress, NJ, USA) diluted in regular culture media for 1 h in a cell culture incubator.

### 2.10 Cell proliferation assays

Cells were plated on glass slides in 12‐well plates at a density of 12 000 cells per well and treated with 5 ng·mL^−1^ TGF‐β or complete DMEM for 72 h. At 48 h into TGF‐β treatment, cells were incubated with 30 μm BrdU (B5002; Sigma Aldrich, St. Louis, MO, USA) for 24 h. Labeled cells were fixed in ice‐cold 70% ethanol for 10 min on ice. After DNA denaturation with 2 N HCl for 30 min, slides were rinsed with PBS‐T (0.1% Tween 20) for 5 min. Slides were incubated with BrdU monoclonal antibody (1/1000; 5292; Cell Signaling Technology, Danvers, MA, USA) for 2 h at room temperature, followed by labeling with either donkey anti‐mouse Alexa Fluor 488 (ab150105; Abcam, Cambridge, UK) or goat anti‐mouse Alexa Fluor 594 (8890S; Cell Signaling Technology, Danvers, MA, USA) for 1 h at room temperature. Cells were counterstained using DAPI for 1 min. Coverslips were rinsed and mounted onto glass slides. Images were acquired with a fluorescence microscope (BX61; Olympus, USA). The ratio of proliferating cells was assessed by dividing BrdU‐positive cells by the total number of DAPI‐stained cells. Senescence‐associated β‐galactosidase (SA‐β‐Gal) assay was performed as previously described with slight modifications [17]. Cells were seeded into 12‐well plates at a density of 12 000 cells per well and allowed to grow for 72 h (or seeded 8000 cells per well and allowed to grow for 120 h) in the absence or presence of TGF‐β. Cells were fixed with fixative solution (0.2% glutaraldehyde solution, 1.85% formaldehyde in PBS) for 10 min at room temperature. After rinsing with PBS, cells were incubated with staining solution (40 mm citric acid/Na phosphate buffer, 5 mm potassium ferrocyanide, 5 mm potassium ferricyanide, 150 mm NaCl, 2 mm MgCl_2_, 1 mg·mL^−1^ X‐gal) for 6 h at 37°C. When the blue color was fully developed, staining was monitored under a phase‐contrast microscope (IX71; Olympus, USA). For cell cycle analysis, cells were collected by trypsinization and fixed with ice‐cold 70% ethanol for 15 min on ice. Fixed cells were resuspended in 70 μL PI‐solution (50 μg·mL^−1^ propidium iodide, 0.1 mg·mL^−1^ RNase A and 0.05% TritonX‐100), and incubated for 40 min at 37°C by vortexing every 10 min. Following centrifugation at 3,500 ***g*** for 5 min at 4°C, stained cells were transferred to polystyrene tubes in 100 μL PBS and analyzed using a flow cytometer (LSRFortessa; BD Biosciences, CA, USA). Cell cycle distribution was assessed using flowjo v10.8.0 software (BD Biosciences, CA, USA).

### 2.11 Clonogenicity assays

For two‐dimensional (2D) colony formation assay, cells were seeded into 6‐well plates at 1000–1500 cells per well and treated with 5 ng·mL^−1^ TGF‐β or complete DMEM for 14–25 days, during which the medium was replaced every 3 days. Colonies were fixed with 3.7% formaldehyde (vol/vol) for 20 min and labeled with crystal violet solution (0.5% wt/vol crystal violet powder dissolved in 20% ethanol) for 40 min at room temperature. After full decolorization by thorough rinsing with tap water, plates were air‐dried at room temperature. High‐resolution images of colonies were captured using the Odyssey CLx Imaging System, and crystal violet signal intensities were quantified using imagej (National Institutes of Health, Bethesda, MD, USA) software. The three‐dimensional (3D) anchorage‐independent soft agar growth assay was performed as described [20]. Briefly, the bottom of the 12‐well plate was coated with a 0.5% noble agar (wt/vol) (J10907‐100gr; Alfa Aesar, Kandel, Germany) layer and left to solidify at room temperature for 30 min. Eight thousand cells in complete DMEM were mixed with agar (final concentration, 0.35%) and added to the top of the 0.5% agar layer. After the agar was solidified, DMEM supplemented with or without TGF‐β was added to each well, and the plate was placed in the incubator for 3 weeks. The medium was refreshed every 3 days. Images were obtained under a light microscope (CKX41; Olympus, USA) at 40× magnification. Five random fields per well were quantified according to the median diameter threshold of control cells. One representative colony from each condition was imaged under a phase‐contrast microscope (IX71; Olympus, USA) at 100× and 200× magnification. The hanging drop cell culture method (spheroid formation assay) was performed following a previously published protocol [20]. Briefly, cells were diluted in complete cell culture media supplemented with or without TGF‐β to achieve a concentration of 1000 cells/20 μL per droplet. Droplets were pipetted on the lid of a 10 cm tissue culture dish. The dish was filled with 1× PBS to avoid the evaporation of droplets. The lid was inverted on the dish, and the spheroids were incubated for 3 days. Images were obtained with a Stereo microscope equipped with 6.3× zoom. The average size of spheroid areas between different experimental conditions or cell clones was calculated using imagej software.

### 2.12 Wound healing and transwell invasion assays

Experiments were performed in duplicate with two wounds in each well. Cells were seeded in 12‐well plates, and a linear wound was made using a p200 pipette tip in confluent monolayer cells. Time 0 (zero) images were captured with a phase‐contrast microscope at 20× magnification. Cells were then cultured with or without TGF‐β in a growth medium containing 2% FBS. Scratches were photographed periodically. At least three measurements were used to calculate motility behavior. For the transwell invasion assay, inserts (353097; Falcon, NC, USA) were coated with a mixture of 0.25 mg·mL^−1^ Matrigel matrix (356234; Corning, MA, USA) and serum‐free DMEM (1 to 12.5 ratio, vol/vol) in a final volume of 120 μL for each well and incubated for 2 h at 37°C. A total of 6 × 10^4^ cells in 500 μL serum‐free DMEM were loaded onto the upper well of the transwell chamber. The lower well was filled with 750 μL of DMEM containing 10% FBS, and the cells were incubated for 24 h. Cells were fixed with 3.7% formaldehyde for 2 min. After permeabilization with 100% methanol for 20 min, chambers were stained with crystal violet for 15 min. Non‐invasive cells were carefully scraped off with cotton swabs. Invasive cells were imaged under a light microscope at 10× magnification and manually counted.

### 2.13 SEM imaging

Huh7 cells were seeded on 18 mm glass slides in 12‐well plates at 4000 cells per well and incubated with 5 ng·mL^−1^ TGF‐β or complete DMEM for 72 h. Cells were fixed with fixation buffer (2.5% glutaraldehyde solution, 4% formaldehyde in Sorensen's Phosphate Buffer, pH 7.4) for O/N at 4°C. The fixation buffer was discarded, and the slides were washed once with 1× DPBS and twice with dH_2_O for 10 min. Next, cells were fixed with 1% Osmium tetroxide (OsO_4_) at room temperature for 2 h and rinsed three times with dH_2_O for 10 min, followed by O/N incubation with 1% Uranyl acetate at 4°C. Afterwards, cells were gradually dehydrated using 50%, 70%, 90%, 96%, 100%, and 100% ethanol for 10 min at each step and incubated with the drying agent hexamethyldisilazane (HDMS) for O/N at room temperature. Coverslips were coated with gold nanoparticles and visualized with Zeiss Sigma500 FE‐SEM.

### 2.14 Zebrafish xenograft model

Zebrafish wild‐type AB +/+ strain was obtained from Izmir Biomedicine and Genome Center (IBG) Zebrafish Facility. Adult zebrafish were housed under standard conditions in an automated housing system (Zebtec CLS; Tecniplast, UK), at 28°C with a 14/10 h dark/light photoperiod; fish were fed twice daily with artemia and fish flakes (A1, B1, Otohime). Embryos were reared in embryo medium E3 (5 mm NaCl, 0.17 mm KCl, 0.33 mm CaCl_2_, 0.33 mm MgSO_4_, pH 7.2) at 28°C, in a petri dish at a density of 50 embryos/20 mL until 2 dpf. Animal experimentation was conducted in accordance with EU Directive 2010/63/EU, with permission from the IBG local ethics committee protocol number: 2024‐010. Xenograft injections were done to the yolk sac of 2 days post‐fertilization (dpf) embryos. Huh7 and Huh7‐TR cells were stained with DiI (V22885; Thermo Fisher Scientific, OR, USA) according to manufacturer directions; stained cells were suspended in 10% FBS prepared in PBS with a final concentration of 30 000 cells·μL^−1^. 150–200 cells were injected into each larva, and those with a local cell mass at the yolk were incubated at 34°C until 4 days post‐injection. If more than five cells exited the yolk, it was considered metastatic. The number of larvae with metastatic cells was calculated at 4 dpi in each group. Three replicates with 20–25 xenografts in each were quantified, and two independent experiments were conducted. The results of one representative experiment are presented.

### 2.15 Luciferase assay

TGF‐β/Smad signaling reporter constructs, pSBE4‐luc (Addgene plasmid #16495; Addgene, Watertown, MA, USA) or p3TP‐lux (Addgene plasmid #11767; Addgene, Watertown, MA, USA), were co‐transfected with pRL‐TK (Promega, Madison, WI, USA). Transfection experiments were carried out in biological replicates using Lipofectamine2000 (11668027; Thermo Fisher Scientific, Carlsbad, CA, USA) or PEI. Each transfection was performed in 24‐well plates and involved 200 ng of the reporter vector plus 3 ng of pRL‐TK. Post‐transfection (6 h), cells were supplemented with TGF‐β for 24 h. The luciferase reporter assay was performed using the Dual‐Glo Luciferase assay kit (E2920; Promega, Madison, WI, USA), as instructed by the manufacturer. The luminescence intensity of Firefly luciferase was normalized to Renilla luciferase.

### 2.16 Transcriptome analysis

RNA sequencing was carried out by a “stranded rRNA minus RNA‐seq” method on Illumina's NextSeq 500 platform at EMBL‐Genecore (Heidelberg, Germany). A minimum of 55 million 75 bp single‐end reads were generated per sample. For the computational analysis, low‐quality reads from the transcriptome libraries were removed using the “cutadapt ‐‐nextseq‐trim=20 ‐o {infile.fastq}” command with cutadapt v1.18 [25]. The remaining reads were analyzed using the human reference genome (GRCh38) and annotation data obtained from the Ensembl database (version 94). To measure gene expression levels, the rsem (v1.2.28) [26] index was built with the “rsem‐prepare‐reference ‐‐gtf {infile.gft} ‐‐bowtie2 {reference.fasta} {reference name}”' arguments, and subsequently, gene‐level expression data were measured from raw sequencing data using the “rsemcalculate‐expression ‐p {num} ‐‐output‐genome‐bam ‐‐bowtie2 {infile.fastq} {reference name} {outfile name}”' command and arguments. The statistical significance of differences in gene expression levels between groups was assessed in the r computing environment (v4.2.2) using the deseq2 package (v1.38.3) [27]. Count values determined by RSEM were transformed into a deseq2 object using the R‐package tximport, and subsequently, statistical significance of expression changes between groups was calculated using the DESeq() and results() functions. RSEM‐derived Transcript per Million (TPM) values were used for visualizing gene expression data. PCA analysis was performed using plotPCA function with default parameters from deseq2 package. The ggplot2 package in the R environment was used for visualizing expression data. Genes that showed differential expression were listed based on the false discovery rate (FDR). The gene list obtained from differential expression analysis was further dissected using the clusterprofiler (v4.6.2) or complexheatmap (v2.15.4) r packages [28, 29].

### 2.17 Gene set enrichment analysis

Gene set enrichment analysis (GSEA) was detailed previously [20]. Rather than scrutinizing individual gene expressions based on manually defined sets, this method assesses the significance of collective gene movements with common features. The “Huh7” “Huh7‐S” and “Huh7‐TR” groups were subjected to analysis for enriched gene sets using the GSEA tool provided by the Broad Institute. Briefly, a list of DEGs with phenotype labels was uploaded to the GSEA tool. Normalized enrichment scores (NES), nominal *P*‐values (*P*), and false discovery rates (FDR) were calculated based on 1000 random permutations of the gene set. bubble gum (GSEA Unlimited Map) software was used for calculations and graphical interface. NES > 1, *P* < 0.05, and an FDR < 0.25 were considered statistically significant, as specified in the user manual of the tool.

### 2.18 Statistical analysis

Results are presented as mean ± standard deviation (SD). Two‐tailed unpaired Student's *t*‐test was employed for experiments involving two experimental conditions or comparisons to assess differences between means. The calculations with *P*‐values < 0.05 were considered statistically significant. Detailed information on statistical significance is expressed in the figure legends. Statistical analyses were computed using graphpad prism 8.0 (GraphPad Software, San Diego, CA, USA).

## 3 Results

### 3.1 Huh7 cell line is a unique model for TGF‐β‐induced senescence

To bring forward and introduce the Huh7 cell line as a relevant model for investigating the cellular and molecular aspects of TGF‐β‐induced senescence and the acquisition of an optimal proliferation rate in resilient cells, we performed a series of experiments. Initially, cells were stimulated with TGF‐β at near physiological levels (5 ng·mL^−1^). As early as 3 days post‐treatment, cells displayed significant growth suppression coupled with key phenotypic and functional hallmarks of senescent cells. These included dynamic, time‐dependent alterations in well‐known senescence markers, including p‐pRb (S807/811), p15, and p21 (Fig. S1A), flattened and enlarged morphology (Fig. S1B,C), and increased SA‐β‐Gal activity (Fig. S1D). Corroborating the specificity of senescence entry, we observed a strong reduction in BrdU incorporation, with a significant proportion of the cell population losing its ability to synthesize new DNA (Fig. S1E). Further characterization revealed abnormal nuclear morphology of senescent cells, as shown by Lamin A/C and DAPI staining (Fig. S1F). Antiproliferative effects manifested by TGF‐β were linked to cell cycle inhibition, as evidenced by G1 arrest and a strong reduction in S‐phase cells (Fig. S1G). These phenotypes coincided with a substantial decrease in the colony formation ability of Huh7 cells (Fig. S1H).

### 3.2 Smad3 plays a dominant role in senescence induction

To probe the mechanism of senescence induction by canonical TGF‐β/Smad signaling (Fig. 1A), we suppressed the expression of Smad genes using retroviral RNAi vectors (Fig. 1B,C). Silencing Smad3 or the common mediator Smad4, but not Smad2, abolished hallmark senescence features, including SA‐β‐Gal activity (Fig. 1D) and flattened cell morphology (Fig. S2A). Additionally, the loss of Smad3 or Smad4 mitigated TGF‐β‐mediated abnormal nuclear shape (Fig. 1E, DAPI staining), as well as the suppression of DNA synthesis (Fig. 1E) and G1 cell cycle arrest (Fig. 1F). These findings suggest that Smad3, along with Smad4, plays a dominant role in manifesting TGF‐β‐induced growth arrest and cellular senescence in Huh7 cells.

**Fig. 1:**
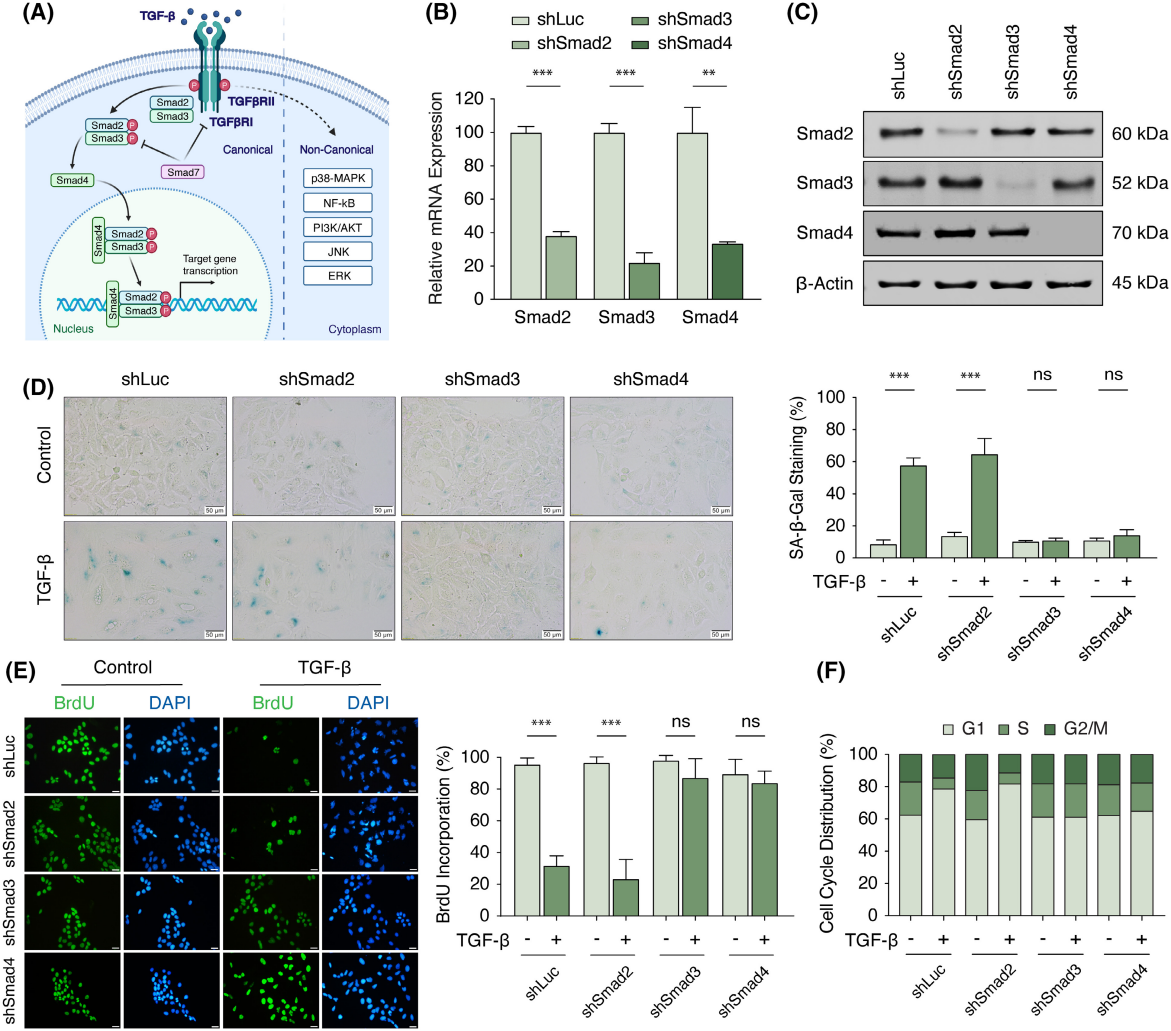
TGF‐β‐induced cellular senescence is mediated through Smad3 signaling. (A) Schematic diagram of the canonical and non‐canonical TGF‐β signaling pathways, created with BioRender.com. (B) qRT‐PCR confirmation for successful depletion of Smad molecules upon shRNA knockdown. Levels of Smad gene expression were normalized against the expression of the housekeeping gene, β‐Actin, using the $2^{\Delta \Delta C_{t}}$ formula. shLuc against firefly luciferase mRNA served as a non‐human targeting control. (C) Knockdown validation of Smad molecules via western blotting. β‐Actin served as the loading control. (D) Suppression of the TGF‐β senescence response in shSmad3 and shSmad4 clones. SA‐β‐Gal activity was measured in cells left untreated or treated with 72 h of TGF‐β. Scale bar: 50 μm. (E) TGF‐β treatment (72 h) exerts no effect on BrdU incorporation in Smad3 and Smad4 knockdown clones. Scale bar: 20 μm. (F) Cell cycle analysis in Smad knockdown clones after 72 h TGF‐β treatment was performed using PI staining. Relevant data are plotted as mean ± SD on three replicates. All statistical analyses were performed with two‐tailed Student's *t*‐test. *P*‐values, TGF‐β (5 ng·mL^−1^, 72 h) versus control. **P < 0.01; ***P < 0.001; ns, not significant. BrdU, bromodeoxyuridine; PI, propidium iodide; qRT‐PCR, quantitative reverse transcription polymerase chain reaction; SA‐β‐Gal, senescence‐associated β‐galactosidase; shLuc, short hairpin luciferase; TGF‐β, transforming growth factor‐β.

### 3.3 Chronic TGF‐β exposure promotes clonal regrowth and induces TGF‐β resistance

Having elucidated the robust senescence response by short‐term TGF‐β stimulation, we explored how Huh7 cells react to chronic TGF‐β exposure. Continuous monitoring of senescent cells enriched by FACS‐sorting for high SA‐β‐gal activity and senescence marker expression using C12FDG (Fig. S2B,C), a lipophilic green fluorescent substrate for β‐galactosidase [24], suggested that these cells remained in an arrested state for approximately 3–4 weeks into TGF‐β treatment. At this juncture, subpopulations of Huh7 cells began to show clonal expansion with the acquisition of an optimal division rate (Fig. S2B). Chronic TGF‐β exposure ultimately culminated in the emergence of a TGF‐β resistant polyclonal subline, which we labeled Huh7‐TR (Fig. 2A). Upon immediate comparison to parental cells, Huh7‐TR cells demonstrated a distinctive phenotype, marked by a lack of response to TGF‐β‐mediated morphologic alterations (Fig. 2B), senescence induction (Fig. 2C), inhibition of DNA synthesis (Fig. 2D), and G1 cell cycle arrest (Fig. 2E and Fig. S3A). Further monitoring of cell cycle progression using the fluorescence ubiquitination‐based cell cycle indicator (FUCCI) reporter [30] (Fig. S3B) confirmed differential TGF‐β responses in Huh7 and Huh7‐TR cell models (Fig. S3C). Remarkably, Huh7‐TR cells remained susceptible to cell cycle arrest and senescence induction by doxorubicin treatment (Doxo), emphasizing the TGF‐β selective nature of the resistance phenotype (Fig. S3D–F).

**Fig. 2:**
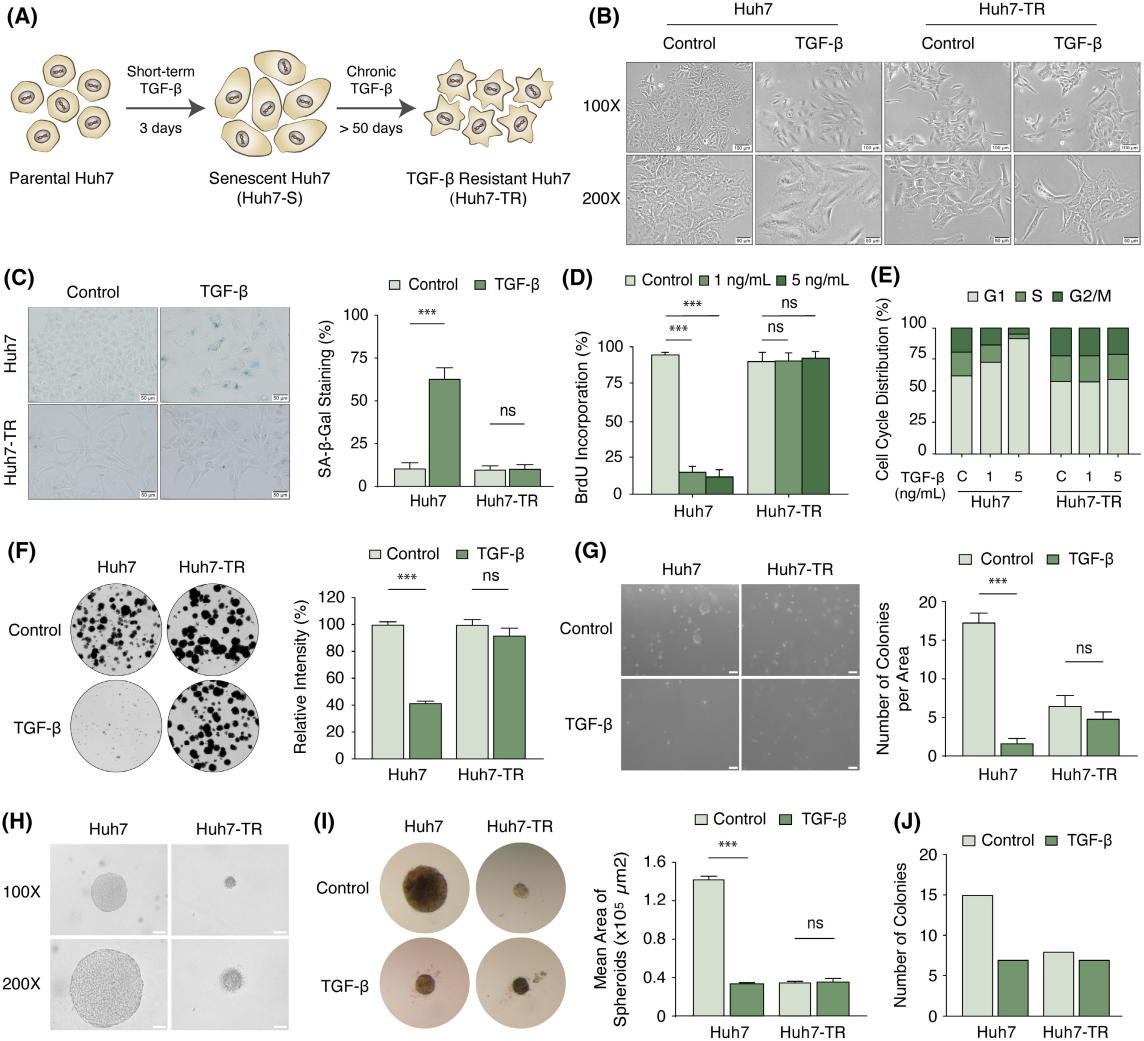
Chronic TGF‐β exposure induces senescence escape and TGF‐β resistance. (A) Schematic diagram of short‐term and long‐term TGF‐β treatment. The scheme was created with BioRender.com. (B) Morphological changes in Huh7 and Huh7‐TR cells after 72 h of TGF‐β (5 ng·mL^−1^) treatment. Upper panel: 100×, scale bar: 100 μm; lower panel: 200×, scale bar: 50 μm. (C) Representative images of the SA‐β‐Gal assay in Huh7 and Huh7‐TR cells after 72 h of TGF‐β (5 ng·mL^−1^) treatment. Scale bar: 50 μm. Bar graphs are presented as the mean ± SD of three replicates. (D) Resistance to inhibition of BrdU incorporation in Huh7‐TR cells. Cells were treated with 1 and 5 ng·mL^−1^ TGF‐β for 72 h. Cells positively labeled for BrdU (24 h) were stained with immunofluorescence technique using anti‐BrdU (mouse) primary antibody, which was followed by anti‐mouse Alexa‐488 secondary antibody incubation. Eight areas were counted in each triplicate assay (Control: no TGF‐β treatment). (E) Cell cycle analysis was performed using PI staining in Huh7 and Huh7‐TR cells after dose‐dependent TGF‐β treatment. C, control. (F) 2D colony formation capacity of Huh7 and Huh7‐TR cells in the absence and presence of 5 ng·mL^−1^ TGF‐β. The assay was performed in triplicates in 6‐well cell culture plates for 25 days, followed by crystal violet staining. High‐resolution images were captured with the LI‐COR Odyssey CLx Imaging System, and the relative crystal violet intensities were quantified using image studio lite image processing software. (G) 3D soft agar anchorage‐independent growth capacity of Huh7 and Huh7‐TR cells in the absence and presence of 5 ng·mL^−1^ TGF‐β. The assay was performed in triplicates in 12‐well cell culture plates. The colonies were measured using imagej software. The 5000 μm^2^ colony area in the control group was accepted as the threshold, and the colonies with an area larger than this value were counted in all groups. Scale bar: 200 μm. (H) Representative images showing reduced 3D soft agar anchorage‐independent growth of Huh7‐TR cells. Images were obtained on an Olympus IX71 microscope. Upper panel: 100×, scale bar: 100 μm; lower panel: 200×, scale bar: 50 μm. (I) Representative images of spheroids in the hanging droplet assay. TGF‐β treatment reduced the 3D spheroid‐forming potential of Huh7 cells, whereas Huh7‐TR cells were unaffected. Spheroids were imaged using stereo microscopy (6.3× zoom). The assays were performed in three biological replicates with 20 technical repeats. The mean area of spheroids (μm^2^) was calculated using imagej. (J) The 34 000 μm^2^ colony area in the control group was accepted as the threshold, and the colonies with an area larger than this value were quantified in all groups. All data in bar charts are plotted as mean ± SD of three replicates, C or Control: no TGF‐β treatment. All statistical analyses were computed with a two‐tailed Student's *t*‐test. *P*‐values, TGF‐β versus control; ***P < 0.001; ns, not significant. 2D, two‐dimensional; 3D, three‐dimensional; BrdU, bromodeoxyuridine; Huh7‐TR, TGF‐β resistant; PI, propidium iodide; SA‐β‐Gal, senescence‐associated β‐galactosidase; TGF‐β, transforming growth factor‐β.

The TGF‐β resistant state proved to be permanent, as Huh7‐TR cells did not revert to a sensitive phenotype upon TGF‐β withdrawal. This suggested that the acquisition of TGF‐β resistance might stem from the disruption or inactivation of the signaling cascade. To test this hypothesis, we assayed for pathway responses using TGF‐β reporters, pSBE4‐luc and p3TP‐lux [19]. These efforts revealed a strong attenuation of transcriptional activation in Huh7‐TR cells (Fig. S4A,B). In line with these results, we found that transcriptional and functional activation of senescence‐related genes was absent in Huh7‐TR cells at both the transcript (Fig. S4C–F) and protein levels (Fig. S4G). We next interrogated whether the loss of senescence‐related phenotypes was concomitant with changes in the cellular and functional features of aggressive cancer cells. Under 2D low‐clonogenicity conditions, Huh7‐TR cells exhibited a greater number and larger size of colonies compared to untreated Huh7 cells, with no effect exerted by TGF‐β treatment (Fig. 2F). Interestingly, under 3D anchorage‐independent soft agar conditions, resistant cells showed reduced spheroid formation relative to untreated parental cells (Fig. 2G). A closer examination of spheroid borders in untreated Huh7‐TR cells revealed spindle‐shaped protrusions, an indication of mesenchymal invaginating cells (Fig. 2H). We also examined the ability of cells to spontaneously aggregate into spheroids in hanging‐drop cultures. As shown in Fig. 2I,J, spheroids derived from Huh7‐TR cells displayed a significantly smaller area, formed fewer colonies, and, unlike Huh7 cells, remained unresponsive to TGF‐β treatment.

To evaluate the broader applicability of this phenomenon, we investigated Hep3B as an additional epithelial HCC cell line with a p53‐null and RB1‐deficient background [31, 32]. Our results indicated that chronic TGF‐β exposure can similarly induce resistance in other HCC cell lines that initially show a senescence response. The newly established TGF‐β resistant model, Hep3B‐TR, also demonstrated phenotypic transition from an epithelial‐like appearance to an elongated, fibroblast‐like morphology (Fig. S5A,F), and displayed insensitivity to TGF‐β rechallenge, failing to undergo the expected senescence or growth arrest or activate transcriptional responses (Fig. S5B–E). Consistent with earlier reports that have linked chronic TGF‐β exposure to the acquisition of mesenchymal stem‐related traits in epithelial Hep3B and PLC/PRF/5 HCC cell lines [33], our results indicate that Huh7 or Hep3B subpopulations resuming proliferation following TGF‐β‐induced senescence may eventually acquire unique hallmarks associated with the functional and phenotypic plasticity of tumor cells.

### 3.4 Clonal regrowth is associated with the adoption of mesenchymal features

TGF‐β is widely known to induce epithelial‐to‐mesenchymal transition (EMT) in HCC cells as part of its pro‐tumorigenic functions [33]. This process entails the disruption of polarized epithelial morphology and transformation into spindle‐shaped cells with reduced adhesion at cellular junctions. To investigate whether the distinctive features observed in Huh7‐TR cells could be attributed to EMT, we assessed the expression levels and subcellular localization of well‐established epithelial and mesenchymal markers. Comparative analysis with parental Huh7 cells revealed a reduction, but not a complete loss, in the transcript levels of CDH1 (encoding E‐cadherin) and a significant upregulation of VIM (encoding Vimentin), which could be replicated at the protein level (Fig. 3A–C). Additionally, Huh7‐TR cells showed a spindle‐shaped phenotype characterized by a breakdown in epithelial cell integrity (β‐catenin), dissolution of tight junctions (Zonula occludens‐1, ZO‐1), and reorganization of intracellular filamentous structures (Vimentin) (Fig. 3D). Consistent with their mesenchymal‐like nature, resistant cells demonstrated enhanced migration (Fig. 3E), increased Matrigel invasion (Fig. 3F), and higher metastatic potential in zebrafish xenograft models (Fig. 3G–I). These findings corroborate prior reports suggesting that mesenchymal HCC cells have a greater capacity for motility and invasion [34]. Critically, unlike the reversible TGF‐β‐induced EMT seen in normal mammary epithelial cells, which enables escape from TGF‐β cytostasis [35], forced induction of a mesenchymal‐like state via E‐cadherin silencing did not confer TGF‐β resistance in Huh7 cells (Fig. S6A–D). This suggests that EMT alone may not be an immediate prerequisite or sufficient to counteract TGF‐β cytostasis in epithelial HCC cells. Furthermore, contrary to our expectations of an association between EMT plasticity and stemness [36], the mixed epithelial‐mesenchymal phenotype of Huh7‐TR cells did not correlate with changes in the expression or localization of key HCC stemness markers, such as EpCAM, CD44, CD90, CD133, and CK19 (Fig. S7A,B). This suggests that chronic TGF‐β treatment does not selectively enrich the pre‐existing cancer stem cell population in Huh7 cells [37].

**Fig. 3:**
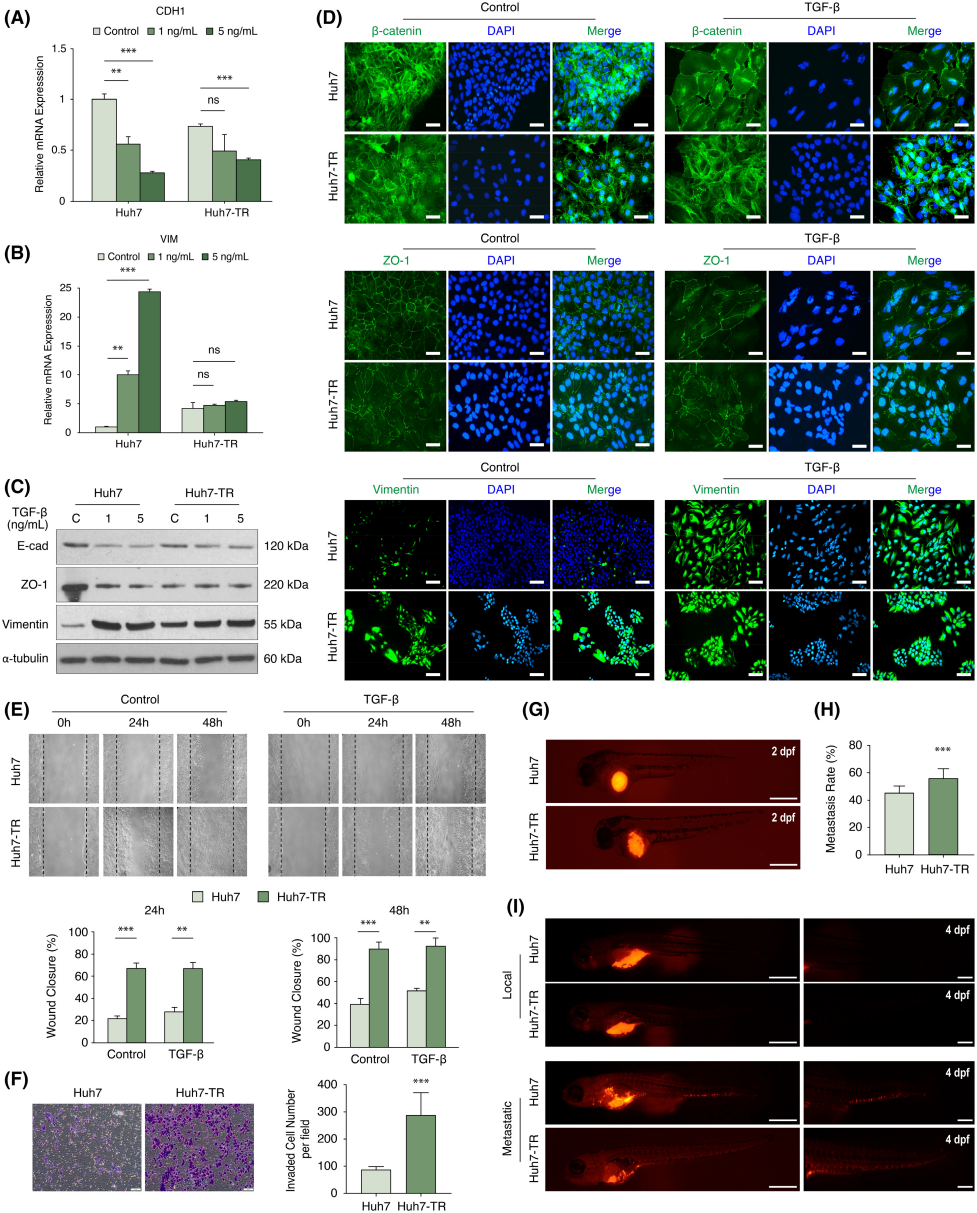
Evasion from TGF‐β‐induced senescence is associated with a mixed EMT phenotype. (A, B) Transcript levels of epithelial (CDH1) and mesenchymal (VIM) markers in Huh7 and Huh7‐TR cells. Cells were treated with 1 or 5 ng·mL^−1^ TGF‐β for 72 h. qRT‐PCR analysis was performed with gene‐specific primer pairs. Expression values were normalized with respect to GAPDH. (C) Protein expression of E‐cadherin, ZO‐1, and Vimentin in Huh7 and Huh7‐TR cells following 1 or 5 ng·mL^−1^ TGF‐β treatment for 72 h. Western blotting analysis was performed with corresponding primary antibodies. α‐tubulin was monitored as equal loading. (D) Staining patterns of β‐catenin, ZO‐1, and Vimentin in Huh7 and Huh7‐TR cells. Scale bar: 50 μm for β‐catenin and ZO‐1, and 100 μm for Vimentin. (E) Differential motility of Huh7 and Huh7‐TR cells in the absence and presence of TGF‐β (5 ng·mL^−1^). Wound closure capacity was measured at 24 and 48 h. Cells were cultured in 12‐well culture plates, and the linear wounds were created with a pipette tip in confluent monolayer cells. Phase‐contrast pictures were obtained at ×20 magnification. Dashed lines indicate initial edges after scratching at 0 h. At least five measurements were used in the calculation of distances between wound edges. (F) Transwell invasion assay in Huh7 and Huh7‐TR cells. Scale bar: 100 μm. Invaded cell numbers per field (*n* = 11) were calculated by manual counting using imagej software. (G) Huh7 and Huh7‐TR cells were injected into 2 dpf zebrafish yolk; representative images are displayed. Scale bar: 500 μm. (H) Metastatic rates of Huh7 (44.66%) and Huh7‐TR (55.81%) injected groups at 4 dpi. (I) Metastasis analysis was conducted at 4 dpi. Images are representative of all groups. Scale bar: left panel, 500 μm; right panel, 200 μm. All data in bar charts are presented as the mean ± SD from three replicates. C or Control: no TGF‐β treatment. Statistical significance was calculated by a two‐tailed Student's *t*‐test. **P < 0.01; ***P < 0.001; ns, not significant. CDH1, E‐cadherin; dpf, days post fertilization; dpi, days post injection; EMT, epithelial‐to‐mesenchymal transition; Huh7‐TR, TGF‐β resistant; qRT‐PCR, quantitative reverse transcription polymerase chain reaction; TGF‐β, transforming growth factor‐β; VIM, vimentin; ZO‐1, zonula occludens‐1.

### 3.5 Loss of TGF‐β sensitivity is associated with defective TGF‐β/Smad signaling

To dissect the molecular cues underpinning resistance to TGF‐β, we analyzed the integrity of TGF‐β/Smad signaling in Huh7‐TR cells. Our initial findings upon acute TGF‐β stimulation revealed reduced phosphorylation of Smad3 at C‐terminal residues (S423/S425), while Smad2 activation (S465/467) remained largely intact with only a mild inhibition. Moreover, phosphorylation of Smad3 at linker residues (T179, S204, S208), a modification known to attenuate tumor‐suppressive functions of Smad3 [38], was also significantly diminished (Fig. 4A). These pathway modifications persisted under prolonged TGF‐β stimulations (Fig. S8A). Under both experimental conditions, basal levels of Smad3 linker phosphorylation were comparable between parental and Huh7‐TR cells, negating the intrinsic engagement of this mechanism in TGF‐β insensitivity. Subsequent exploration into Smad3 functionality unfolded a defect in nuclear accumulation of both phosphorylated and total Smad3 in Huh7‐TR cells (Fig. 4B and Fig. S8B,C). Time‐resolved analysis of signaling kinetics further substantiated this aberration, demonstrating impaired trafficking characterized by delayed nuclear import or reduced nuclear retention of Smad molecules, Smad2/3 and Smad4 (Fig. 4C and Fig. S9). Another critical aspect of senescence induction in Huh7 cells was the TGF‐β‐dependent upregulation of Smad3, but not Smad2 (Fig. 4D–F), corroborating the selective impairment of this molecule in Huh7‐TR cells. Hence, ectopic expression of Smad3 was able to reinstate TGF‐β sensitivity, restoring transcriptional responses (Fig. 4G), suppressing BrdU incorporation (Fig. 4H), and inducing G1 cell cycle arrest (Fig. 4I). Despite a notable increase in SA‐β‐Gal activity, Smad3 overexpression did not manifest enlarged cell morphology even after 5 days of TGF‐β treatment (Fig. S10A–C). In‐depth examination of signaling components in Huh7‐TR cells unveiled diminished expression of TGF‐β receptors, particularly TGFβRI (Fig. S10D). Consistently, the stable overexpression of TGFβRI resulted in a modest TGF‐β resensitization. This was evidenced by an elevation in SA‐β‐Gal activity with a reciprocal reduction in BrdU incorporation, and only a slight increase in G1 cell cycle arrest (Fig. S10E–H). Finally, a marked upregulation in the baseline expression of TGF‐β1 ligand in Huh7‐TR cells indicated a potential reinforcement of TGF‐β selective pressure to maintain insensitivity (Fig. S10I). Collectively, these data establish a link between TGF‐β insensitivity and defective Smad signaling in Huh7‐TR cells.

**Fig. 4:**
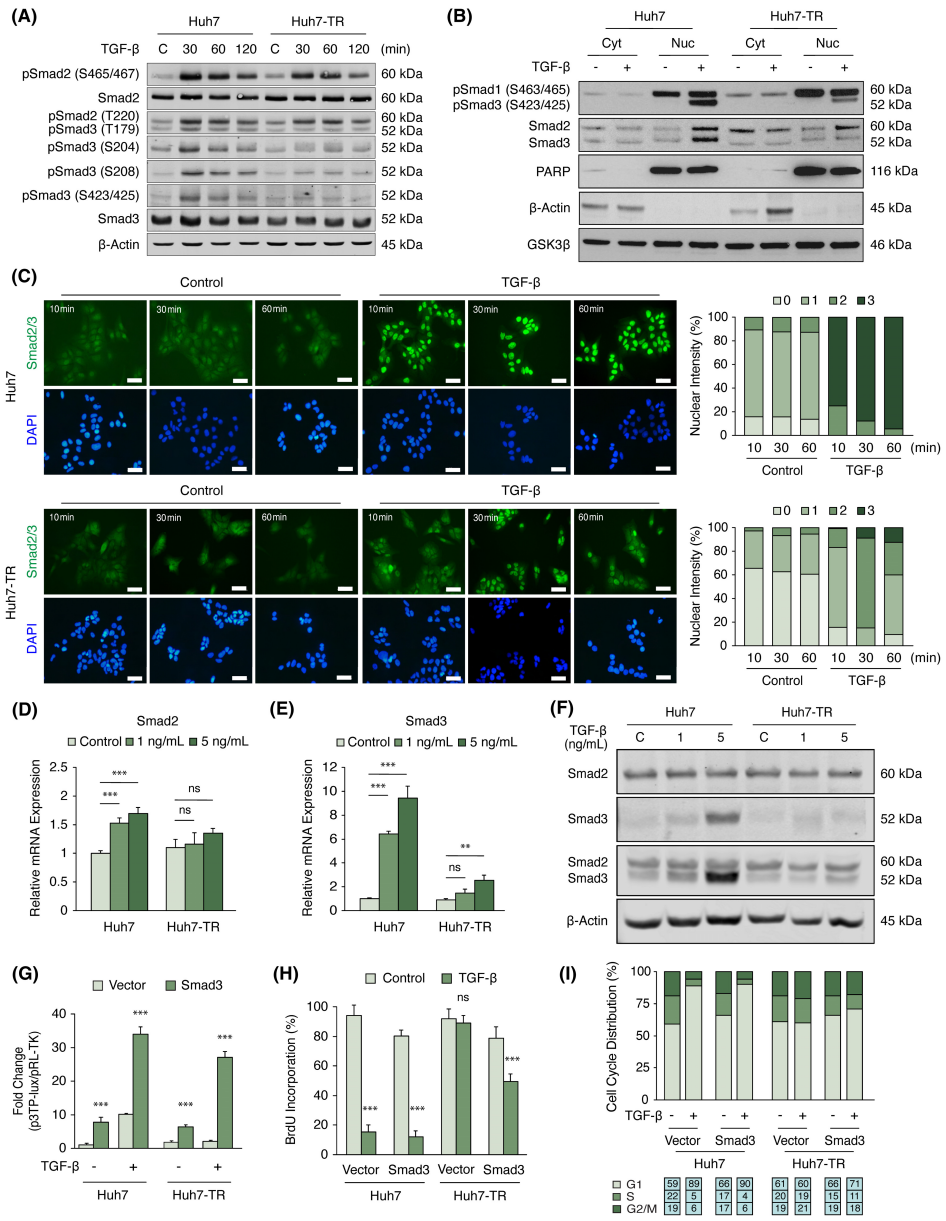
TGF‐β/Smad signaling axis is defective in Huh7‐TR cells. (A) Time‐resolved protein expression of Smad2 and Smad3 in Huh7 and Huh7‐TR. β‐Actin served as the loading control. (m, minute) (B) Nuclear/cytoplasmic shuttling of Smad molecules, particularly Smad3, is impaired in Huh7‐TR cells. Cells were treated with 5 ng·mL^−1^ TGF‐β for 60 min. Cytoplasmic and nuclear fractions were obtained accordingly. Western blotting analysis was performed with corresponding primary antibodies. PARP and β‐Actin were used as controls for nuclear and cytoplasmic fractions, respectively. GSK3β was used as a control for equal loading. (C) Decreased nuclear accumulation and time‐dependent delay in Smad2/3 translocation in Huh7‐TR. Cells were treated with 5 ng·mL^−1^ TGF‐β for specified time periods. Scale bar: 20 μm. (D, E) Transcript levels of Smad2 and Smad3. Huh7 and Huh7‐TR cells were treated with 1 and 5 ng·mL^−1^ TGF‐β for 72 h. qRT‐PCR analysis was performed with corresponding primer pairs. Expression values were normalized to GAPDH. (F) Protein expression of Smad2 and Smad3 in Huh7 and Huh7‐TR. Cells were treated with 1 and 5 ng·mL^−1^ TGF‐β for 72 h. Western blotting analysis was performed with corresponding primary antibodies, either with Smad2 and Smad3 alone or with Smad2/3 antibodies. β‐Actin was monitored as equal loading. (G) Ectopic Smad3 expression restores TGF‐β responses in Huh7‐TR cells. Cells were co‐transfected either with pcDNA3.1 empty backbone or pcDNA3.1‐Smad3‐WT, and p3TP‐Lux and pRL‐TK plasmids. Transfected cells were enriched by antibiotic selection for 3 days and then left untreated or treated with TGF‐β (5 ng·mL^−1^) for 24 h. The luciferase activity was measured and expressed as fold change of Reporter/pRL‐TK. (H) BrdU incorporation in Huh7 and Huh7‐TR after TGF‐β treatment following ectopic Smad3 expression. Following transfection (G), cells were treated with TGF‐β (5 ng·mL^−1^) for 72 h. Percent BrdU was calculated by manual counting of at 6 areas from each triplicate experiment. (I) Cell cycle analysis in Huh7 and Huh7‐TR after 72 h TGF‐β (5 ng·mL^−1^) treatment following ectopic Smad3 expression. All data in bar charts are presented as the mean ± SD from three replicates. C or Control: no TGF‐β treatment. Statistical significance was calculated by a two‐tailed Student's *t*‐test. **P < 0.01; ***P < 0.001; ns, not significant. BrdU, bromodeoxyuridine; h, hour; Huh7‐TR, TGF‐β resistant; qRT‐PCR, quantitative reverse transcription polymerase chain reaction; TGF‐β, transforming growth factor‐β.

### 3.6 Senescent and resistant cells have distinct transcriptomic landscapes

To define the gene expression profiles of TGF‐β sensitive and resistant states, we performed an integrative RNA‐seq analysis of three conditions: (a) parental Huh7 cells, (b) Huh7 cells undergoing TGF‐β‐induced senescence (Huh7‐S), and (c) Huh7‐TR cells. 

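The RNA-seq data covered 3 libraries of each state, 9 in all, from Huh7 cells, a human hepatocellular carcinoma line. Huh7 denotes the parental cells without added TGF-β, Huh7-S the cells exposed for 3 days to TGF-β at 5 ng/mL, and Huh7-TR the cells selected under the same concentration for more than 50 days. The paper describes Huh7-TR as a polyclonal subline, so the spread of its 3 libraries is not a spread between separately selected lines. All 9 libraries were stranded and depleted of rRNA, and were read from one end in 75-base reads. The authors trimmed the reads, mapped them to GRCh38 with bowtie2 and the Ensembl annotation, and estimated expression with RSEM. The deposited table holds FPKM, the number of fragments per kilobase of transcript relative to all mapped fragments of the library, for 64914 Ensembl gene identifiers, rounded to 2 decimals. The RSEM command that the methods quote sets no strandedness option, so the FPKM of genes that overlap a gene on the other strand are less certain. Symbols and positions came from GENCODE version 44, which held 58207 (89.7%) of the identifiers. The 6707 identifiers without a match held between 2.22% and 2.64% of the FPKM of a library.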

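The depth of the libraries was estimated from the spacing of the FPKM of short RNA genes with a single transcript, where each read adds 1 step. Of 7520 such genes, only those of between 95 and 140 bases could give a step. The parental libraries held an estimated 48500000, 60000000 and 60400000 aligned reads, the Huh7-S libraries 55100000, 62100000 and 51700000, and the Huh7-TR libraries 48600000, 41200000 and 52400000. In simulated tables the estimate was off by at most 0.33%. At the median depth, 1 read in a transcript of 2000 bases gives 0.00997 FPKM. The FPKM were scaled between libraries by median-of-ratios factors, of which the lowest was 0.911 (Huh7 replicate 1) and the highest was that of Huh7-TR replicate 3. A gene was tested when it had at least 0.1 FPKM in at least 3 of the 9 samples, which left 31957 genes, 15479 of them protein coding. The values were analyzed as log2(scaled FPKM + 0.1) by limma with a mean-variance trend, in a single fit to all libraries. A gene counted as higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1. In simulated data of the same size, 191 of 200 changed genes were recovered and 8 unchanged genes were called. The simulated changes were all larger than the fold threshold and lay in genes with a mean of at least 1 scaled FPKM. The recovery of smaller changes and of lower genes was thus not measured. Replicate libraries of a state had correlations between 0.965 and 0.976 across genes, and genes are not independent replicates.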

Principal component analysis (PCA) revealed distinct transcriptomic landscapes between each state (Fig. 5A and Fig. S11A). 

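PCA was run on the 500 genes with the largest variance of log2 values. The first component held 37.7% of the variance and the second 19.8%. On the first component, the Huh7-S libraries lay between 39.8 and 45.8, the parental libraries between -17.0 and -8.70, and the Huh7-TR libraries between -33.6 and -27.9. On the second component, the parental libraries lay between -37.9 and -17.4, below the Huh7-TR libraries, which lay between 11.5 and 29.3. In the pairwise analyses, the first component held 53.1% of the variance for Huh7-S and Huh7, 38.3% for Huh7-TR and Huh7, and 57.0% for Huh7-TR and Huh7-S. The Euclidean distances between libraries of one state ran from 50.9 to 63.1, and those between libraries of different states ran from 66.0 to 92.3. The pseudo-F of these distances was 3.84, the largest of the 280 partitions of the libraries into 3 groups of 3 (exact permutation test, p = 0.00357, the smallest p that the design allows). With a pseudocount of 1 FPKM in place of 0.1 FPKM, the alternative that moved it most, the pseudo-F was 12.2 and again the largest of the partitions.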

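Against parental Huh7 cells, 2321 genes were higher and 1096 lower in Huh7-S cells, and 798 were higher and 1277 lower in Huh7-TR cells. Between Huh7-TR and Huh7-S cells, 1159 genes were higher and 2963 lower in Huh7-TR cells. Genes higher against Huh7 in both states numbered 273, and genes lower in both numbered 208. A pseudocount of 1 FPKM moved the counts for Huh7-TR against Huh7 most, to 177 higher and 631 lower genes, and values scaled to the same sum in each library gave 2675 higher and 659 lower genes and shifted the median log2 fold change of all tested genes from 0.01 to 0.40. Of the genes called in Huh7-S against Huh7, 91 higher and 63 lower ones shared all 9 values with another gene, as copies of one sequence do.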

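Among genes whose higher group had a mean of at least 1 scaled FPKM and whose groups did not overlap, LEFTY2 and CER1 had the largest log2 fold changes in Huh7-S cells against Huh7, at 9.73 (standard error 0.35, adjusted p = 1.1e-06) and 8.53 (standard error 0.26, adjusted p = 9.41e-07). LEFTY2 can share reads with LEFTY1, its paralog. All 3 parental libraries had CER1 at or under the level of 3 reads, 0.0587 scaled FPKM, so that CER1 was at least 841-fold higher in Huh7-S cells. The largest decreases in Huh7-S cells were those of the microRNA genes MIR1291 and MIR1227 and of ENSG00000235405. Their means were 6.64, 5.29 and 3.86 scaled FPKM in Huh7 cells, and they were listed at 0 in all 3 Huh7-S libraries. MIR1291 and MIR1227 were also listed at 0 in all 3 Huh7-TR libraries. FPKM are relative to length, so in genes as short as those of microRNAs a few reads can give such values. No bound was given for genes this short, and these decreases may rest on few reads. In Huh7-TR cells against Huh7, the processed pseudogene RPS27P8 had the largest increase, but its mean of 105 scaled FPKM had an SD of 96.0 (n = 3), and it was listed at 0 in 1 parental library. The largest decreases were those of the small nucleolar RNA SNORA68, listed at 0 in 2 Huh7-TR libraries, the lncRNA ENSG00000268854, listed at 0 in all 3 Huh7-TR libraries, and CRIP1, which fell from 20.8 ± 5.29 to 0.139 ± 0.0927 scaled FPKM (SD, n = 3; log2 fold change -6.49, adjusted p = 4.16e-06). Between Huh7-TR and Huh7-S cells, the pseudogene ENSG00000229509 and ENSG00000237898 showed large increases, with adjusted p values of 0.0498 and 0.00533, and TMSB4XP6, a pseudogene of TMSB4X, and the snRNA U2 showed large decreases. The call of ENSG00000229509 was lost in 7 of the 9 fits that each left out 1 library.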

Differential gene expression analyses enabled the identification of significantly upregulated and downregulated genes (Fig. 5B), many of which were not shared between senescent and resistant states (Fig. 5C and Fig. S11B). Cluster profiling of the most differentially expressed genes revealed alterations characterized by either similar or distinctive trends. 

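K-means clustering into 6 groups was run on the Z-scores of the 2000 genes with the smallest p of limma's moderated F-test, for which the largest adjusted p was 0.000346. The largest cluster held 772 genes that were highest in Huh7-S cells, with a mean Z-score of 1.28, and below 0 in both other states (-0.53 in Huh7 and -0.75 in Huh7-TR). A cluster of 293 genes was lowest in Huh7 cells (-1.10), intermediate in Huh7-TR cells (-0.01) and highest in Huh7-S cells (1.11), and 131 of these genes were called in Huh7-TR against Huh7. The genes of 2 further clusters, 289 and 126 in number, were lowest in Huh7-S cells, with mean Z-scores of -1.26 and -0.84. In the first of them, Huh7-TR cells had a mean Z-score of 0.64, close to the 0.62 of Huh7 cells, and in the second they had -0.37, below the 1.22 of Huh7 cells. The remaining clusters held 124 genes with their highest values, and 396 genes with their lowest values, in Huh7-TR cells. The numbering of these clusters is not that of Fig. 5D.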

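In Huh7-TR cells, 297 genes were higher than in both Huh7 and Huh7-S cells without a call in Huh7-S against Huh7, with a median log2 fold change of 1.52 against Huh7. One group was at or under the level of 3 reads for 59 of these genes and both groups for 7, and with the folds of these genes set to the smallest that the level allows, the median was 1.40. With a pseudocount of 1 FPKM, 51 genes had this pattern, and without Huh7-TR replicate 2 or replicate 3 it was found in 190 and 174 genes. Of the 50 genes of Table S4, which the study chose on these samples, all 50 were higher in Huh7-TR against Huh7, both adjusted over all tested genes and adjusted over the list alone, so this count is not independent evidence. Their log2 fold changes lay between 1.89 and 4.68, with a median of 2.52. Against Huh7-S, 46 of them were higher, and 36 met the pattern. In Huh7-S against Huh7, 13 Table S4 genes were higher and BRINP3 was lower (-1.38). The k-means cluster with its highest Z-score in Huh7-TR cells (1.22, against -0.78 in Huh7 and -0.43 in Huh7-S) held 34 Table S4 genes.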

We found several interesting patterns, such as cluster 2, which contained genes selectively upregulated in Huh7‐TR cells compared to parental and senescent cells (Fig. 5D and Table S4). Cluster 4, on the other hand, contained genes that were upregulated in the senescent state (Huh7‐S vs Huh7), yet downregulated upon evolving into the resistant state (Huh7‐TR vs Huh7‐S). 

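Higher in Huh7-S against Huh7 and lower in Huh7-TR against Huh7-S were 1557 genes. Their median log2 fold change was 1.75 in Huh7-S cells and 0.00 in Huh7-TR cells, both against Huh7. One of the groups of Huh7-S against Huh7 was at or under the level of 3 reads for 174 of these genes, and both were for 11. The median in Huh7-S cells was 1.69 with these genes at the smallest fold that the level allows. In Huh7-TR against Huh7, 1373 of the 1557 genes were not changed, 79 were still higher and 105 were lower. The fits that each left out 1 library gave between 1160 and 1542 genes with this pattern, and a pseudocount of 1 FPKM, which moved it most, gave 783. In the k-means cluster with its highest Z-score in Huh7-S cells alone, 639 genes were called in Huh7-S against Huh7 and 713 in Huh7-TR against Huh7-S.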

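Lower in Huh7-TR cells than in both other states, without a call in Huh7-S against Huh7, were 602 genes. Their median log2 fold change in Huh7-TR against Huh7 was -1.54, and -1.51 with the genes at the level of 3 reads set to the smallest fold. Their median in Huh7-S against Huh7 was 0.06, and 81 of them had an adjusted p under 0.05 at a smaller fold change. A pseudocount of 1 FPKM moved this number most, to 252. The k-means cluster of 396 genes had a mean Z-score of -1.26 in Huh7-TR cells against 0.54 in Huh7 and 0.73 in Huh7-S cells, and 298 of its genes were called in Huh7-TR against Huh7 and 39 in Huh7-S against Huh7. Genes of high GC content were less covered in Huh7-TR replicate 2 than in the other libraries. After a correction for GC content that was chosen after seeing the data, 500 of the 602 genes kept the pattern. Of the 602 genes, 89 (14.8%) lay in chromosome windows of 10 Mb that were lower in Huh7-TR cells after this correction. Of all tested genes, 3.76% lay in these windows, so part of the list goes with regional shifts. The windows were found in the same libraries.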

Cluster 5 and cluster 6 were enriched for genes that were uniquely downregulated in Huh7‐TR cells, with no significant alterations between Huh7 and Huh7‐S cells (Fig. 5D). Among the genes upregulated in Huh7‐S cells were those that have been shown to probe senescence‐like phenotypes, such as CDKN2B [12], IGFBP4 and IGFBP7 [39], SPP1 [40], and SERPINE1 [41]. Conversely, Huh7‐TR cells exhibited elevated expression of TGF‐β targets associated with EMT (VIM, CDH6), cell migration (SLIT2, MMP14, AREG, and CAV1), and wound healing (MCAM, ARFGEF1, and THBS1) (Fig. 5E). 

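CDKN2B (ENSG00000147883, chromosome 9 of GRCh38, 22002903 to 22009305) had 7.37 ± 1.19 scaled FPKM in Huh7 cells, 46.4 ± 16.6 in Huh7-S cells and 5.97 ± 0.796 in Huh7-TR cells (SD, n = 3), a log2 fold change of 2.60 in Huh7-S against Huh7 (standard error 0.23, adjusted p = 8.4e-05 by limma). IGFBP4 (ENSG00000141753, chromosome 17) rose from 1.03 ± 0.158 to 2.67 ± 0.235 scaled FPKM (SD, n = 3; log2 fold change 1.30, adjusted p = 0.000301). IGFBP7 (ENSG00000163453, chromosome 4) rose from 0.947 ± 0.221 to 5.10 ± 2.43 (SD, n = 3; log2 fold change 2.21, adjusted p = 0.0029). SPP1 (ENSG00000118785, chromosome 4) had the third largest increase among genes past the expression minimum, from 0.452 ± 0.153 to 91.2 ± 28.8 (SD, n = 3; log2 fold change 7.37, adjusted p = 1.47e-06). For each of the 4 genes, every Huh7-S library lay above every parental library. In Huh7-TR against Huh7, CDKN2B, IGFBP4, IGFBP7 and SPP1 were not changed, with log2 fold changes of -0.30, 0.07, -0.86 and 0.37. All 4 genes were lower in Huh7-TR than in Huh7-S cells, with log2 fold changes between -7.0 for SPP1 and -1.23 for IGFBP4.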

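Of the 9 genes named, VIM, CDH6, SLIT2, AREG, MCAM and THBS1 were called higher in Huh7-TR against Huh7, and MMP14, CAV1 and ARFGEF1 were higher by less than 1 on the log2 scale. VIM (ENSG00000026025, chromosome 10) had 157 ± 20.5 scaled FPKM in Huh7 cells and 365 ± 47.2 in Huh7-TR cells (SD, n = 3; log2 fold change 1.22, standard error 0.18, adjusted p = 0.0023). CDH6 (ENSG00000113361, chromosome 5) rose from 2.74 ± 0.0913 to 19.2 ± 2.40 (SD, n = 3; log2 fold change 2.76, adjusted p = 3.04e-05), and SLIT2 (ENSG00000145147, chromosome 4) from 3.40 ± 0.102 to 9.45 ± 0.874 (SD, n = 3; log2 fold change 1.45, adjusted p = 0.000414). AREG (ENSG00000109321, chromosome 4) rose from 2.16 ± 0.26 to 10.5 ± 1.58 (SD, n = 3; log2 fold change 2.23, adjusted p = 6.46e-05), and was at 2.29 ± 0.356 in Huh7-S cells. MCAM (ENSG00000076706, chromosome 11) had a log2 fold change of 1.19 (adjusted p = 0.000709). The log2 fold changes of MMP14, CAV1 and ARFGEF1 were 0.75 (adjusted p = 0.0178), 0.67 (adjusted p = 0.00696) and 0.48 (adjusted p = 0.00936), and without Huh7-TR replicate 1 the adjusted p of MMP14 was 0.0579. In Huh7-S against Huh7, VIM (2.80), CDH6 (5.30), SLIT2 (2.38), MMP14 (1.76), CAV1 (1.67) and THBS1 (3.27) had larger log2 fold changes than in Huh7-TR against Huh7. Tested directly, VIM, CDH6, MMP14, CAV1 and THBS1 were lower in Huh7-TR than in Huh7-S cells, SLIT2 was lower by less than the fold threshold (-0.94, adjusted p = 0.00143), and AREG was higher (2.15, adjusted p = 2.25e-05).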

Consistently, gene set enrichment analysis (GSEA) reinforced EMT and angiogenesis as hallmarks of the resistance phenotype (Fig. 5F,G). 

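The MSigDB gene sets of the study were not used here. Lists of EMT and angiogenesis genes written by hand were tested with limma's camera, two-sided and with a preset correlation of 0.01, and the p values of all 18 list tests were adjusted together. The 73 EMT genes tested had a median log2 fold change of 0.33 in Huh7-TR against Huh7 (adjusted p = 0.000231), with 46 genes above 0 and 27 below, and the list's mean was higher in each Huh7-TR library than in each parental library. The list holds 9 genes of Fig. 5E, and 1 of Table S4, both chosen on these libraries. The 31 angiogenesis genes had a median of 0.14 (adjusted p = 0.028), with 19 genes above 0 and 12 below, and the adjusted p was 0.0838 without Huh7 replicate 3. In Huh7-S against Huh7 the median of the angiogenesis list was 0.88, with 25 genes above 0 and 6 below. Between Huh7-TR and Huh7-S it was -0.52, with 3 genes above 0 and 28 below. Camera was run on this list only for Huh7-TR against Huh7. Of the 18 tests, 16 had an adjusted p under 0.05 by camera, the same number by the rotation test fry, and 0 by camera with correlations estimated from the data, which lay between 0.092 and 0.938; the calls by camera thus rest on the preset correlation, and the lists' median fold changes are given beside them.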

The enrichment of extracellular matrix (ECM) constituents and core matrisome gene signatures further emphasized the motile and invasive nature of Huh7‐TR cells (Fig. S11C). These findings align with studies showing that EMT and ECM remodeling can promote cancer cell dissemination [42]. 

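A list of core matrisome genes, made from gene symbols and tested in the same way, had 110 genes in the tested set. It holds 5 genes of Fig. 5E and 4 of Table S4, both chosen on these libraries. The median log2 fold change of the 110 genes in Huh7-TR against Huh7 was 0.33, with 77 genes above 0 and 33 below (adjusted p = 1.62e-05). Called higher were 17 of them, and called lower were 5. The list's mean log2 value in the 3 Huh7-TR libraries lay 0.48, 0.32 and 0.37 above the mean of the parental libraries, which spread from -0.10 to 0.10 around it. With fry, the adjusted p was 0.00692. In Huh7-S against Huh7 the median of the list was 0.57, and between Huh7-TR and Huh7-S it was -0.33.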

In line with gene expression changes (Fig. 5E), the EMT gene signature showed modest enrichment in Huh7‐S cells (Fig. 5F), suggesting that EMT and senescence phenotypes are not mutually exclusive in the senescent state. 

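The list of EMT genes had, in Huh7-S against Huh7, a median log2 fold change of 1.29 (adjusted p = 9.64e-23 by camera), with 64 genes above 0 and 9 below. Called higher were 43 of its genes, and 1 was called lower. The mean log2 value of the list in the 3 Huh7-S libraries lay 1.70, 2.03 and 1.69 above that of the parental libraries, against 0.51, 0.46 and 0.29 in the Huh7-TR libraries. Between Huh7-TR and Huh7-S, the median of the list was -1.04, with 61 genes below 0. In Huh7-S and in Huh7-TR cells, the direction against Huh7 was the same under each of the 4 scalings between libraries.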

Pathways such as IL6/JAK/STAT3, TNF‐α/NF‐kB, and inflammatory response were upregulated in both states, but TGF‐β signaling was enriched in the senescent state (Fig. 5F and Fig. S11D). 

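A list of IL6/JAK/STAT3 genes had 66 genes tested. Its median log2 fold change was 0.58 in Huh7-S against Huh7 (adjusted p = 2.18e-05 by camera) and 0.15 in Huh7-TR against Huh7 (adjusted p = 0.0152). The 89 genes of a TNF/NF-kB list had a median of 0.17 in Huh7-S cells (adjusted p = 0.036) and of 0.07 in Huh7-TR cells (adjusted p = 0.146). Single libraries decided the TNF/NF-kB results: the adjusted p in Huh7-S cells ran from 0.00541 to 0.139 over the fits that each left out 1 library, with the highest value without Huh7 replicate 3 and 0.0754 without Huh7-S replicate 2, and the one in Huh7-TR cells ran from 0.034 without Huh7-TR replicate 3 to 0.518 without Huh7 replicate 3. The 51 genes of a TGF-β signaling list had a median of 0.42 in Huh7-S cells (adjusted p = 9.58e-06), with 34 genes above 0. In Huh7-TR cells their median was -0.19 (adjusted p = 0.0953), and the adjusted p was 0.0393 without Huh7-TR replicate 2 and 0.042 without Huh7 replicate 3. This median turned positive with FPKM as deposited (0.04) and with values scaled to the same sum in each library (0.27). In Huh7-TR against Huh7-S the median of the TGF-β list was -0.46, with 41 of 51 genes below 0, and the difference between the states was not tested for these lists. An inflammatory response list was not analyzed here.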

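Between Huh7-TR and Huh7-S cells, the 85 genes of the cytosolic ribosomal proteins had a median log2 fold change of 0.77, with 80 genes above 0 (adjusted p = 2.64e-20 by camera). A hand-written list of MYC targets, with 67 genes tested, had a median of 0.65, with 59 genes above 0 (adjusted p = 5.5e-14). E2F targets were represented by the S-phase and G2/M gene lists of the Seurat package, with 43 and 54 genes tested, whose medians were 0.43 (39 genes above 0, adjusted p = 2.25e-07) and 0.42 (43 genes above 0, adjusted p = 4.11e-06). These 4 medians stayed above 0 under each scaling between libraries. With correlations estimated from the data, camera gave adjusted p of 0.292 for ribosomal proteins and MYC targets, 0.429 for S-phase and 0.441 for G2/M genes. Of the 10 splits of the Huh7-TR and Huh7-S libraries, the real one included, 4 gave a camera p as small for S-phase genes. For G2/M genes 3 did, and for ribosomal proteins and MYC targets 2 did. Of the G2/M genes, 2 were called higher and 1 lower, so that most genes of the cell cycle lists moved by less than the fold threshold. The median in Huh7-TR against Huh7 was -0.28 for ribosomal proteins and -0.37 for MYC targets, both of which turned positive when values were scaled to the same sum in each library, and it was 0.08 for the G2/M list. For the S-phase list it was -0.05, and positive under the 3 other scalings.

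**Figure D1:**
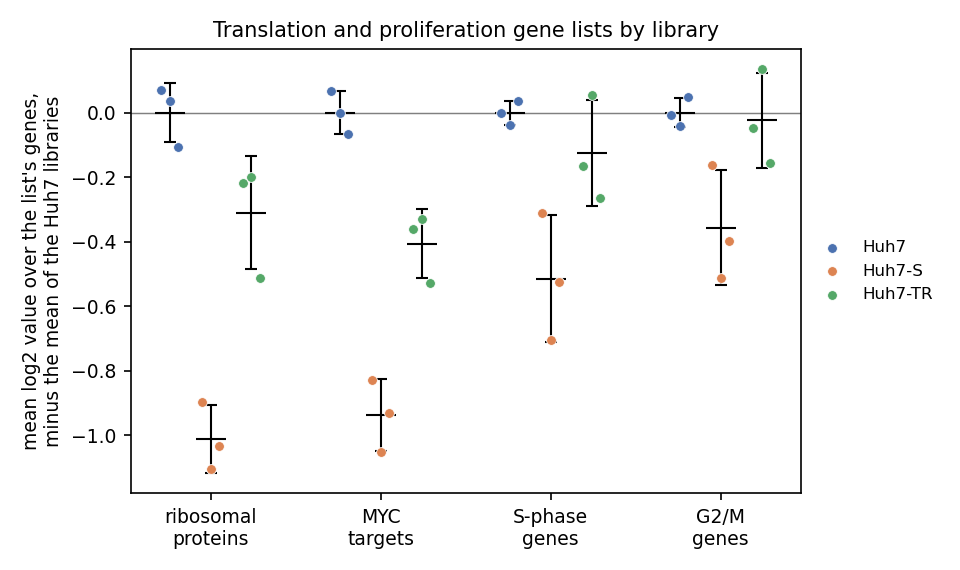
Mean log2 value of each gene list in each of the 9 libraries, minus the mean of the 3 Huh7 libraries, for the ribosomal protein, MYC target, S-phase and G2/M lists; points are libraries, and black bars give the mean and SD of 3 libraries. The Huh7-S libraries lie between -1.10 and -0.90 for ribosomal proteins and between -0.71 and -0.31 for S-phase genes, and the Huh7-TR libraries between -0.51 and -0.20 and between -0.27 and 0.05; under the scaling to the same sum in each library the ribosomal protein genes of Huh7-TR cells lie above those of Huh7 cells.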

The enrichment for eukaryotic translation, MYC, and E2F target gene expression supported the proliferative capacity of Huh7‐TR cells relative to Huh7‐S cells (Fig. 5H). Gene signatures associated with well‐differentiated HCC were more prevalent in Huh7 cells, supporting our previous conclusions that a less‐differentiated phenotype is induced in Huh7‐TR cells (Fig. 5I). Furthermore, we identified a subset of senescence‐related gene sets (i.e., Senescence, RB1, and KRAS) that were differentially regulated in Huh7‐S cells (Fig. 5J and Fig. S11E). 

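The signatures of HCC differentiation in Fig. 5I were not used here, and a hand-written list of genes of mature hepatocytes took their place. Its 76 genes tested had a median log2 fold change of -0.46 in Huh7-TR against Huh7 (adjusted p = 2.9e-06 by camera), with 56 genes below 0 and 20 above. Called lower were 18 of them and called higher was 1. Relative to the parental mean, the mean of the list lay between -0.74 and -0.59 in the 3 Huh7-TR libraries and between -0.07 and 0.04 in the parental libraries. The direction in Huh7-TR cells was the same under each scaling, with a median of -0.04 when values were scaled to the same sum in each library, which moved all genes up by 0.40. In Huh7-S against Huh7 the median of the list was -0.23, which turned to 0.09 under the same scaling, and between Huh7-TR and Huh7-S it was -0.17.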

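A hand-written list of genes that rise in senescent cells stood in for the senescence set, and the other sets were not analyzed here. Its 62 genes tested had a median log2 fold change of 0.99 in Huh7-S against Huh7 (adjusted p = 1.21e-12 by camera), with 49 genes above 0 and 13 below. Called higher were 30 of them and called lower were 0. The list shares 7 genes with Fig. 5E, which the study picked from these libraries, and 24 genes with the other lists. Its mean lay 1.30, 1.52 and 1.22 above the parental mean in the 3 Huh7-S libraries, and between -0.02 and 0.17 around it in the Huh7-TR libraries.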

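The genes of the mitochondrial ribosomal proteins and the protein genes of the mitochondrial DNA were tested as lists. The 78 mitochondrial ribosomal protein genes had a median log2 fold change of -0.81 in Huh7-S against Huh7 (adjusted p = 3.6e-26 by camera), with 77 genes below 0, of which 15 were called lower. The 13 genes of the mitochondrial DNA had a median of -0.92 (adjusted p = 2.14e-06), with 13 of 13 below 0 and 6 called lower. Both medians were negative under each of the 4 scalings between libraries. The mitochondrial protein genes took between 4.82% and 5.43% of the FPKM in Huh7-S libraries and between 7.23% and 8.03% in parental libraries. In Huh7-TR replicates 1, 2 and 3 they took 7.36%, 6.69% and 4.77%, so that replicate 1 lay within the parental range. In Huh7-TR against Huh7, the medians of the 2 lists were -0.33 and -0.75, and the former turned positive (0.12) when values were scaled to the same sum in each library. Relative to the parental mean, the mean of the mitochondrial DNA list was -0.426, -0.621 and -1.215 in Huh7-TR replicates 1, 2 and 3. The size of this fall thus depended on the library, and was largest in replicate 3.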

Finally, we found reduced mitochondrial gene expression in Huh7‐S cells (Fig. S11F), suggesting potential metabolic alterations associated with the senescent state [43]. Together, cluster profiling and GSEA data support our earlier conclusions, indicating that the selection of the TGF‐β resistant state resulted in distinct gene regulatory programs that differ from senescent and parental cells.

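Of the genes higher in Huh7-TR against Huh7, 34.2% were also higher in Huh7-S against Huh7, and of those higher in Huh7-S, 11.8% were also higher in Huh7-TR. For lower genes the shares were 16.3% and 19.0%. Across the tested genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a correlation of 0.33. Because both comparisons use the same parental libraries, data simulated without any effect gave a correlation of 0.50 on average, between 0.47 and 0.53 over 100 simulations, so the correlation by itself does not measure a shared response. From the clusters and the gene set enrichments, taken as support for its earlier conclusions, the paper proposes that selection for resistance led to programs of gene regulation in Huh7-TR cells that are apart from those of Huh7-S and parental cells.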

**Fig. 5:**
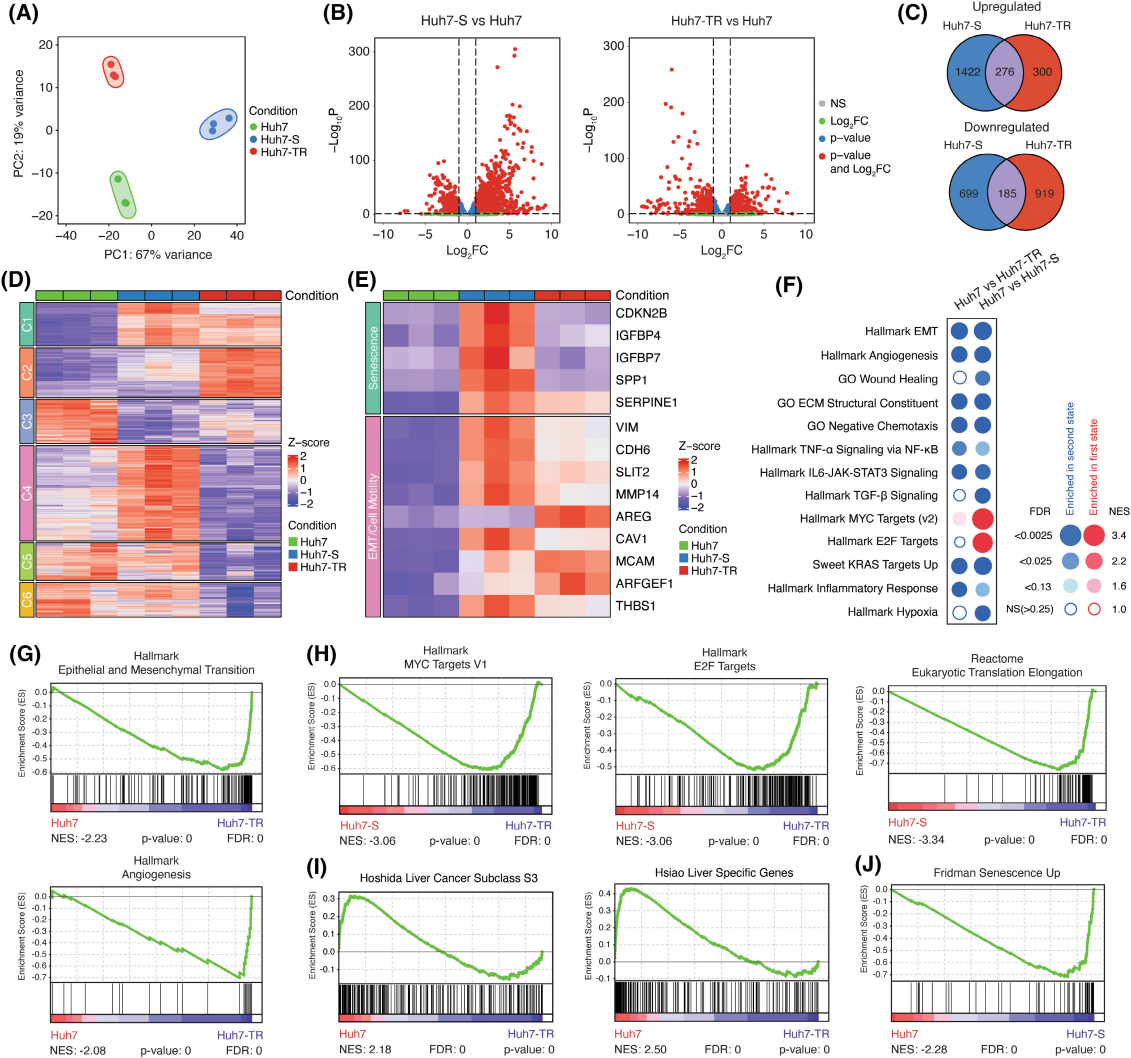
Transcriptomic landscape of TGF‐β sensitive, senescent, and resistant states. (A) Principal component analysis of RNA‐Seq data for three states. (B) Volcano plot showing the distribution of differentially expressed genes between Huh7 vs Huh‐S (left) as well as Huh7 vs Huh7‐TR (right) states. Red dots display significantly differentially expressed genes, meeting both *P*‐value < 0.05 and Log_2_FC ≥ 1 or ≤ −1 criteria. Blue dots display genes that only meet *P*‐value < 0.05 criteria. Green dots display genes that meet Log_2_FC ≥ 1 or ≤ −1 criteria but are not statistically significant *P*‐value > 0.05. Gray dots display genes that are not significantly differentially expressed. (C) The number of differentially upregulated and downregulated, shared or not shared, genes between senescent (Huh7‐S) and resistant (Huh7‐TR) states (*P*‐value < 0.05, Log_2_FC ≥ 1 and Log_2_FC ≤ −1). (D) Clustered heatmap of gene expression changes with similar or unique trends. The top 2000 genes (ranked by FDR) identified to change significantly in Huh7‐TR cells in any experimental comparison using a moderated *F*‐statistic were listed. Gene expression values were *Z*‐score normalized, and patterns were identified by *K*‐means clustering (*K* = 6) and subclustered by Euclidean distance. (E) Heatmap demonstrating the expression changes of senescence‐ and EMT‐related genes in three different states (condition). (F) BubbleGUM visualization of GSEA using MSigDB, including Hallmark, Gene Ontology, and curated (C2) gene sets. Normalized enrichment score (NES) ≥ 1, FDR value: ≤ 0.25. (G–J) GSEA of select gene signatures based on differentially expressed genes between different states according to the RNA‐seq data. ES represents enrichment score. EMT, epithelial‐to‐mesenchymal transition; FDR, false discovery rate; GSEA, gene set enrichment analysis; Huh7‐S, TGF‐β‐induced senescence; Huh7‐TR, TGF‐β resistant; MSigDB, The Molecular Signatures Database.

### 3.7 Novel genes modulating TGF‐β responses

Given the substantial differences in gene expression patterns between TGF‐β sensitive and insensitive cells, we reasoned that multiple genes may concurrently contribute to the resistant phenotype. 

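Of the genes drawn in Fig. S11G, which cover ligands, receptors, Smads, their modulators and targets of the TGF-β pathway, all 79 were tested. In Huh7-TR against Huh7, 4 were higher and 1 was lower, both adjusted over all tested genes and adjusted over the list alone. TGFB1 (ENSG00000105329) rose from 8.93 ± 1.90 to 26.0 ± 4.05 scaled FPKM (SD, n = 3; log2 fold change 1.54, standard error 0.20, adjusted p = 0.00116 by limma). The log2 fold changes of TGFB2 (ENSG00000092969), TGFB3 (ENSG00000119699) and THBS1 (ENSG00000137801) were 1.21 (adjusted p = 0.00265), 1.82 (adjusted p = 0.00174) and 1.58 (adjusted p = 0.00149). TGFBR1 (ENSG00000106799, chromosome 9 of GRCh38, 99104038 to 99154192) fell from 11.9 ± 0.683 to 4.15 ± 0.381 (SD, n = 3; log2 fold change -1.5, adjusted p = 6.47e-05). It lies in a window of chromosome 9 whose 56 protein-coding genes with a mean of at least 1 scaled FPKM had a median of -0.47. The other 74 genes were not called, with log2 fold changes between -0.70 and 0.83, and 16 of them had an adjusted p under 0.05 at these smaller changes. Among these, SMAD3 had a log2 fold change of -0.59 (adjusted p = 0.00206) and TGFBR2 one of 0.43 (adjusted p = 0.00734), whereas SMAD2 (0.09, adjusted p = 0.569) and SMAD4 (-0.07, adjusted p = 0.668) did not differ beyond the spread of the replicates. With values scaled to the same sum in each library, 10 of the 79 genes were called. Of the 79 genes, 21 were higher and 4 lower in Huh7-S against Huh7.

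**Figure D2:**
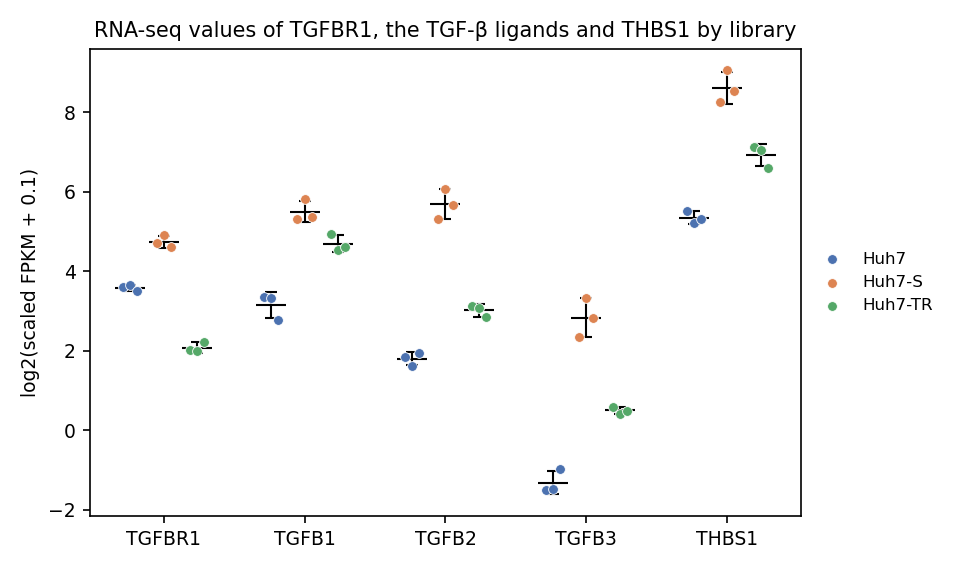
Values of TGFBR1, TGFB1, TGFB2, TGFB3 and THBS1 in each of the 9 libraries as log2(scaled FPKM + 0.1); points are libraries, and black bars give the mean and SD of 3 libraries. TGFBR1 is lowest in the Huh7-TR libraries, and the other 4 genes lie between the Huh7 and the Huh7-S libraries there.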

While changes in TGFβRI and ligand expression were noted earlier, core TGF‐β signaling components, including modulators, nuclear or cytoplasmic retention factors, and interaction partners [44, 45], did not exhibit significant alterations (Fig. S11G). A detailed analysis of cluster 2, which identified genes with selectively increased expression in Huh7‐TR cells (Fig. 5D), revealed that PLA2G4A, MARK1, and GRM8 were of particular interest, ranking among the top differentially expressed genes (Fig. 6A–C and Table S4). 

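GRM8 (ENSG00000179603, chromosome 7 of GRCh38, 126438598 to 127253093) had 0.206 ± 0.0509 scaled FPKM in Huh7 cells and 7.66 ± 0.206 in Huh7-TR cells (SD, n = 3), a log2 fold change of 4.68 (standard error 0.18, adjusted p = 2.94e-06 by limma) that ranked at place 3 of all tested genes. PLA2G4A (ENSG00000116711, chromosome 1, 186828949 to 186988981) rose from 0.0640 ± 0.00249 to 3.85 ± 0.785 (SD, n = 3; log2 fold change 4.57, adjusted p = 3.63e-06, place 4). MARK1 (ENSG00000116141, chromosome 1, 220528136 to 220664461) had 2.42 ± 0.345 scaled FPKM in Huh7-TR cells (SD, n = 3), and its FPKM of 0.01 in each parental library was within the level of 3 reads. It was at least 203-fold higher in Huh7-TR than in Huh7 cells (place 6 by the fitted change, adjusted p = 4.16e-06). Against Huh7-S cells, the log2 fold changes were 5.11 for GRM8 (adjusted p = 6.95e-07) and 3.95 for PLA2G4A (adjusted p = 2.31e-06), and MARK1 was at least 236-fold higher (adjusted p = 1.18e-06). Each of the 3 genes lay in the k-means cluster with its highest values in Huh7-TR cells. The fitted changes depend on the pseudocount, since the parental values of PLA2G4A and MARK1 lie below 0.1 FPKM.

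**Figure D3:**
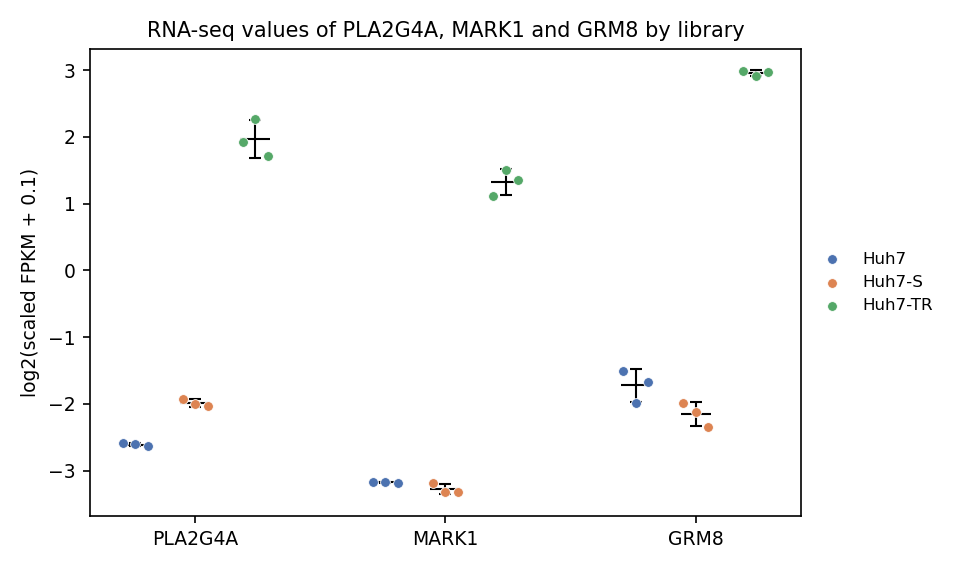
Values of PLA2G4A, MARK1 and GRM8 in each of the 9 libraries as log2(scaled FPKM + 0.1); points are libraries, and black bars give the mean and SD of 3 libraries. For each gene, the 3 Huh7-TR libraries lie above all Huh7 and Huh7-S libraries.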

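In Huh7-S cells, GRM8 was at 0.126 ± 0.0284 scaled FPKM (SD, n = 3), a log2 fold change of -0.43 against Huh7 (standard error 0.18, adjusted p = 0.118). MARK1 was listed at 0 in 2 Huh7-S libraries and at 0.01 FPKM in the other, so that neither group exceeded the level of 3 reads and no difference was detectable at this depth (adjusted p = 0.765). PLA2G4A was at 0.153 ± 0.00979 scaled FPKM (SD, n = 3), with every Huh7-S library above every parental library. Its log2 fold change of 0.62 had an adjusted p of 0.0368 by limma and was below the fold threshold of 1. Over the fits that each left out 1 library, its adjusted p ran from 0.0295 to 0.0904. With a pseudocount of 0.01 FPKM it was called higher (log2 fold change 1.13, adjusted p = 0.00638), and with a pseudocount of 1 FPKM its log2 fold change was 0.12 (adjusted p = 0.51).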

Consistent with the pattern in cluster 2, their expression was not significantly altered in TGF‐β‐treated Huh7 cells (Fig. S11H). Phospholipase A2 group IVA (PLA2G4A), or cPLA2α, is known to modulate TGF‐β‐induced EMT in epithelial HCC cells by activating the PI3K/Akt pathway and inhibiting the TGF‐β/Smad signaling [46]. Microtubule affinity regulating kinase 1 (MARK1) belongs to the AMP‐activated protein kinase (AMPK) family, whose members control protein metabolism, polarity, and energy homeostasis [47]. Previous reports highlighted that several AMPK‐related kinases can interact with Smad proteins and regulate responses to TGF‐β signaling [48]. Functional validation through CRISPR/Cas9‐mediated depletion of PLA2G4A in Huh7‐TR cells resulted in a modest yet significant resensitization in TGF‐β cytostatic responses, as evidenced by a reduction in BrdU incorporation (Fig. 6D,E), suggesting that PLA2G4A contributes to the attenuation of TGF‐β's growth‐inhibitory signals in these cells. To elucidate the functional implications of MARK1 in modulating TGF‐β responses, we generated MARK1 knockout Huh7‐TR cells (Fig. 6F). Upon subsequent TGF‐β stimulation, MARK1‐deficient cells demonstrated a marked reduction in DNA synthesis and proliferation rates (Fig. 6G). Concurrently, MARK1 depletion led to a significant enhancement of SA‐β‐gal activity upon TGF‐β treatment (Fig. 6H). At the molecular level, these phenotypic changes were associated with significant restoration of TGF‐β/Smad3‐mediated transcriptional responses, as evidenced by elevated activity of a Smad3‐responsive reporter construct (Fig. 6I). Most critically, a time‐resolved nucleocytoplasmic shuttling assay revealed that MARK1 depletion reinstated the nuclear translocation and retention dynamics of Smad2 and Smad3 upon acute TGF‐β stimulation (Fig. 6J,K and Fig. S12A,B). This reestablished Smad nuclear activity likely enables proper transcriptional reactivation, reinstating the cytostatic effects of TGF‐β signaling.

**Fig. 6:**
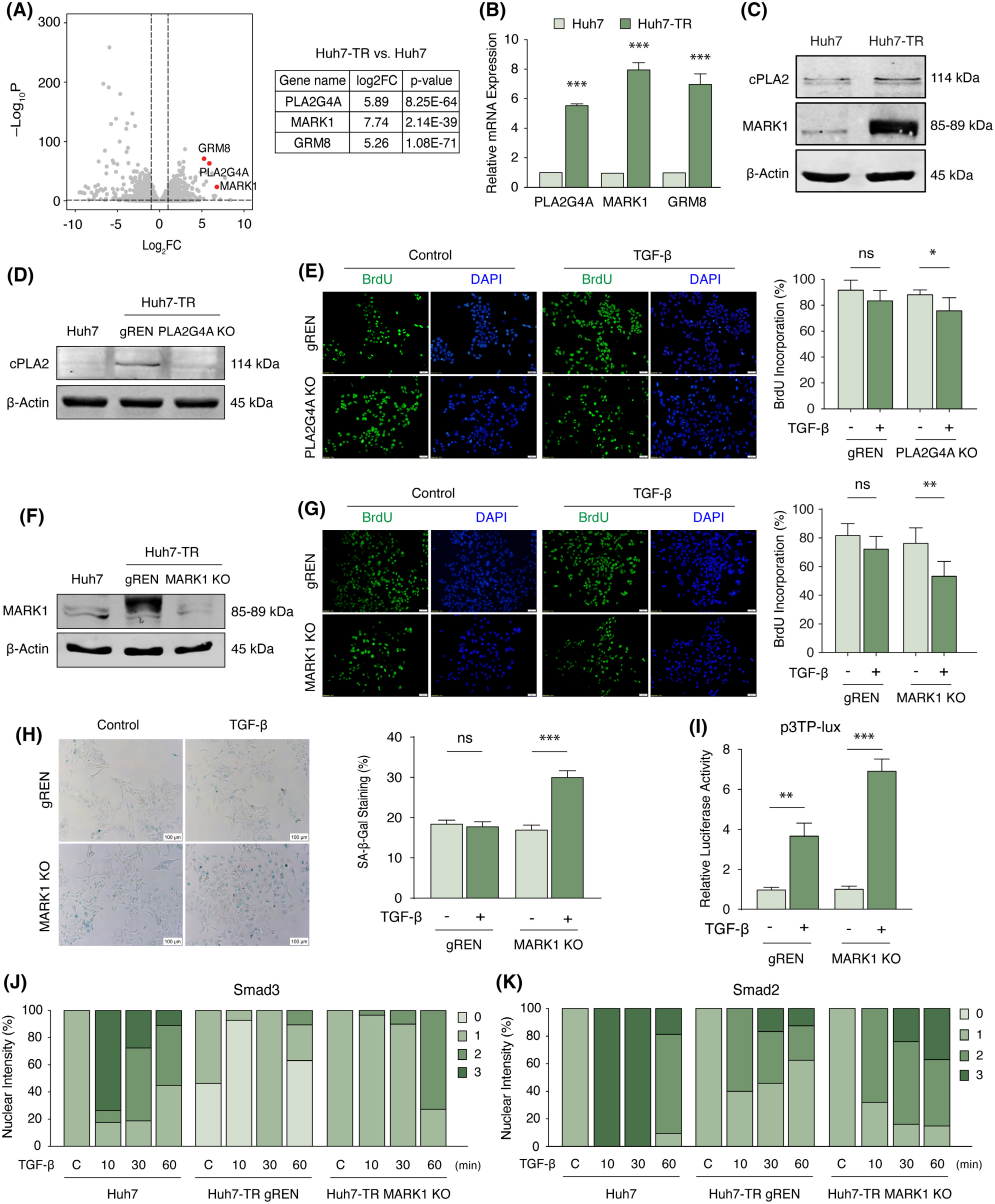
Transcriptome profiling identifies differentially expressed genes associated with resistance to TGF‐β. (A) Volcano plot representation of differentially expressed genes between Huh7‐TR vs Huh7 states. PLA2G4A, MARK1, and GRM8 genes are labeled with red dots. (B) Transcript levels of PLA2G4A, MARK1, and GRM8 genes in Huh7‐TR cells. qRT‐PCR analysis was performed with gene‐specific primer pairs. Expression values were normalized with β‐Actin. (C) Validation of PLA2G4A (cPLA2) and MARK1 protein levels in Huh7‐TR cells. (D) Western blot confirmation of cPLA2 genetic depletion (KO) through CRISPR/Cas9 targeting in Huh7‐TR cells. Cells were infected with pECPV‐Renilla (control) or pECPV‐PLA2G4A vectors and enriched by cell sorting against Venus expression. Huh7 cells were used as a control. (E) BrdU incorporation in Huh7‐TR cells after TGF‐β treatment following depletion of PLA2G4A expression. Cells were treated with TGF‐β (5 ng·mL^−1^) for 72 h. Percent BrdU was calculated by manual counting of 8 areas from each triplicate experiment. Scale bar: 50 μm. (F) Western blot confirmation of MARK1 knockout (KO) through CRISPR/Cas9 targeting in Huh7‐TR. Cells were infected with pECPV‐Renilla (control) or pECPV‐MARK1 vectors and enriched by cell sorting against Venus expression. Huh7 cells were used as a control. Western blotting analysis was performed with corresponding primary antibodies. β‐Actin served as the equal loading control. (G) BrdU incorporation in Huh7‐TR cells after TGF‐β treatment following depletion of MARK1 expression. Cells were treated with TGF‐β (5 ng·mL^−1^) for 5 days. Percent BrdU was calculated by manual counting of 8 areas from each triplicate experiment. Scale bar: 50 μm. (H) SA‐β‐Gal activity identified increased cytostatic responses to TGF‐β activity in MARK1 knockout cells compared to control cells (gREN). Representative images are shown (SA‐β‐Gal staining in blue), scale bar: 100 μm. (I) MARK1 attenuates TGF‐β/Smad3 transcriptional activity. Cells stably transduced either with pECPV‐Renilla (control) or pECPV‐MARK1 were co‐transfected with p3TP‐Lux and pRL‐TK plasmids and then left untreated or treated with TGF‐β (5 ng·mL^−1^) for 24 h. The luciferase activity was measured and expressed as fold change of Reporter/pRL‐TK. (J, K) MARK1 dysregulates time‐resolved signaling dynamics of nuclear Smad3 and Smad2. Huh7 cells were used as a control. All data in bar charts are presented as the mean ± SD from three replicates. Statistical significance was calculated by a two‐tailed Student's *t*‐test. *P < 0.05, **P < 0.01, and ***P < 0.001; ns, not significant. BrdU, bromodeoxyuridine; GRM8, glutamate metabotropic receptor 8; Huh7‐TR, TGF‐β resistant; MARK1, microtubule affinity regulating kinase 1; MARK1, microtubule affinity regulating kinase 1; PLA2G4A, phospholipase A2 group IVA; qRT‐PCR, quantitative reverse transcription polymerase chain reaction; SA‐β‐Gal, senescence‐associated β‐galactosidase; TGF‐β, transforming growth factor‐β.

Metabotropic glutamate receptor 8 (GRM8), also known as mGluR8, belongs to the G‐protein coupled receptor 3 family and is primarily recognized for its role in modulating neurotransmission in the central nervous system [49]. However, studies identified activating mutations in GRM8 [50], implicating its involvement in the pathogenesis and progression of several malignancies, including neuroblastoma, lung cancer, glioma, and breast cancer [51, 52]. In HCC, higher GRM8 expression was associated with poor prognosis [53]. On a molecular level, GRM8 activation is coupled to second messenger mechanisms, thereby modulating cAMP/PKA or MAPK pathways [52]. GPCRs are considered viable therapeutic targets in cancer treatment, and GRM8 is no exception [54]. Analysis from the CanSAR database [55] highlights that GRM8 is a druggable molecule, featuring a ligandable structure and known bioactive compounds (Fig. 7A). Through targeted manipulation using RNAi and CRISPR/Cas9 techniques (Fig. 7B and Fig. S13A,B), we demonstrated that increased GRM8 expression impedes TGF‐β/Smad3 transcriptional activity (Fig. 7C) and mitigates cytostatic responses to TGF‐β exposure (Fig. 7D,E). Mechanistically, similar to MARK1, depletion of GRM8 was able to restore nuclear signaling dynamics of Smad molecules, which potentially explains transcriptional reactivation and antiproliferative responses. Specifically, we observed that Smad3 was retained longer in the nucleus following TGF‐β stimulation (Fig. 7F and Fig. S13C). Similarly, Smad2 exhibited restored nuclear localization kinetics in GRM8‐depleted cells, albeit to a lesser extent (Fig. 7G and Fig. S13D). These findings suggest that GRM8 contributes to resistance mechanisms in TGF‐β signaling by modulating Smad dynamics. Consequently, targeting GRM8 and similar regulatory genes may represent a viable strategy for reactivating sensitivity to the tumor‐suppressive and pro‐senescent effects of the TGF‐β/Smad3 axis.

**Fig. 7:**
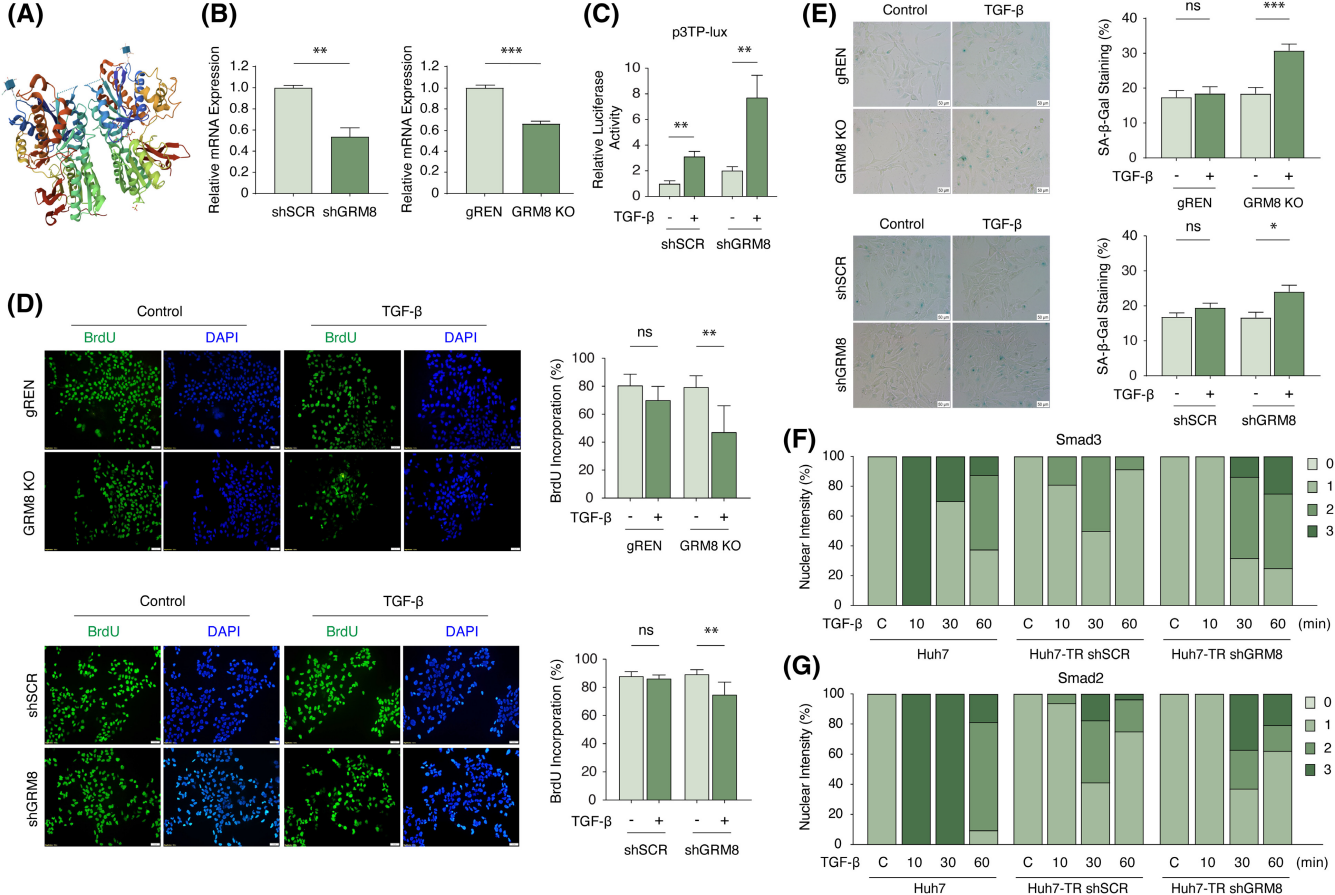
GRM8 impairs TGF‐β/Smad3 signaling activity in Huh7‐TR cells. (A) Druggable structure of GRM8, retrieved from CanSar. (B) Validation of GRM8 transcript levels through targeted manipulation using RNAi and CRISPR/Cas9 techniques in Huh7‐TR cells. (C) GRM8 attenuates TGF‐β/Smad3 transcriptional activity. Cells stably transduced either with pLKO.1 puro shSCR or pLKO.1 puro shGRM8 were co‐transfected with p3TP‐Lux and pRL‐TK plasmids and then left untreated or treated with TGF‐β (5 ng·mL^−1^) for 24 h. The luciferase activity was measured and expressed as fold change of Reporter/pRL‐TK. (D) BrdU incorporation assay identified a reduced cell proliferation index (BrdU positivity, 24‐h labeling) in GRM8 knockout (5 days TGF‐β) or knockdown (3 days TGF‐β) cells compared to control cells (gREN or shSCR, respectively). Percent BrdU was calculated by manual counting of 6 areas from each triplicate experiment. Scale bar: 50 μm. (E) SA‐β‐Gal activity identified increased cytostatic responses to TGF‐β activity in GRM8 knockout or knockdown cells compared to control cells (gREN or shSCR, respectively). Representative images are shown (SA‐β‐Gal staining in blue); scale bar: 50 μm. (F, G) GRM8 dysregulates time‐resolved signaling dynamics of nuclear Smad3 and Smad2. Huh7 cells were used as a control. All data in bar graphs are plotted as mean ± SD on three replicates. Statistical analyses were performed with Student's *t*‐test. *P*‐values, *P < 0.05, **P < 0.01, and ***P < 0.001; ns, not significant. BrdU, bromodeoxyuridine; CanSar, the cancer drug discovery platform; GRM8, glutamate metabotropic receptor 8; Huh7‐TR, TGF‐β resistant; SA‐β‐Gal, senescence‐associated β‐galactosidase; shSCR, short hairpin scrambled; TGF‐β, transforming growth factor‐β.

## 4 Discussion

TGF‐β signaling and cellular senescence are key hallmarks of HCC development and progression [56, 57]. In epithelial HCC cells, TGF‐β‐induced senescence serves as an anti‐tumor mechanism. Paradoxically, chronic elevation of TGF‐β is positively correlated with EMT, aggressiveness, and poor prognosis in advanced tumors. The mechanisms governing the profound transition of TGF‐β signaling outcomes, between growth suppressive and aggressive states, are ill‐defined. Most critically, whether this transition involves modulating the senescence response remains elusive. Building upon our current and previous findings showing that TGF‐β is a strong inducer of senescence in epithelial HCC cell lines [12], but not in mesenchymal HCC cell lines [17], we decided to expose the epithelial Huh7 and Hep3B cell lines to chronic TGF‐β treatment. Interestingly, prolonged TGF‐β exposure has been shown recently to induce early and deep senescence states in multiple cancer types. Notably, upon withdrawal of TGF‐β, SA‐β‐Gal–high senescent cells are able to resume proliferation in both states, albeit with deep senescent cells exhibiting a reduced capacity for reentry into proliferation [7].

In Huh7 cells, continuous TGF‐β exposure results in the evasion of the cellular senescence phenotype, concurring with clonal regrowth, persistent and nearly complete loss of TGF‐β transcriptional activity and tumor‐suppressive functions, and a significant decrease in epithelial cell traits. A similar phenomenon was observed in the Hep3B cell line, providing generalizability to our findings and suggesting a broader relevance across epithelial HCC models. The resistance to TGF‐β–induced senescence in Huh7‐TR cells appears specific, as doxorubicin treatment continues to elicit robust growth arrest and elevated SA‐β‐Gal activity, thereby negating a generalized impairment of senescence pathways. A critical consideration remains whether the observed phenotype emanates from a pre‐existing subpopulation within parental cells. Although the presence of inherently TGF‐β–tolerant cells cannot be entirely excluded, our data suggest that this is unlikely to be the predominant mechanism. If such a resistant subpopulation existed, the earlier emergence of resistant colonies would be expected. However, clonal regrowth manifests only after approximately 3 weeks of continuous exposure, aligning with reports that underscore cellular adaptation to chronic stressors through extensive genomic, transcriptomic, and metabolomic reprogramming over prolonged periods [1]. Furthermore, if pre‐existing resistant cells are present, they are likely to be rare and may be detectable through lineage tracing using genetic barcoding [58]. Therefore, we postulate that resistance arises through TGF‐β–induced early senescence or via phenotypic adaptations that confer the capacity to persist beyond deep senescence.

The acquisition of mesenchymal features in TGF‐β resistant cells results in enhanced migration, invasion, and metastasis in zebrafish xenograft models. Several attributes of Huh7‐TR cells are reminiscent of mesenchymal HCC cell lines, including suppression of TGF‐β cytostatic responses and increased autocrine production of TGF‐β ligands [17, 59]. It is thus plausible to speculate that Huh7 cells transition from an epithelial to a mesenchymal state. The enrichment of EMT and angiogenesis gene signatures in Huh7‐TR cells reinforces the notion that TGF‐β resistance is associated with a more invasive and metastatic phenotype. Indeed, dedifferentiation is often linked to increased malignancy, therapeutic resistance, and poor clinical outcomes in HCC [7]. While the EMT‐like phenotype has been proposed as a mechanism to bypass failsafe programs [60], our findings suggest that EMT may not be a prerequisite for the onset of TGF‐β insensitivity but rather a corollary of adaptive plasticity in response to chronic TGF‐β exposure. Resistance is also associated with a partial increase in 2D clonogenic capacity while demonstrating decreased abilities in 3D anchorage‐independent growth and spheroid formation. Notably, despite the absence of stemness hallmarks which typically confer resistance against DNA‐damaging agents [61, 62] and TGF‐β [63], the mixed EMT phenotype in Huh7‐TR cells is coincident with lower clonogenicity and a reduced capacity for spheroid growth in the absence of attachment. These findings are consistent with the well‐known fact that mesenchymal HCC cells poorly form tumor xenografts in mice relative to their more epithelial counterparts [64].

In line with current understanding, the concomitant enrichment of senescence and EMT gene signatures in senescent cells indicates the potential coexistence of both phenotypes within the same cellular milieu [65]. This further implies that cells undergoing senescence may adaptively exploit the EMT program to acquire a more aggressive phenotype characterized by increased motility and invasiveness [60]. Additionally, the overlapping KRAS gene signature offers insights into the similarities between the transcriptomic programs of TGF‐β‐induced and oncogene‐induced senescence, suggesting the activation of shared molecular pathways in response to different stimuli. Our GSEA data further highlight the activation of inflammatory pathways, including IL6/JAK/STAT3 and TNF‐α/NF‐κB signaling in senescent cells. These pathways are integral components of the SASP, which reinforce senescence in an autocrine manner and can exert pro‐tumorigenic effects on neighboring cells [66]. Although these pathways are also enriched in Huh7‐TR cells, the resistant state exhibits a distinct secretome that differs from both parental and senescent cells. The enrichment of TGF‐β signaling in the senescent state aligns with the role of TGF‐β ligands as both inducers and effectors of senescence, primarily through the activation of SMAD‐dependent transcriptional responses that enforce growth arrest [67]. Moreover, altered metabolic traits in the senescent state may also contribute to the development of a pro‐inflammatory SASP or help senescent cells adapt to the chronic TGF‐β stress.

The loss of TGF‐β sensitivity correlates with dysregulated expression of multiple signaling components, including TGF‐β receptors and Smad3. Additionally, the spatiotemporal dynamics of Smad2/3 and Smad4 molecules are impaired in Huh7‐TR cells. This is characterized by delayed nuclear localization or accelerated nuclear exclusion, which aligns with studies demonstrating that the balance between nuclear import and export of Smad proteins is critical for the amplitude and duration of TGF‐β signaling responses. Disruption of this balance can lead to attenuated signaling and contribute to cellular resistance to TGF‐β [68]. The upregulation of signaling components by TGF‐β in parental cells accentuates the prominent role of the TGF‐β/Smad3 signaling axis in senescence induction. This is further supported by the restoration of TGF‐β sensitivity in resistant cells upon forced expression of Smad3 or TGFβRI. Arguably, such deregulations compromise the ability of the Smad3/4 complex to fully engage in target gene expression. Although Smad3 functions are modulated through phosphorylation of the linker region by intracellular kinases [69], and previous studies in HCC tumor models indicate that Smad3 linker phosphorylation attenuates TGF‐β transcriptional activities, thereby facilitating the transition between TGF‐β‐mediated growth suppression and oncogenic signaling [70], it appears that this mechanism contributes minimally to the resistance phenomenon. Furthermore, dephosphorylation of Smad3 and its dissociation from nuclear retention factors are essential for nuclear export [71]. However, our data suggest that phosphatases may not be the primary mediators of this process, as their expression levels are unchanged. In TGF‐β‐stimulated resistant cells, the majority of inactive Smad3 localizes to the cytoplasm, suggesting limited translocation into the nucleus. This indicates that inactive Smad3 may be sequestered in the cytoplasm, away from receptors, potentially through interactions with cytoplasmic retention factors. Importantly, Smad Anchor for Receptor Activation (SARA), a candidate cytoplasmic retention factor [72], appears unlikely to act as the endogenous retention factor for Smad3, given its stable expression levels. An alternative mechanism may involve the microtubule network, which has been shown to interact with Smads 2, 3, and 4, regulating their transcriptional activity and responsiveness to TGF‐β exposure [73]. Thus, an intact microtubule network characterized by inherent dynamic stability and responsiveness to both intrinsic and extrinsic cues may constitute a key regulatory component of the TGF‐β/Smad signaling axis.

Considering the substantial variations in transcriptome profiles between different states, we infer that TGF‐β resistance involves the simultaneous activation of multiple genes or pathways. Our studies implicate the TGF‐β‐related molecule PLA2G4A in this process [46], and additionally probe MARK1 and GRM8 as novel genes capable of modulating the TGF‐β/Smad3 signaling outputs. MARK1, a member of the AMPK family, is involved in regulating cell polarity, microtubule dynamics, and energy homeostasis [74]. Given that Smad proteins are substrates of AMPK‐related kinases [75], it is plausible that MARK1 interacts with Smad3 or modulates microtubule functions, thus affecting the trafficking of Smad molecules. Similarly, GRM8, a metabotropic glutamate receptor, is a G‐protein coupled receptor implicated in various cancers [76]. GRM8 activation is known to influence intracellular signaling cascades, leading to decreased cyclic AMP (cAMP) levels and modulation of downstream effectors such as protein kinase A (PKA) [52]. PKA is recognized for its role in altering microtubule dynamics in cancer cells [77]. A functional interaction between TGF‐β and PKA signaling is critical for the execution of TGFβ‐mediated cellular responses [78]. Additionally, GRM8 has been shown to activate MEK/ERK signaling pathways [52], which engage in cross‐talk with components of TGF‐β signaling. Further investigation is obviously necessary to confirm the identity of the putative factors that modulate nucleocytoplasmic shuttling dynamics of Smad3. Mechanistic studies, supported by longitudinal epiregulome and gene expression profiling, along with high‐throughput assays, such as proteomics, drug or CRISPR screens, may help inform a better understanding of how these and potentially other genes contribute to escaping senescence and committing to resistance.

## 5 Conclusions

The work presented here provides evidence that chronic TGF‐β exposure promotes senescence plasticity, representing a critical phenomenon that may confer epithelial HCC cells an advantage to evolve towards a more aggressive phenotype. This is tightly associated with the loss of TGF‐β sensitivity, coinciding with an EMT‐like transformation, increased invasion, and acquisition of metastatic capabilities. Our findings help further explain the differential responses of epithelial and mesenchymal HCC cell lines to TGF‐β treatment. Additionally, our work has implications for the potential restoration of the TGF‐β/senescence axis in advanced HCCs with elevated TGF‐β, which offers a promising avenue for exploration, particularly in the context of anti‐tumor mechanisms and senolytic or senostatic therapies.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

MK and DD conducted experiments, analyzed data, and created figures. SE analyzed RNA‐seq data, generated relevant plots and figures, and contributed to drafting the manuscript. BD, EC, MB, and MU conducted experiments and performed data analysis. GC‐A supervised zebrafish xenograft studies. FL contributed to data analysis, interpretation of results, and provided critical reagents. MO and SS conceptualized the study and acquired funding. GK carried out the principal computational work for RNA‐seq data. SS developed the methodology, performed experiments, and supervised the study. MK and SS wrote the manuscript. All authors read and approved the final version of the manuscript.

## Supporting information

**Fig. S1.** Huh7 cell line is a robust model for TGF‐β‐induced cellular senescence.
**Fig. S2.** TGF‐β‐induced cellular senescence is mediated through Smad3, and continuous monitoring of senescent cells reveals clonal regrowth.
**Fig. S3.** Cell cycle distribution or senescence in Huh7 and Huh7‐TR cells under TGF‐β or Doxorubicin (Doxo) stimulation.
**Fig. S4.** Loss of TGF‐β responsiveness in Huh7‐TR cells.
**Fig. S5.** Chronic TGF‐β treatment in Hep3B cell line promotes TGF‐β resistance.
**Fig. S6.** Ectopic induction of EMT‐like phenotype fails to confer TGF‐β resistance in Huh7 cells.
**Fig. S7.** Effects of chronic TGF‐β exposure on stemness markers in senescent and resistant states.
**Fig. S8.** Signaling dynamics of TGF‐β/Smad3 axis in resistant cells.
**Fig. S9.** Loss of TGF‐β sensitivity is related to defective nuclear/cytoplasmic Smad4 signaling.
**Fig. S10.** Ectopic Smad3 or TGFβRI activity reinstates TGF‐β sensitivity in Huh7‐TR cells.
**Fig. S11.** RNA‐seq analysis reveals differential gene expression changes in senescent and resistant states compared to the TGF‐β sensitive state.
**Fig. S12.** MARK1 dysregulates signaling dynamics of Smad molecules.
**Fig. S13.** GRM8 attenuates TGF‐β/Smad signaling.

**Table S1.** Oligonucleotides for gRNA and shRNA cloning.
**Table S2.** Primer sequences for qRT‐PCR.
**Table S3.** Primary and secondary antibodies.
**Table S4.** Top 50 genes in Cluster 2, Huh7‐TR vs Huh7.

## Data Availability

RNA‐Seq data were deposited into the Gene Expression Omnibus (GEO) under accession number GSE261099 and are available at the following URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE261099.

# Supplementary material for: Escape from TGF‐β‐induced senescence promotes aggressive hallmarks in epithelial hepatocellular carcinoma cells
**Source:** Mol Oncol. 2025 Mar 14;19(9):2594–618. doi: 10.1002/1878-0261.70021
**Supplement:** Supplementary file 1 — Fig. S1. Huh7 cell line is a robust model for TGF‐β‐induced cellular senescence. Fig. S2. TGF‐β‐induced cellular senescence is mediated through Smad3, and continuous monitoring of senescent cells reveals clonal regrowth. Fig. S3. Cell cycle distribution or senescence in Huh7 and Huh7‐TR cells under TGF‐β or Doxorubicin (Doxo) stimulation. Fig. S4. Loss of TGF‐β responsiveness in Huh7‐TR cells. Fig. S5. Chronic TGF‐β treatment in Hep3B cell line promotes TGF‐β resistance. Fig. S6. Ectopic induction of EMT‐like phenotype fails to confer TGF‐β resistance in Huh7 cells. Fig. S7. Effects of chronic TGF‐β exposure on stemness markers in senescent and resistant states. Fig. S8. Signaling dynamics of TGF‐β/Smad3 axis in resistant cells. Fig. S9. Loss of TGF‐β sensitivity is related to defective nuclear/cytoplasmic Smad4 signaling. Fig. S10. Ectopic Smad3 or TGFβRI activity reinstates TGF‐β sensitivity in Huh7‐TR cells. Fig. S11. RNA‐seq analysis reveals differential gene expression changes in senescent and resistant states compared to the TGF‐β sensitive state. Fig. S12. MARK1 dysregulates signaling dynamics of Smad molecules. Fig. S13. GRM8 attenuates TGF‐β/Smad signaling.

**Escape from TGF-β-induced Senescence Promotes Aggressive Hallmarks in Epithelial Hepatocellular Carcinoma Cells**

Minenur Kalyoncu ^1^, Dilara Demirci ^1^, Sude Eris ^1,2^, Bengisu Dayanc ^1,2^, Ece Cakiroglu ^1,2^, Merve Basol ^1,2^, Merve Uysal ^1,2^, Gulcin Cakan-Akdogan ^1,3^, Fang Liu ^4^, Mehmet Ozturk ^5,6^, Gökhan Karakülah ^1,2^, Serif Senturk ^1,2,6,#^

Research Group Leader

Functional Cancer Genomics Group

Izmir Biomedicine and Genome Center

Dokuz Eylul University Health Campus

Mithatpasa St. No: 58/5

35340 Balcova, Izmir / Turkey

Phone 1: 90 (232) 412 65 14

Phone 2: 90 (232) 299 41 61

<http://www.ibg.edu.tr>

<https://www.senturklab.com/>

**Supplementary Figures**

**
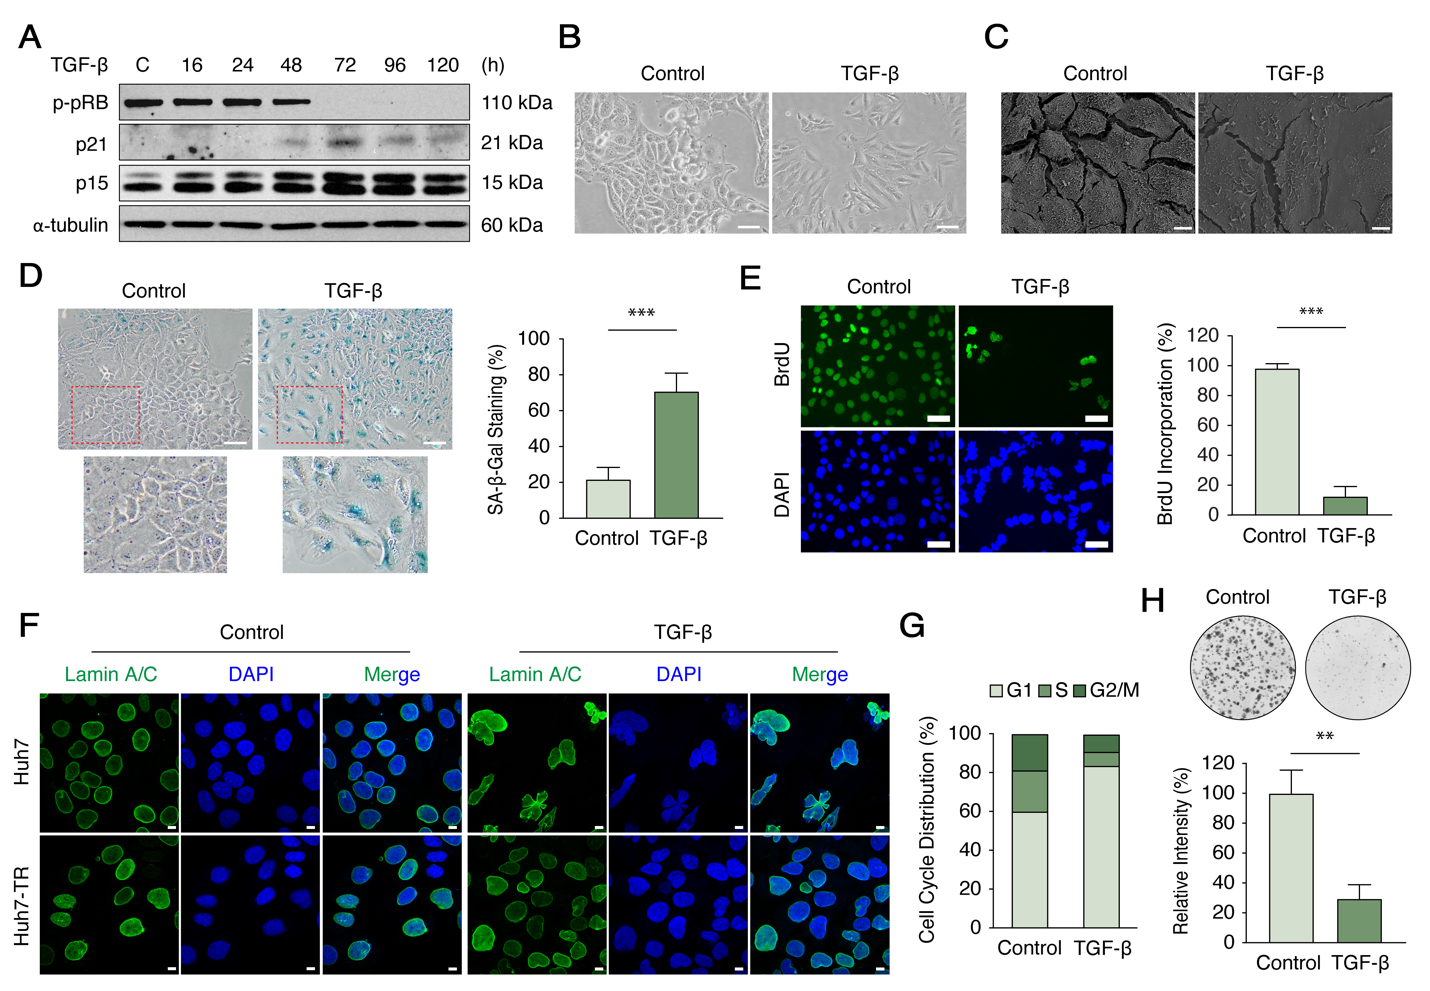
**

**Figure S1. Huh7 cell line is a robust model for TGF-β-induced cellular senescence. (A)** Time-resolved protein expression of known senescence markers. Huh7 cells were either left untreated (C: Control) or treated with 5 ng/mL TGF-β for indicated time points (h: hour). Western blotting analysis was performed with corresponding primary antibodies. α-tubulin served as the equal loading control. **(B, C)** Morphological changes in the Huh7 cell line after 72 h of TGF-β treatment. **(B)** Phase-contrast microscopy, scale bar: 100 µm. **(C)** Scanning electron microscopy (SEM), scale bar: 10 µm. **(D)** Induction of a strong cellular senescence response. Cells treated with TGF-β were assayed for SA-β-Gal activity. Representative images are shown (SA-β-Gal staining in blue), scale bar: 100 µm. Red rectangles represent focused inlets. (**E)** Immunofluorescence micrographs and quantification of BrdU staining (Green) on control and cells treated with 72 h of TGF-β. Nuclei were counterstained in blue with DAPI. Scale bar: 50 µm. (**F**) Senescent cells were exhibited by abnormal nuclear morphology. Representative images are shown Lamin A/C immunofluorescence staining. Scale bar: 10 µm. **(G)** 72 h of TGF-β treatment induces G1 arrest, accompanied by a strong attenuation in S phase. Cell cycle analysis was performed using PI staining. Bar graphs are presented as the mean of each cell cycle from three biological experiments. **(H)** 2D colony formation capacity of Huh7 cells following TGF-β treatment. Colony formation assay was performed in triplicates in 6-well cell culture plates for 14 days, followed by crystal violet staining. LI-COR Odyssey CLx Imaging System and Image Studio software were used to acquire high-resolution images of the plates and to measure signal intensities, respectively. Each of these panels **(D**, **E**, and **H)** are presented as the mean ± SD from three replicates. Statistical analyses were performed with two-tailed Student’s t-test. p values, TGF-β (5 ng/mL, 72 h) versus control; ** p < 0.01 and *** p < 0.001. Control: no TGF-β treatment. TGF-β, transforming growth factor-β; h, hour; SA-β-Gal, Senescence-associated β-galactosidase; BrdU, bromodeoxyuridine; PI, propidium iodide; 2D, two-dimensional.

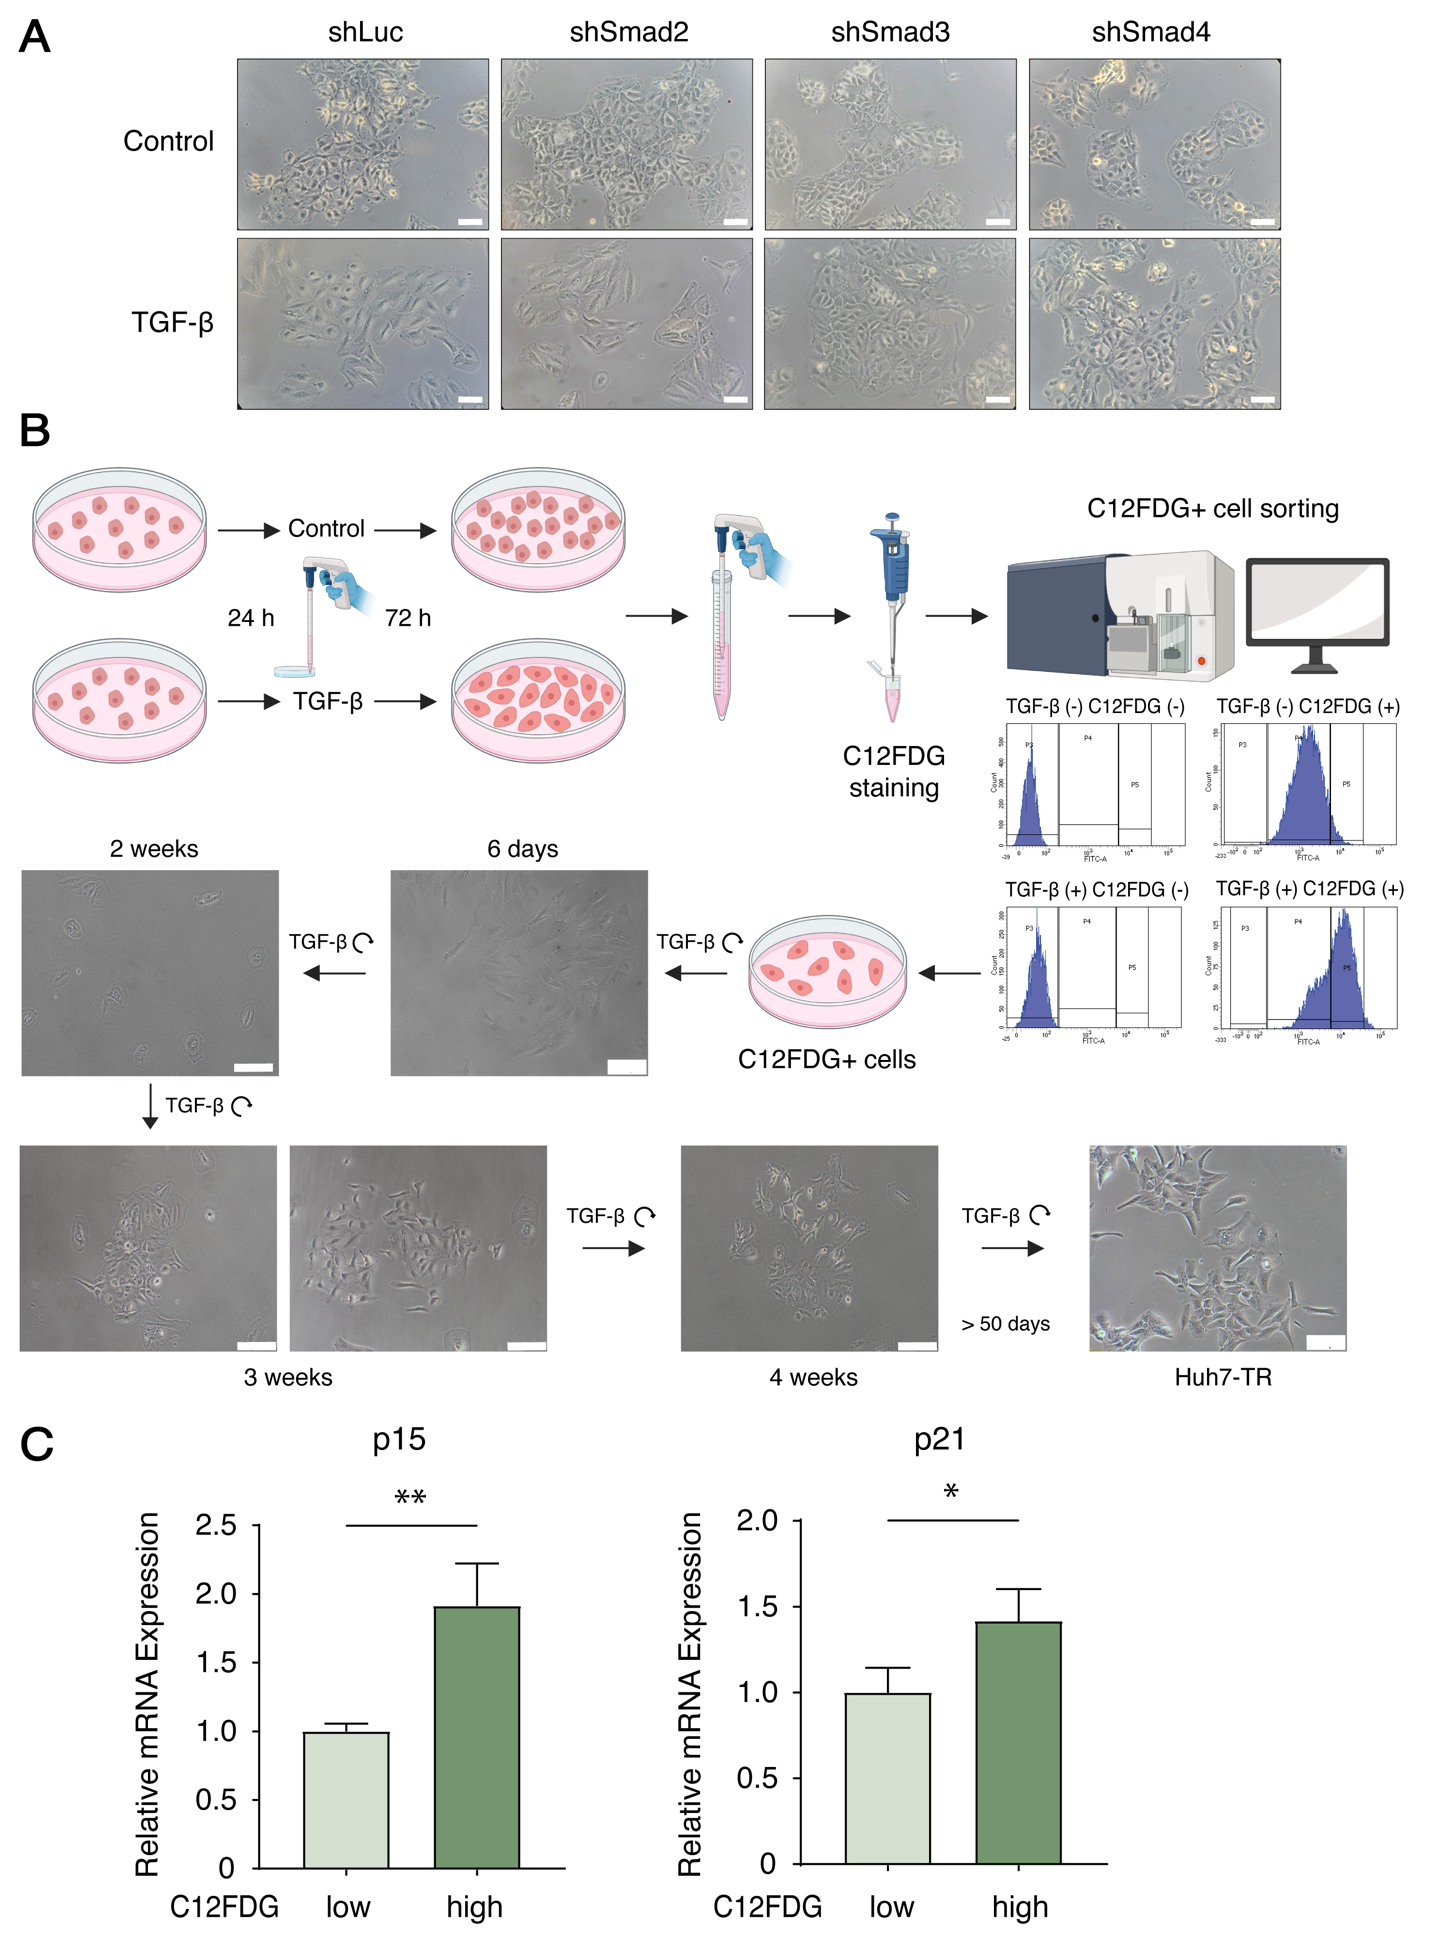

**Figure S2. TGF-β-induced cellular senescence is mediated through Smad3, and continuous monitoring of senescent cells reveals clonal regrowth. (A)** Phase-contrast microscopy images of Huh7 cells after 72 h TGF-β (5 ng/mL) treatment in Smad knockdown clones. Scale bar: 100 µm. **(B)** Schematic diagram of C12FDG staining, created with BioRender.com. Huh7 cells were treated with 5 ng/mL TGF-β for 72 h. Following treatment, cells were collected and stained with C12FDG for 1 h. C12FDG-positive (+) Huh7 cells were FACS-sorted and continued to receive chronic TGF-β (5 ng/mL). Phase-contrast microscopy, scale bar: 100 µm. **(C)** TGF-β-treated Huh7 cells (5 ng/mL, 3 days) were sorted after C12FDG staining. C12FDG-low and C12FDG-high populations, defined as the bottom 20% and top 30% of the observed distribution, respectively, were collected for gene expression analysis. Data in bar charts are presented as the mean ± SD from three replicates. Statistical analyses were performed with two-tailed Student’s t-test. p values, * p < 0.05 and ** p < 0.01. TGF-β, transforming growth factor-β; C12FDG, 5-dodecanoylaminofluorescein di-beta-D-galactopyranoside; h, hour; FACS, Fluorescence-activated cell sorting.

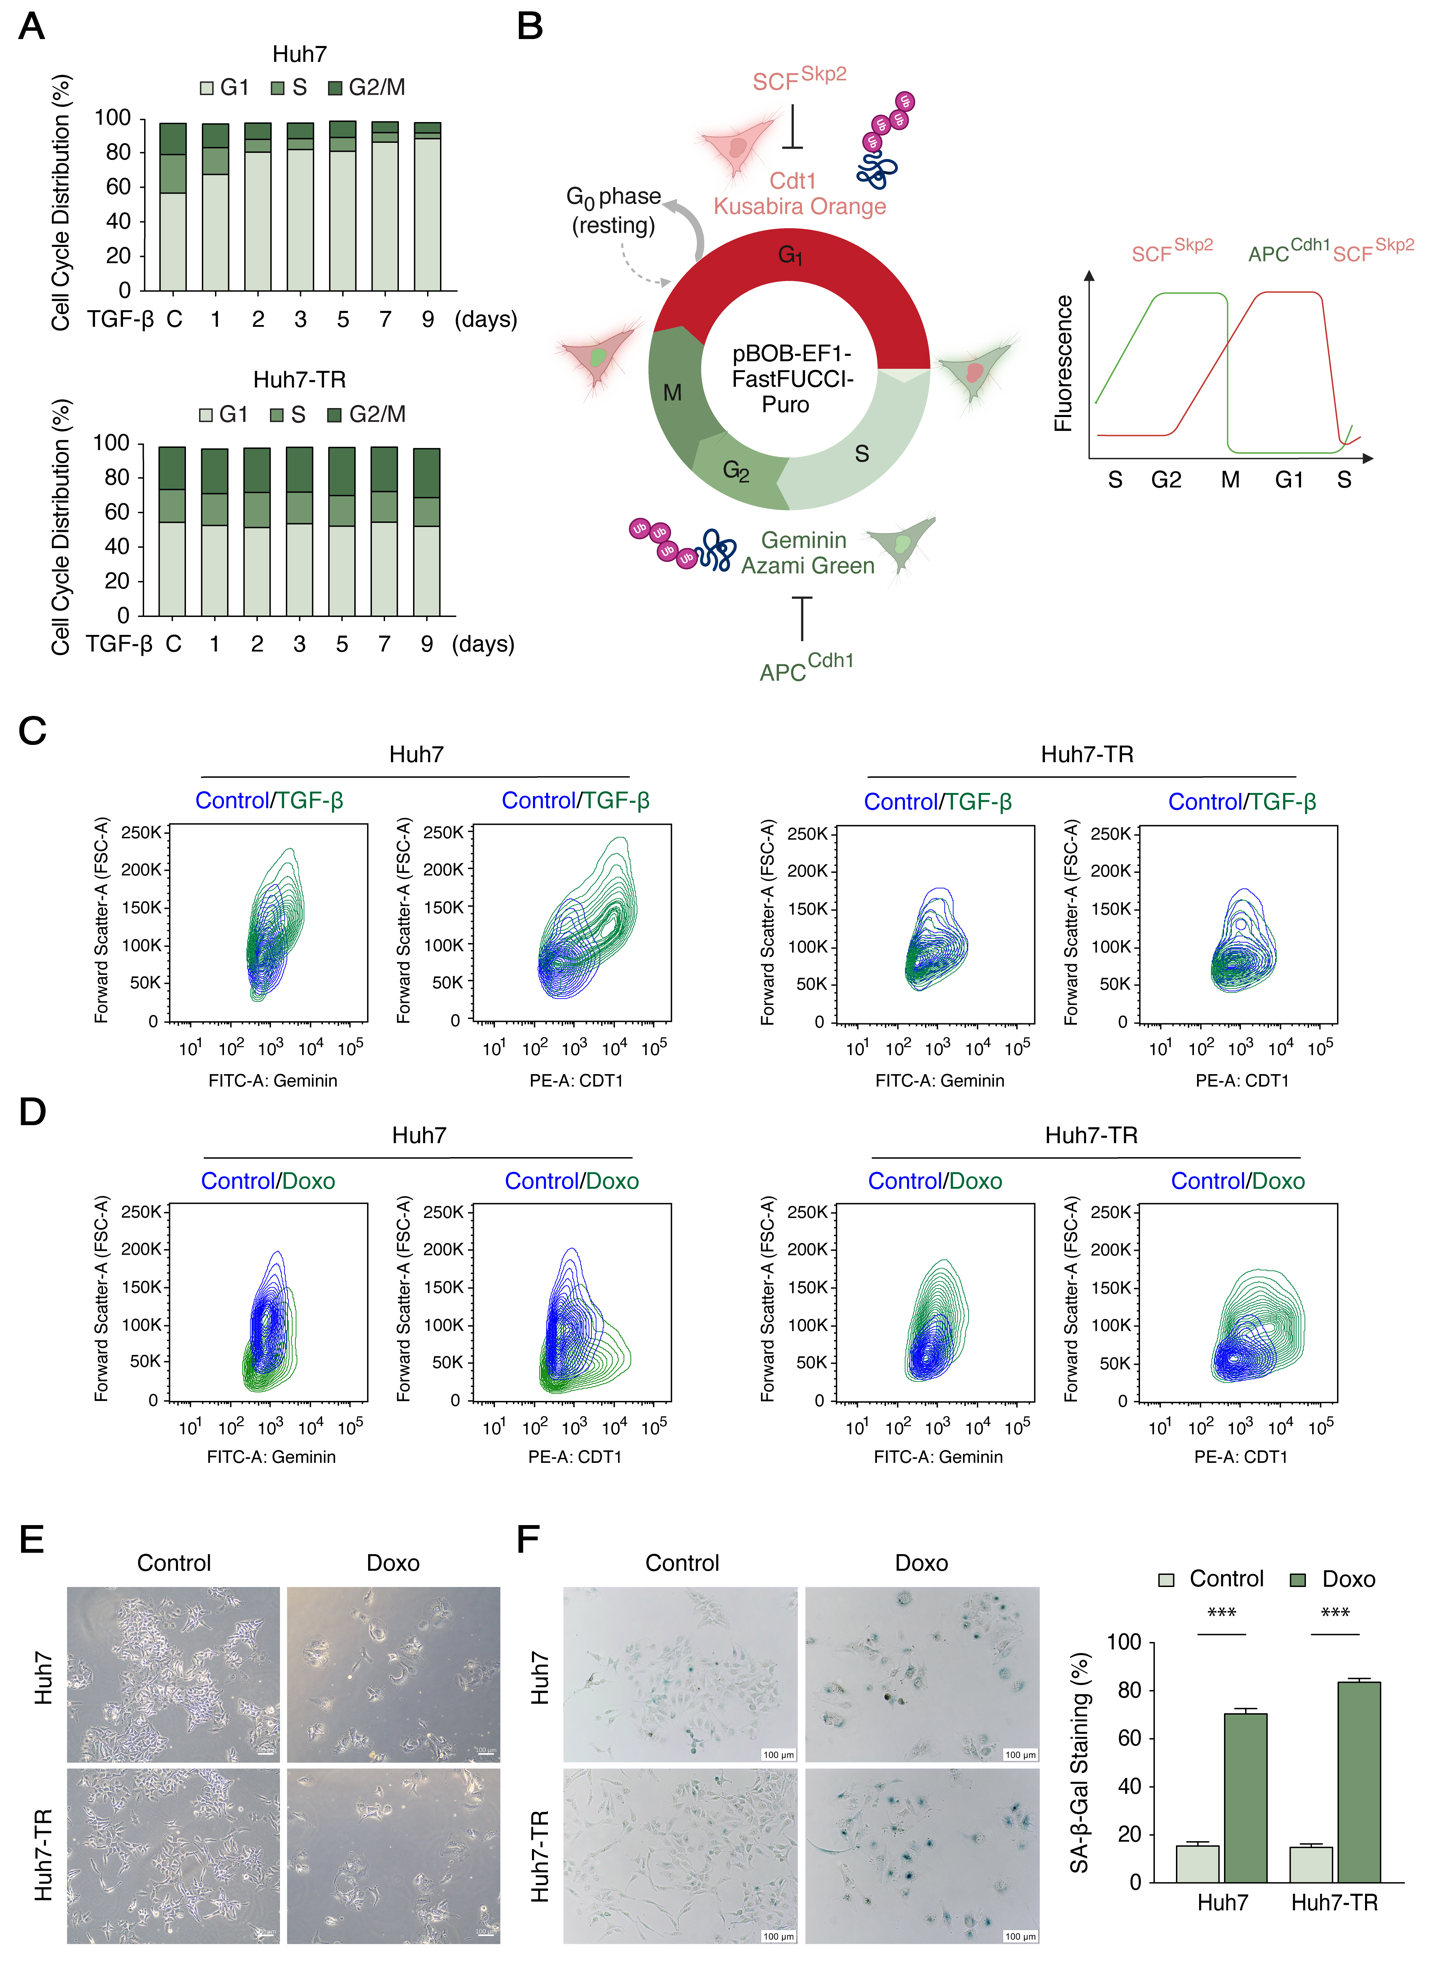

**Figure S3.** **Cell cycle distribution or senescence in Huh7 and Huh7-TR cells under TGF-β or Doxorubicin (Doxo) stimulation. (A)** Cell cycle analysis in Huh7 and Huh7-TR cells. Cells were either untreated (C: Control) or treated with TGF-β (5 ng/mL) for indicated time points (days). **(B)** Schematic diagram of FUCCI, created with BioRender.com. The FastFUCCI system is based on oscillating levels of SCF-Skp2 and APC/C (anaphase promoting complex/cyclosome) ubiquitin ligases, which target CDT1 and geminin, consecutively. In eukaryotic cells, CDT1 levels peak during G1 and plummet upon S entry. Conversely, the Geminin level is high during S and G2 but is low during late mitosis and G1. The degrons of CDT1 and Geminin are tagged with monomeric Kusabira orange (mKO2) and monomeric Azami green (mAG), respectively. Cells in G1 have a red fluorescence (Phycoerythrin (PE) and allophycocyanin (APC)), whereas remaining cells are tagged as green (and cells in transition can be observed as yellow), thus cells accumulated in different cell cycles can be monitored. **(C** and **D)** Cell cycle assessment was conducted on Huh7 and Huh7-TR cells stably engineered with the FastFUCCI system. An increase in CDT1 signal (represented in contour plots in the PE-A red channel, pseudocolored in green) following TGF-β (**C**) or Doxo (**D**) treatment indicates an accumulation in the G1 cell cycle phase. FITC-A green channel signals remain largely unaffected. **(E)** Phase-contrast microscopy images of Huh7 and Huh7-TR cells after 72 h Doxo (25 nM) treatment, scale bar: 100 µm. **(F)** Representative images of SA-β-Gal assay in Huh7 and Huh7-TR cells after 72 h of Doxo (25 nM) treatment. Scale bar: 100 µm. Data in bar charts are presented as the mean ± SD from three replicates. Statistical significance was calculated by a two-tailed Student’s t-test. p value, *** p < 0.001. Huh7-TR, TGF-β resistant; TGF-β, transforming growth factor-β; FUCCI, fluorescence ubiquitination-based cell cycle indicator; Doxo, Doxorubicin.

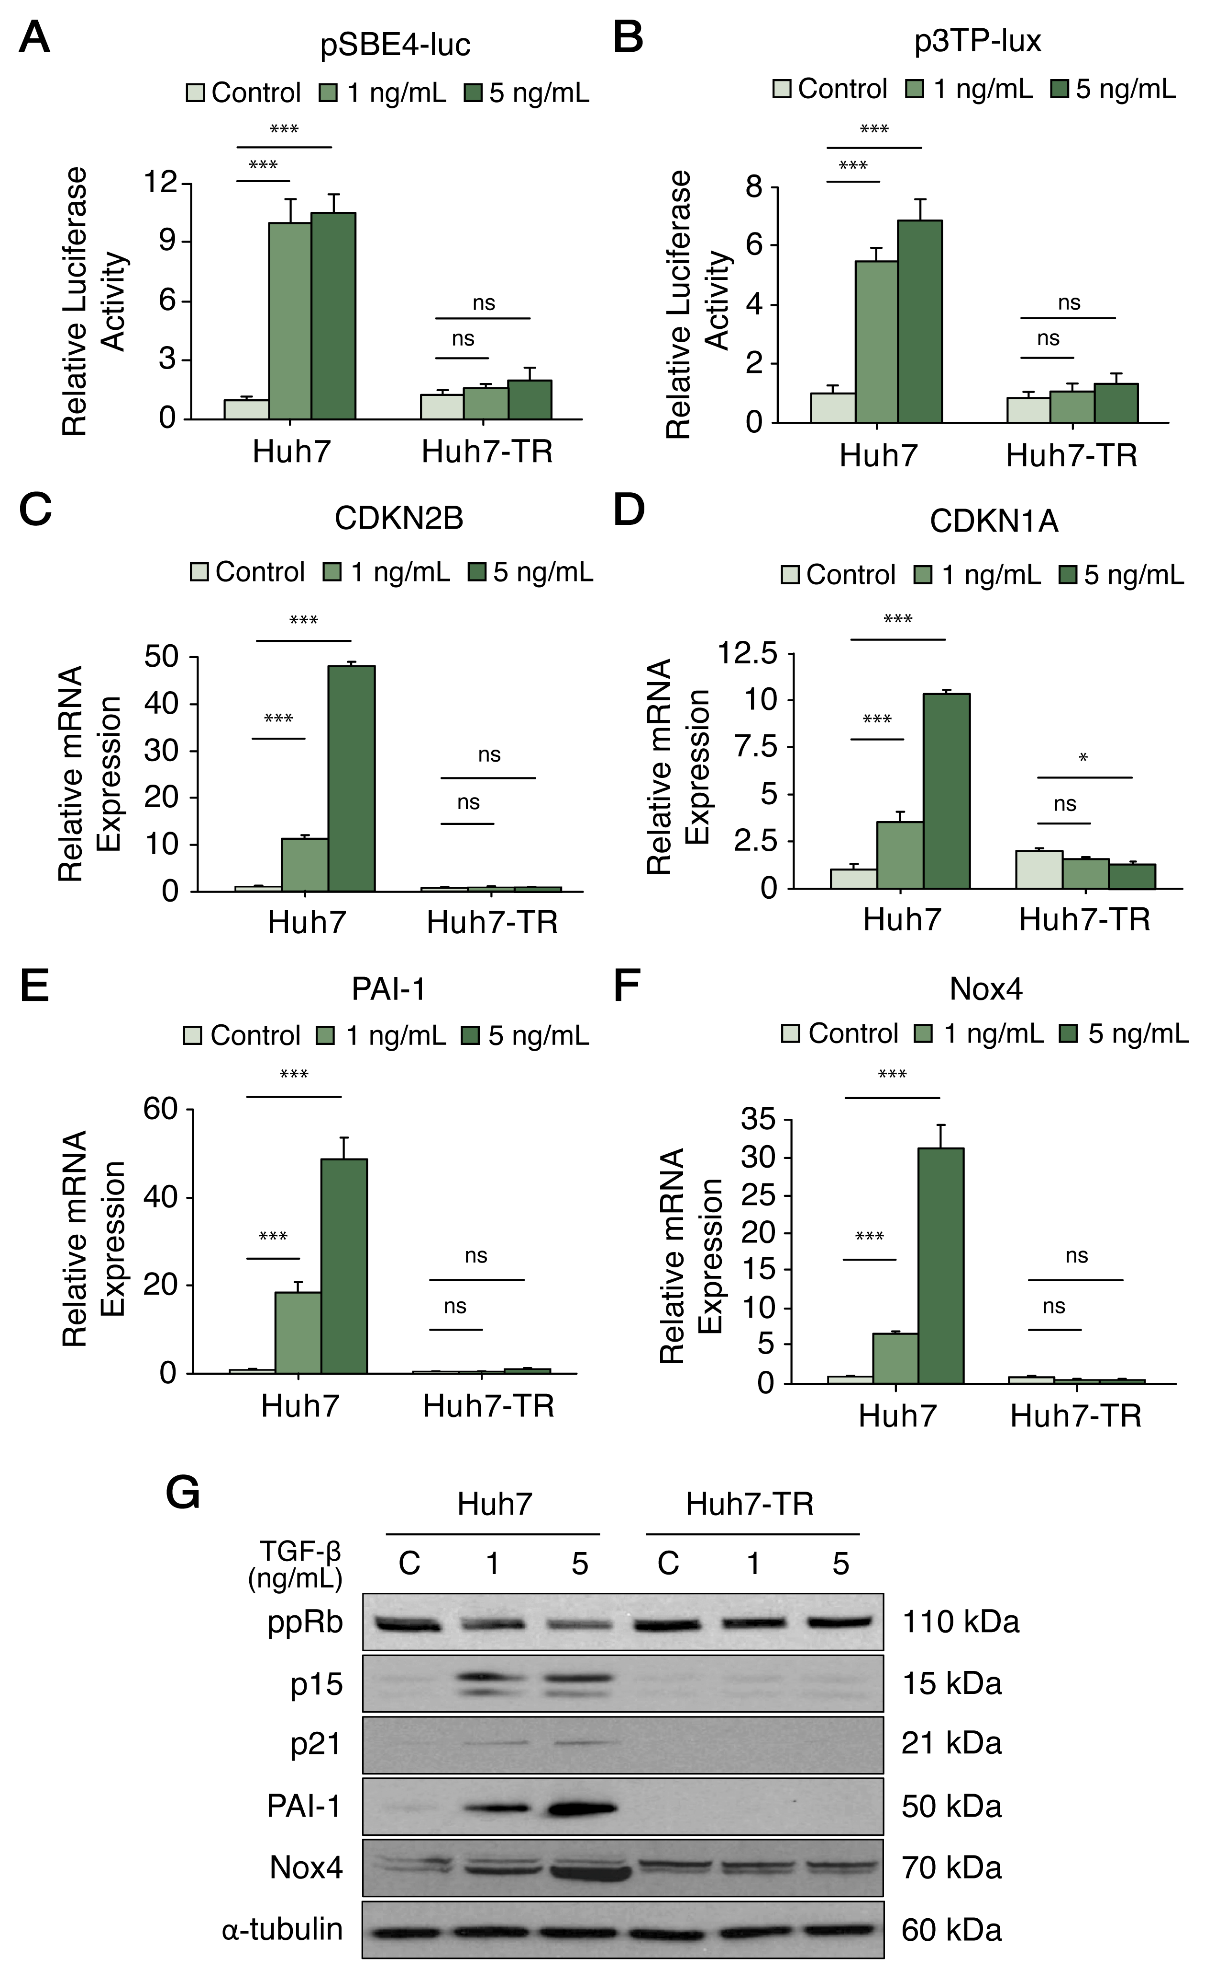

**Figure S4. Loss of TGF-β responsiveness in Huh7-TR cells. (A, B)** Diminished response to TGF-β treatment with pSBE4-luc and p3TP-lux reporters in Huh7-TR cells. Cells were co-transfected with pSBE4-Luc or p3TP-lux and control pRL-TK plasmids, and either left untreated or treated with TGF-β (1 ng/mL and 5 ng/mL) for 24 h. The luciferase activity was measured and expressed as fold change of Reporter/pRL-TK. Y-axis: Fold Change. **(C** to **F)** Expression of CDKN2B, CDKN1A, PAI-1 and Nox4 genes in Huh7-TR cells treated with 1 ng/mL and 5 ng/mL TGF-β for 72 h under normal culture conditions. qRT-PCR analysis was performed with gene-specific primer pairs. Expression values were normalized with respect to GAPDH. **(G)** Protein expression of target genes in parental Huh7 and Huh7-TR cells treated with 1 ng/mL and 5 ng/mL TGF-β for 72 h. Western blotting analysis was performed with corresponding primary antibodies. Same lysate samples from Fig. 3C were run in this western blot panel, hence the same α-tubulin equal loading was presented. Data in bar charts are presented as the mean ± SD from three replicates. Statistical significance was calculated by a two-tailed Student’s t-test. p values, * p < 0.05 and *** p < 0.001; ns: not significant. TGF-β, transforming growth factor-β; Huh7-TR, TGF-β resistant; h, hour; qRT-PCR, quantitative reverse transcription polymerase chain reaction.

**
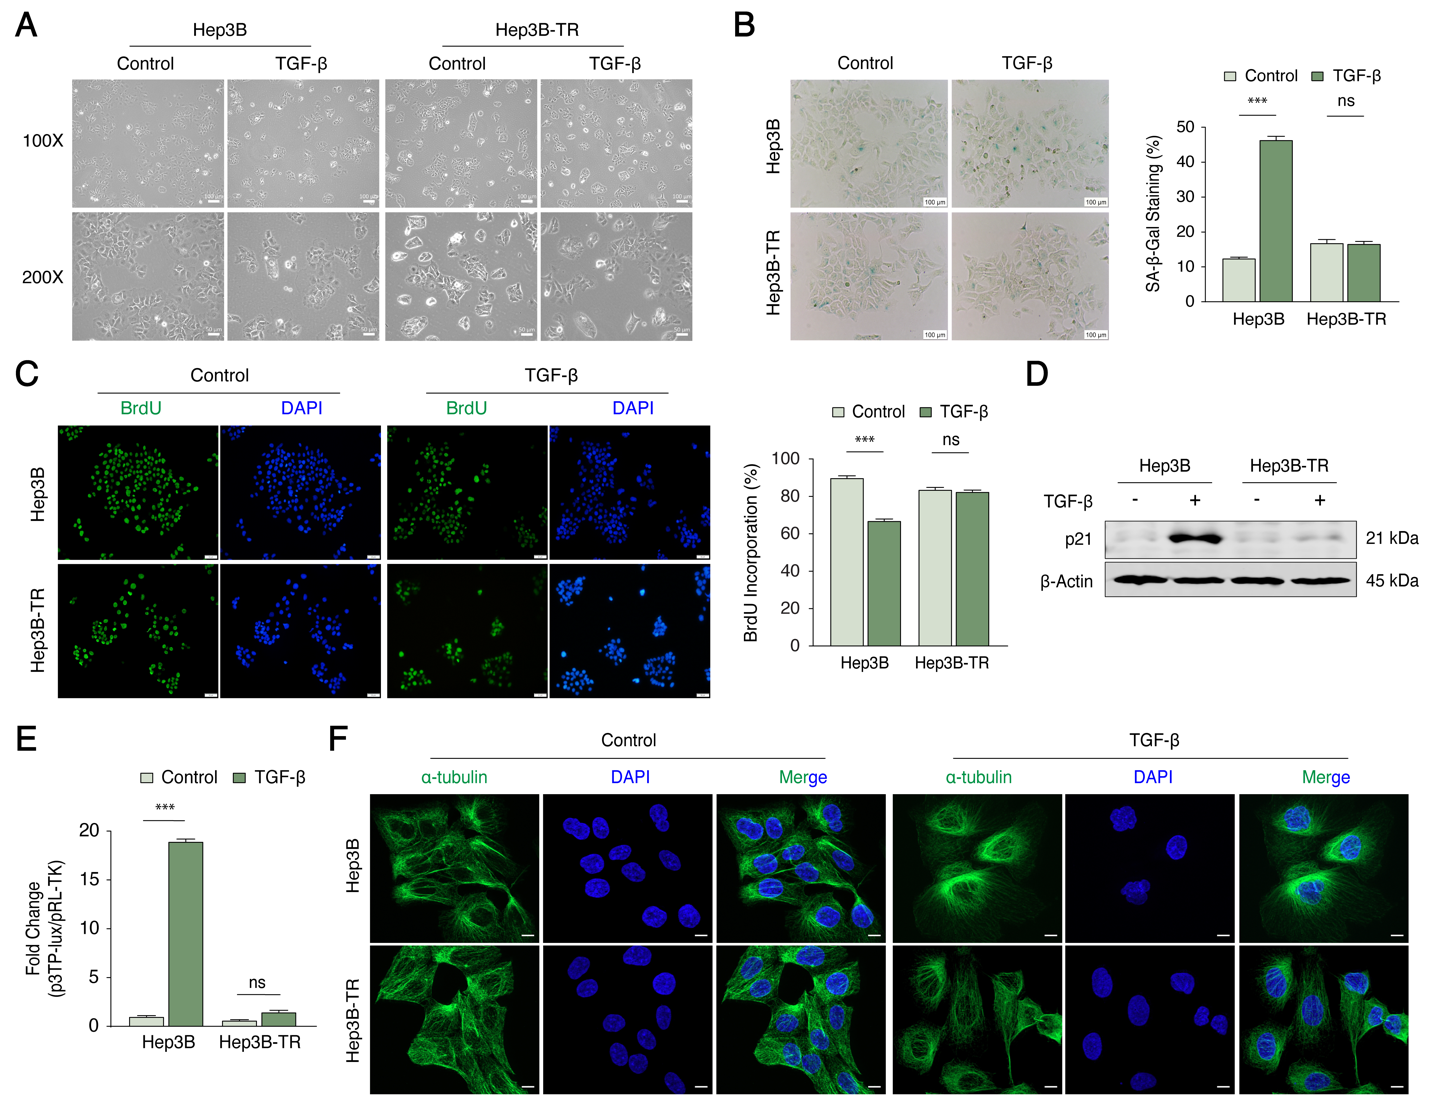
**

**Figure S5. Chronic TGF-β treatment in Hep3B cell line promotes TGF-β resistance. (A)** Morphological changes in Hep3B and Hep3B-TR cells after 72 h of TGF-β (5 ng/mL) treatment. Upper panel: 100X, scale bar: 100 µm; lower panel: 200X, scale bar: 50 µm. **(B)** Representative images of SA-β-Gal assay in Hep3B and Hep3B-TR cells after 72 h of TGF-β (5 ng/mL) treatment. Scale bar: 100 µm. **(C)** Resistance to inhibition of BrdU incorporation in Hep3B-TR cells. Cells were treated with 5 ng/mL TGF-β for 72 h. Cells positively labeled for BrdU (24 h) were stained with immunofluorescence technique using anti-BrdU (mouse) primary antibody which was followed by anti-mouse Alexa-488 secondary antibody incubation. Seven (7) areas were counted on each triplicate assay. Scale bar: 50 µm. (Control: no TGF-β treatment) **(D)** Protein expression of p21 in Hep3B and Hep3B-TR cells after 72 h treatment with TGF-β (5 ng/mL). Western blotting analysis was performed with corresponding primary antibodies. β-Actin served as the loading control. **(E)** Diminished response to TGF-β treatment with p3TP-lux reporter in Hep3B-TR cells. Cells were co-transfected with p3TP-lux and control pRL-TK plasmids, and either left untreated or treated with 5 ng/mL TGF-β for 24 h. The luciferase activity was measured and expressed as fold change of Reporter/pRL-TK. Y-axis: Fold Change. **(F)** Staining patterns of α-tubulin in Hep3B and Hep3B-TR cells. Scale bar: 10 µm. Data in bar charts are presented as the mean ± SD from three replicates. Statistical significance was calculated by a two-tailed Student’s t-test. p values, *** p < 0.001 and ns: not significant. TGF-β, transforming growth factor-β; h, hour; Hep3B-TR, TGF-β resistant; SA-β-Gal, Senescence-associated β-galactosidase; BrdU, bromodeoxyuridine.

**
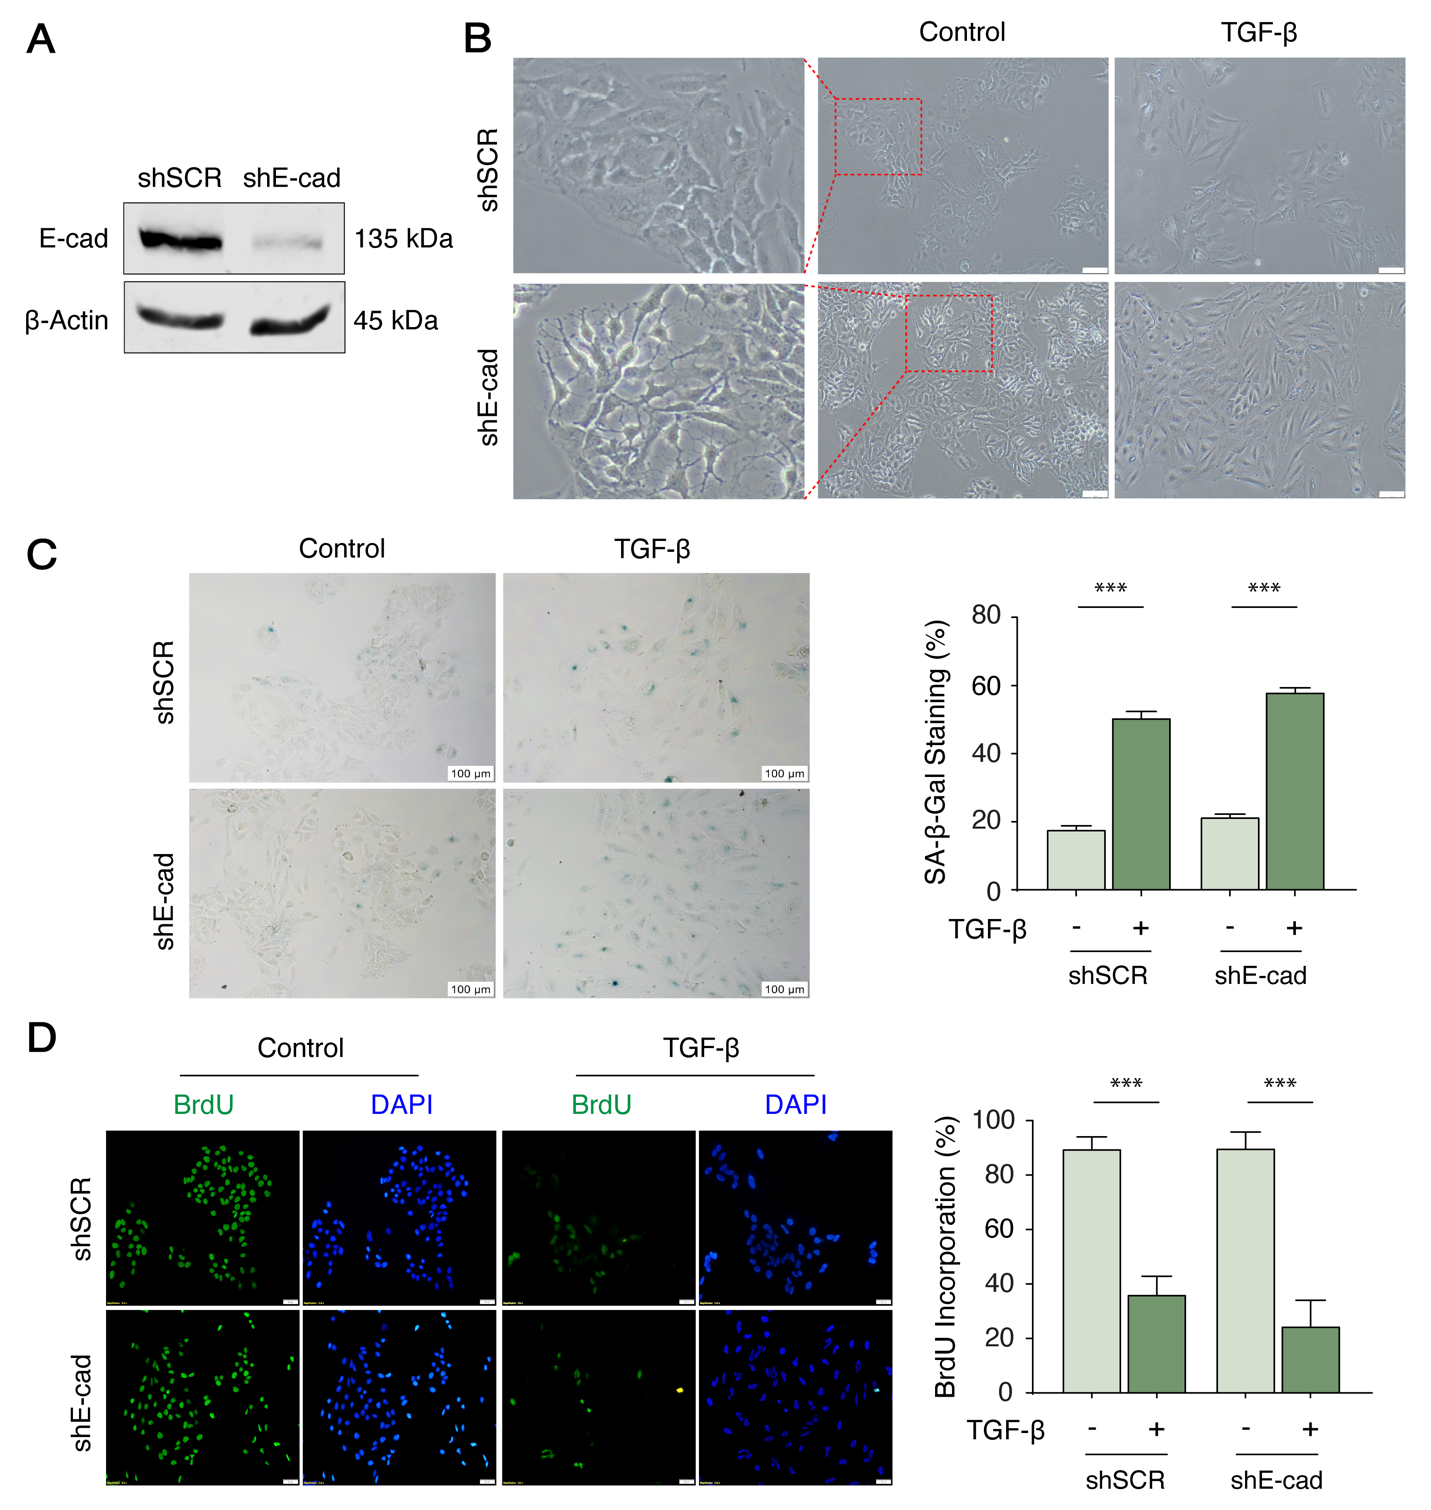
**

**Figure S6. Ectopic induction of EMT-like phenotype fails to confer TGF-β resistance in Huh7 cells. (A)** Western blot confirmation of E-Cadherin silencing via shRNA knockdown. β-Actin served as the loading control. **(B)** Morphological changes in Huh7 cells after E-Cadherin depletion and TGF-β treatment (5 ng/mL, 72 h). Scale bar:100 µm. Zoomed images are highlighted by red rectangles. **(C)** Representative images of SA-β-Gal assay in E-Cadherin knockdown cells compared to control cells after 72 h of TGF-β (5 ng/mL) treatment. Scale bar: 100 µm. Bar graphs are presented as the mean ± SD on three replicates. **(D)** BrdU incorporation assay identified reduced cell proliferation in E-Cadherin silenced cells. Percent BrdU was calculated by manual counting of 8 areas from each triplicate experiment. Scale bar: 50 µm. Statistical significance was performed by a two-tailed Student’s t-test. p value, *** p < 0.001. EMT, epithelial-to-mesenchymal transition; TGF-β, transforming growth factor-β; shRNA, short hairpin RNA; SA-β-Gal, Senescence-associated β-galactosidase; h, hour; BrdU, bromodeoxyuridine.

**
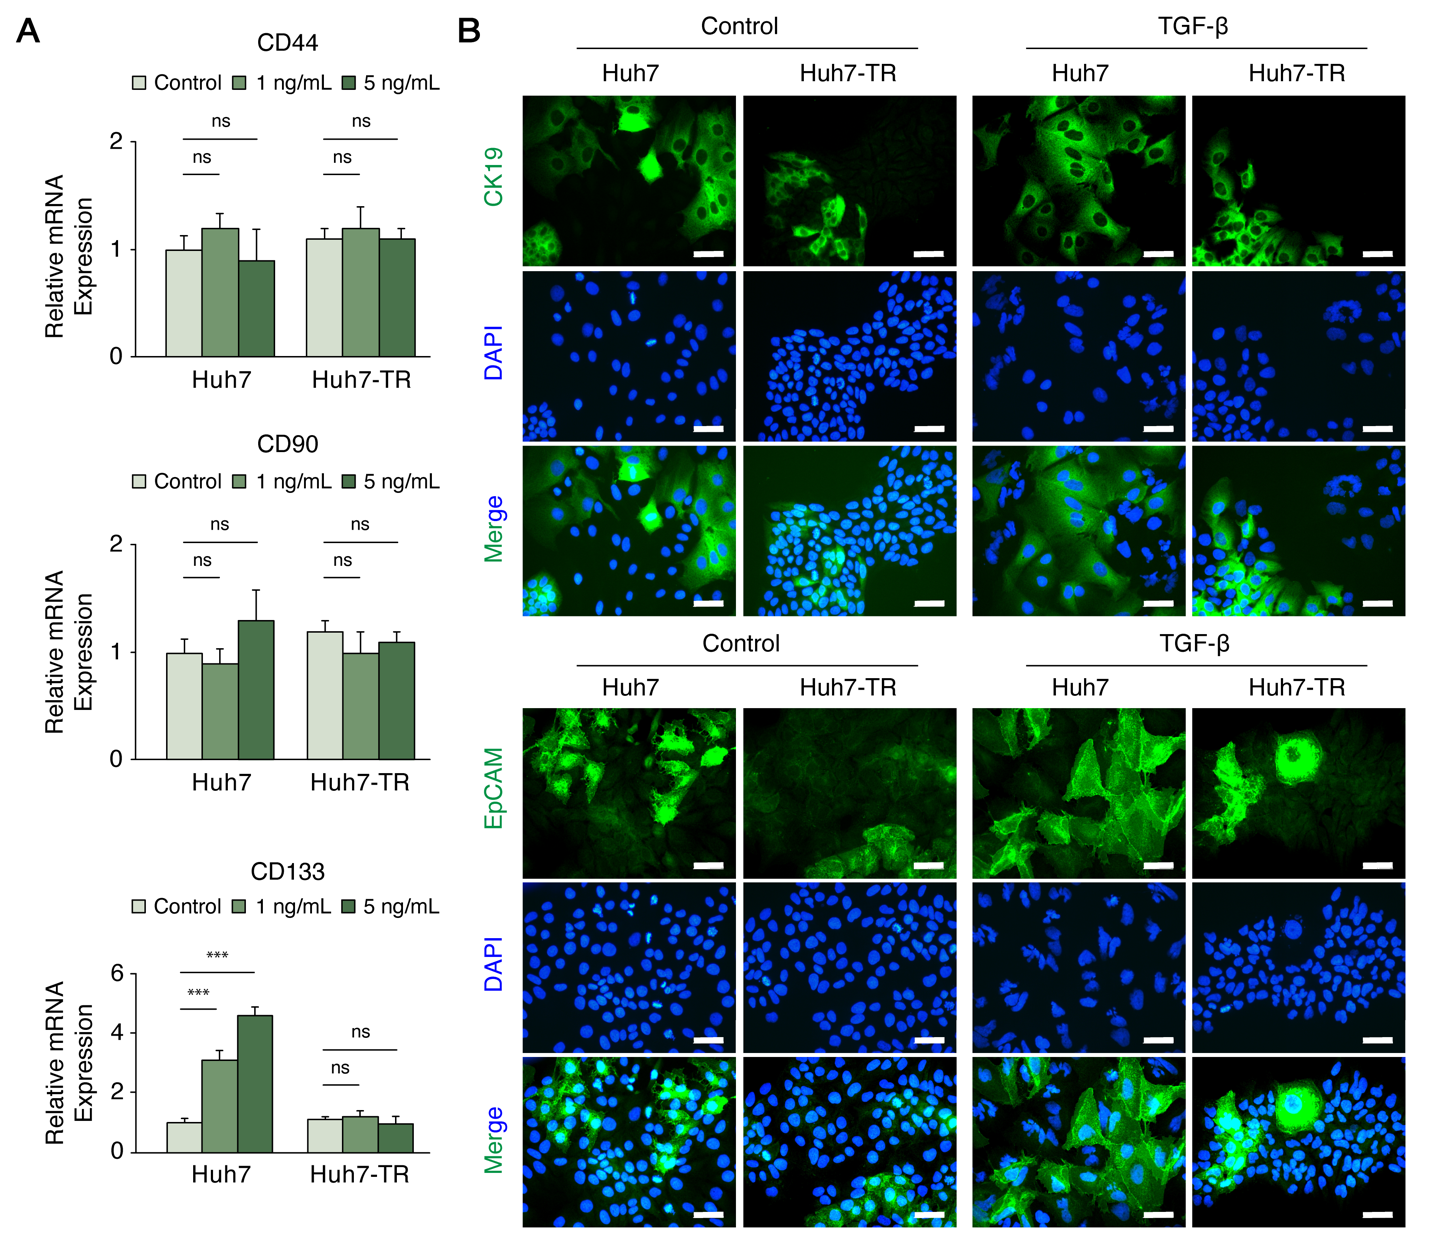
**

**Figure S7. Effects of chronic TGF-β exposure on stemness markers in senescent and resistant states. (A)** Expression of known putative cancer stem cell (CSC) markers, namely CD44, CD90, and CD133 in Huh7 and Huh7-TR. Cells were treated with 1 ng/mL and 5 ng/mL TGF-β for 72 h. All expression values were normalized with GAPDH. Control: no TGF-β treatment. Data in bar charts are presented as the mean ± SD from three replicates. Statistical significance was calculated by a two-tailed Student’s t-test. p values, *** p < 0.001 and ns: not significant. **(B)** Staining pattern of CK19 and EpCAM/ESA, defined as bipotential hepatic progenitor cell markers. Nuclei were counterstained in blue with DAPI. Scale bar: 50 µm. TGF-β, transforming growth factor-β; Huh7-TR, TGF-β resistant; h, hour.

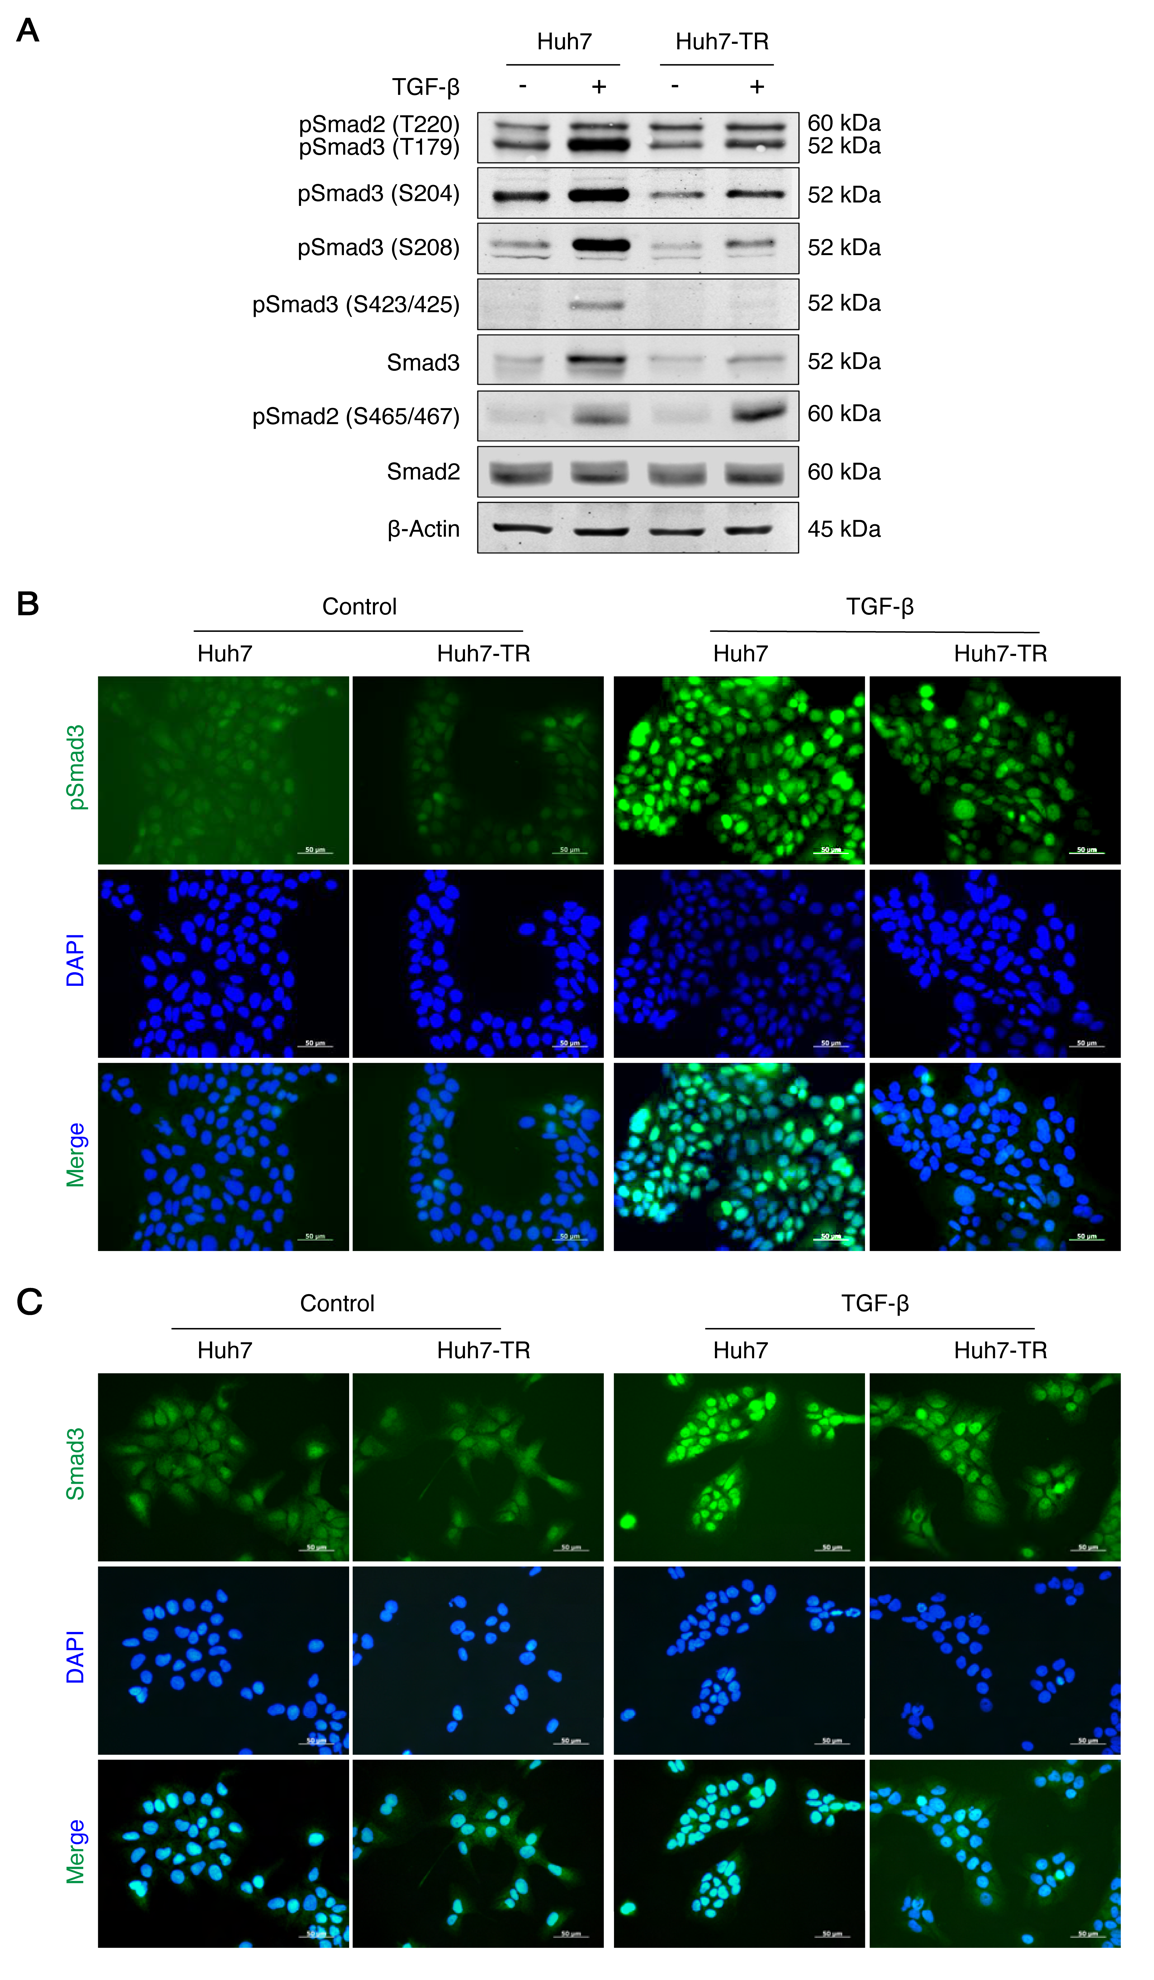

**Figure S8. Signaling dynamics of TGF-β/Smad3 axis in resistant cells. (A)** Protein expression of target molecules in Huh7 and Huh7-TR cells after 72 h treatment with TGF-β (5 ng/mL). Western blotting analysis was performed with corresponding primary antibodies. β-Actin served as the loading control. **(B, C)** Decreased nuclear accumulation of activated p-Smad3 **(B)** and total Smad3 **(C)** after 60 min of TGF-β treatment in Huh7-TR. Nuclei were counterstained in blue with DAPI. Scale bar: 50 μm. TGF-β, transforming growth factor-β; Huh7-TR, TGF-β resistant; h, hour; min, minute.

**
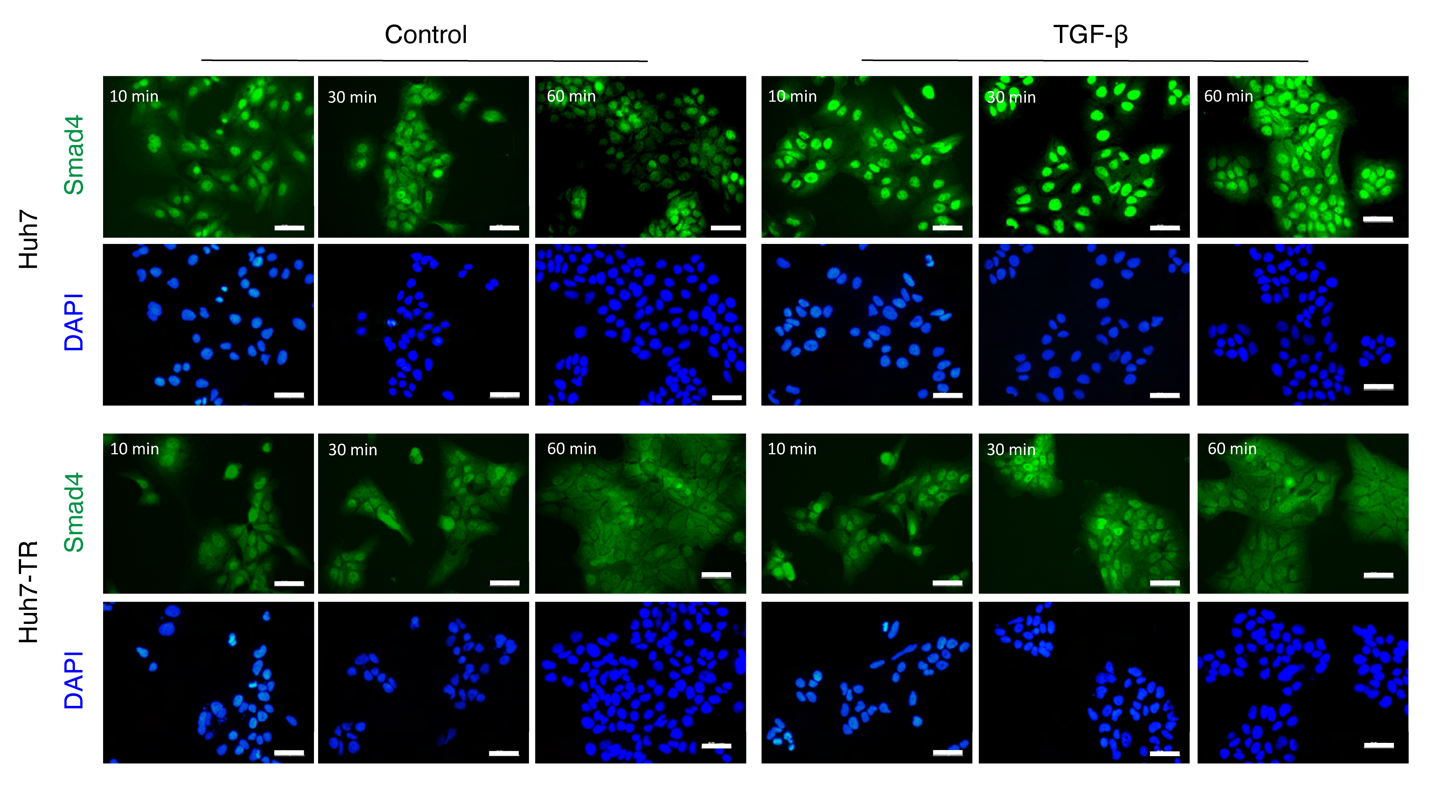
**

**Figure S9. Loss of TGF-β sensitivity is related to defective nuclear/cytoplasmic Smad4 signaling.** Diminished nuclear accumulation and time-dependent delay in Smad4 translocation in Huh7-TR. Cells were treated with TGF-β (5 ng/mL) for specified time periods. Nuclei were counterstained in blue with DAPI. Scale bar: 20 μm. TGF-β, transforming growth factor-β; Huh7-TR, TGF-β resistant.

**
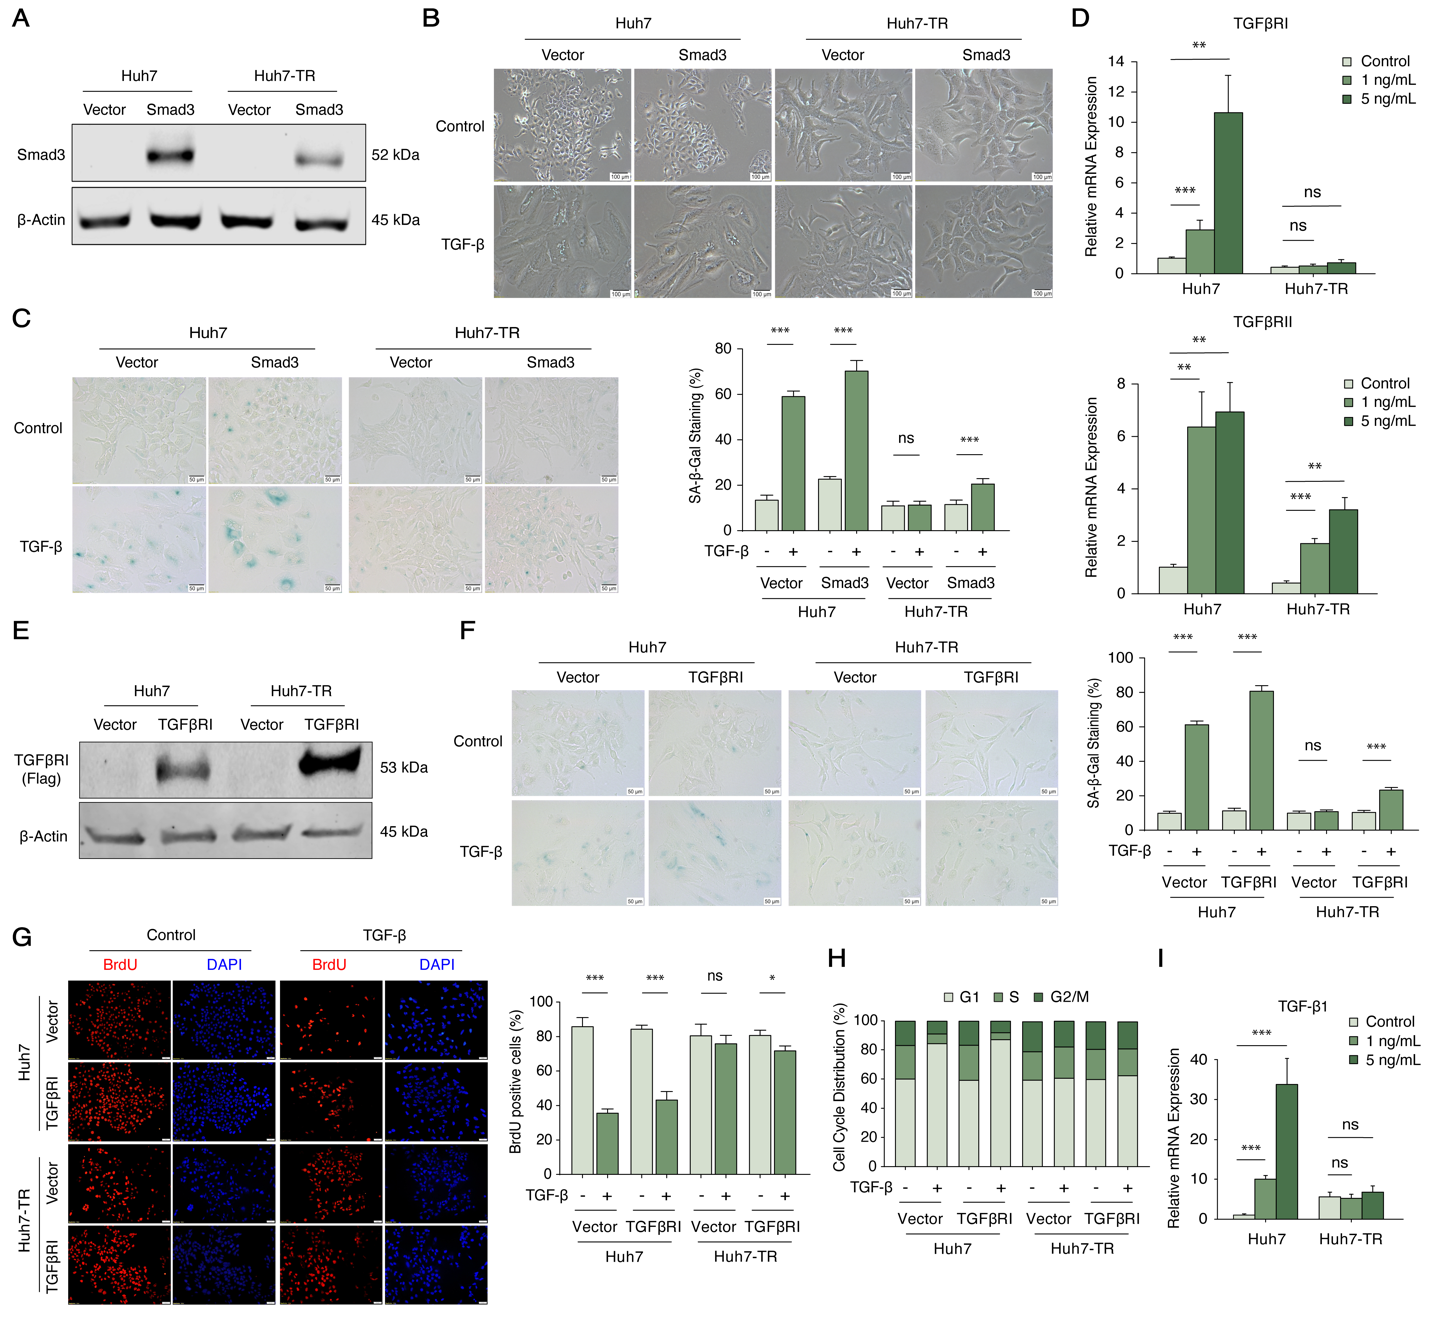
**

**Figure S10. Ectopic Smad3 or TGFβRI activity reinstates TGF-β sensitivity in Huh7-TR cells. (A)** Western blot confirmation of stable Smad3-overexpressing Huh7 and Huh7-TR cells. Western blotting analysis was performed with corresponding primary antibodies. β-Actin was monitored as equal loading. **(B)** Morphological changes in Smad3-overexpressing Huh7 and Huh7-TR cells after 5 days of TGF-β (5 ng/mL) treatment. Scale bar: 100 µm. **(C)** SA-β-Gal activity was notably increased in stable Smad3-overexpressing Huh7 and Huh7-TR cells after 5 days of TGF-β (5 ng/mL) treatment. Representative images are shown (SA-β-Gal staining in blue), scale bar: 50 µm. **(D)** Expression of TGF-β receptors in Huh7 and Huh7-TR. Cells were treated with 1 ng/mL and 5 ng/mL TGF-β for 72 h. qRT-PCR analysis was performed with gene-specific primer pairs. Expression values were normalized with GAPDH. **(E)** Western blot confirmation of stable TGFβRI-overexpressing Huh7 and Huh7-TR cells. Western blotting analysis of TGFβRI was performed using a Flag-tag specific antibody. β-Actin was monitored as equal loading. **(F)** SA-β-Gal activity was elevated in stable TGFβRI-overexpressing Huh7-TR cells after 72 h of TGF-β (5 ng/mL) treatment. Representative images are shown (SA-β-Gal staining in blue), scale bar: 50 µm. **(G)** BrdU incorporation assay identified reduced cell proliferation index in stable TGFβRI-overexpressing Huh7-TR cells. Representative images are shown (BrdU staining in red). Nuclei were counterstained in blue with DAPI. Scale bar: 50 µm. Percent BrdU was calculated by manual counting of 6 areas from each triplicate experiment. **(H)** Slight increase in G1 cell cycle arrest in stable TGFβRI-overexpressing Huh7-TR cells. Cell cycle analysis was performed using PI staining. Bar graphs are presented as the mean of each cell cycle from three experiments. **(I)** Marked upregulation of TGF-β1 ligand expression in Huh7-TR cells. Cells were treated with 1 ng/mL and 5 ng/mL TGF-β for 72 h. qRT-PCR analysis was performed with gene-specific primer pairs. Expression values were normalized with GAPDH. Data are plotted as mean ± SD on three replicates. Statistical analyses were performed with two-tailed Student’s t-test. p values, * p < 0.05 ** p < 0.01, *** p < 0.001 and ns: not significant. TGFβRI, transforming growth factor-β receptor I; TGF-β, transforming growth factor-β; Huh7-TR, TGF-β resistant; SA-β-Gal, Senescence-associated β-galactosidase; qRT-PCR, quantitative reverse transcription polymerase chain reaction; h, hour; BrdU, bromodeoxyuridine; PI, propidium iodide; TGF-β1, transforming growth factor-β1.

**
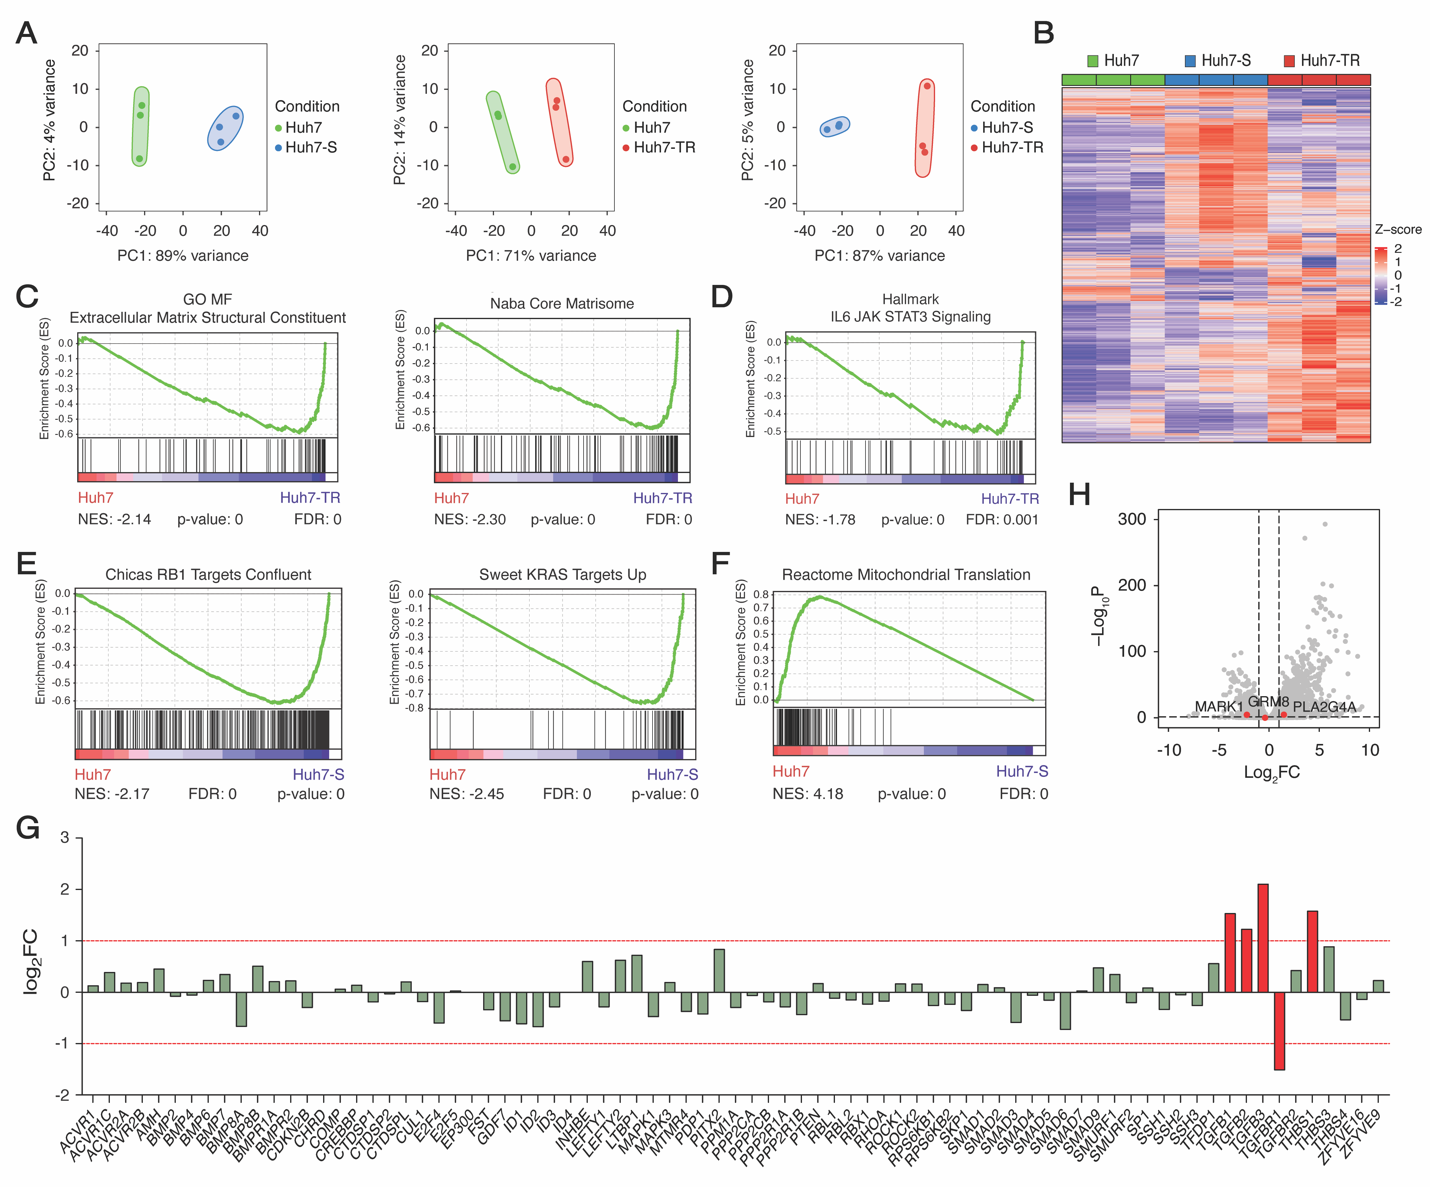
**

**Figure S11. RNA-seq analysis reveals differential gene expression changes in senescent and resistant states compared to the TGF-β sensitive state. (A)** Principal Component Analysis of RNA-Seq for Huh7 vs Huh7-S, Huh7 vs Huh7-TR, and Huh7-S vs Huh7-TR, respectively. **(B)** Whole genome transcriptome heatmap of gene expression across Huh7, Huh7-S, and Huh7-TR samples. **(C** to **F)** GSEA of select gene signatures based on differentially expressed genes between different states according to the RNA-seq data. ES represents enrichment score. **(G)** Bar plot showing log fold change values of TGF-beta signaling pathway genes in Huh7-TR vs Huh7 cells. Green bars represent genes within threshold limits (red dashed lines), while red bars indicate genes with significant expression changes above or below these thresholds. **(H)** Volcano plot representation of differentially expressed genes between Huh7-S vs Huh7 states. PLA2G4A, MARK1, and GRM8 genes are labeled with red dots. TGF-β, transforming growth factor-β; Huh7-S, TGF-β-induced senescence; Huh7-TR, TGF-β resistant; GSEA, gene set enrichment analysis; PLA2G4A, phospholipase A2 group IVA; MARK1, microtubule affinity regulating kinase 1; GRM8, glutamate metabotropic receptor 8.

**
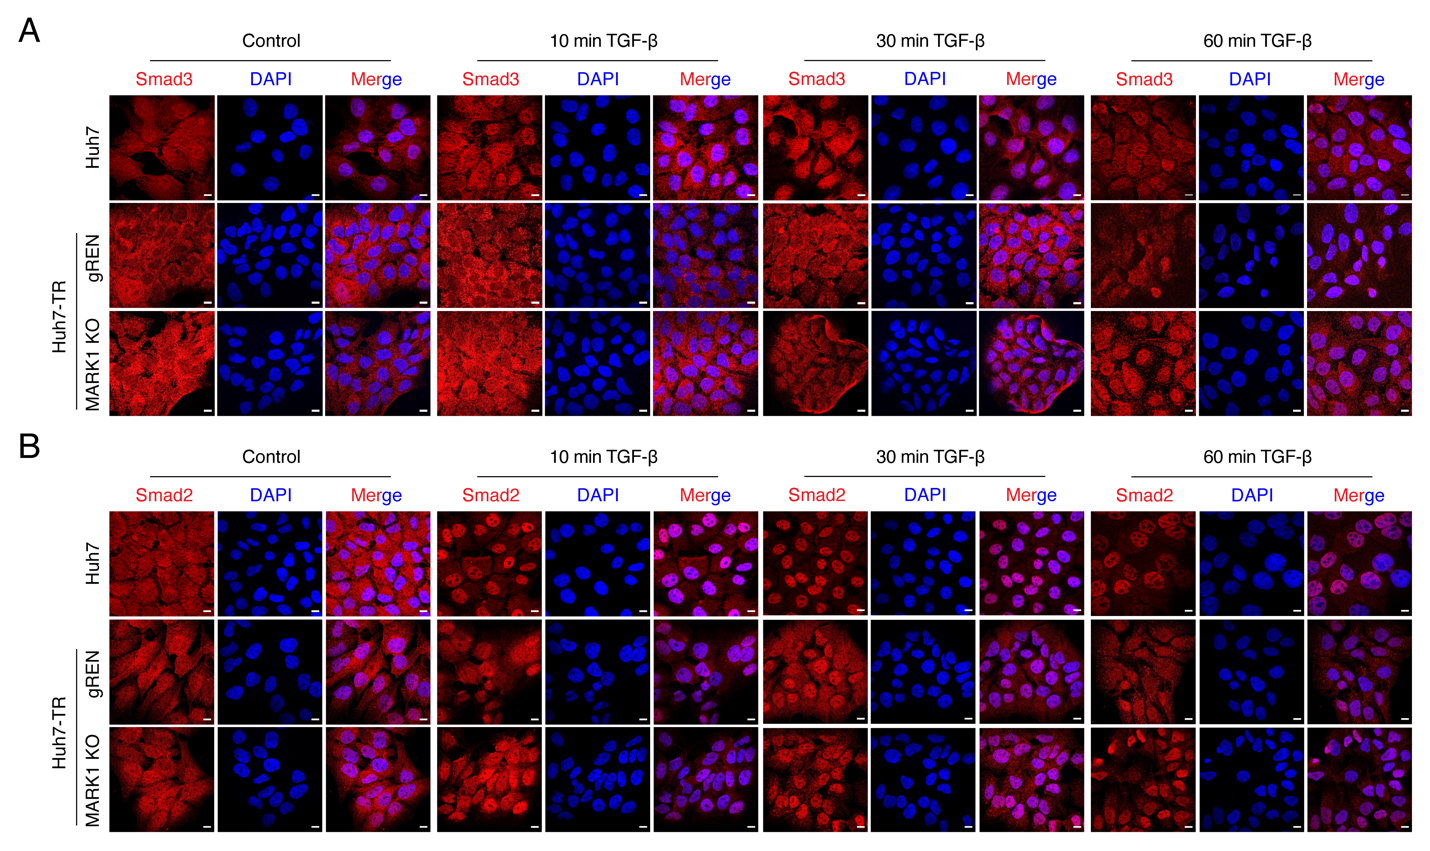
**

**Figure S12. MARK1 dysregulates signaling dynamics of Smad molecules. (A, B)** MARK1 dysregulates time-resolved signaling dynamics of nuclear Smad3 and Smad2. Huh7 cells were used as a control. Cells were acutely stimulated with 5 ng/mL TGF-β. Nuclei were counterstained in blue with DAPI. Scale bar: 10 µm. MARK1, microtubule affinity regulating kinase 1; TGF-β, transforming growth factor-β.

**
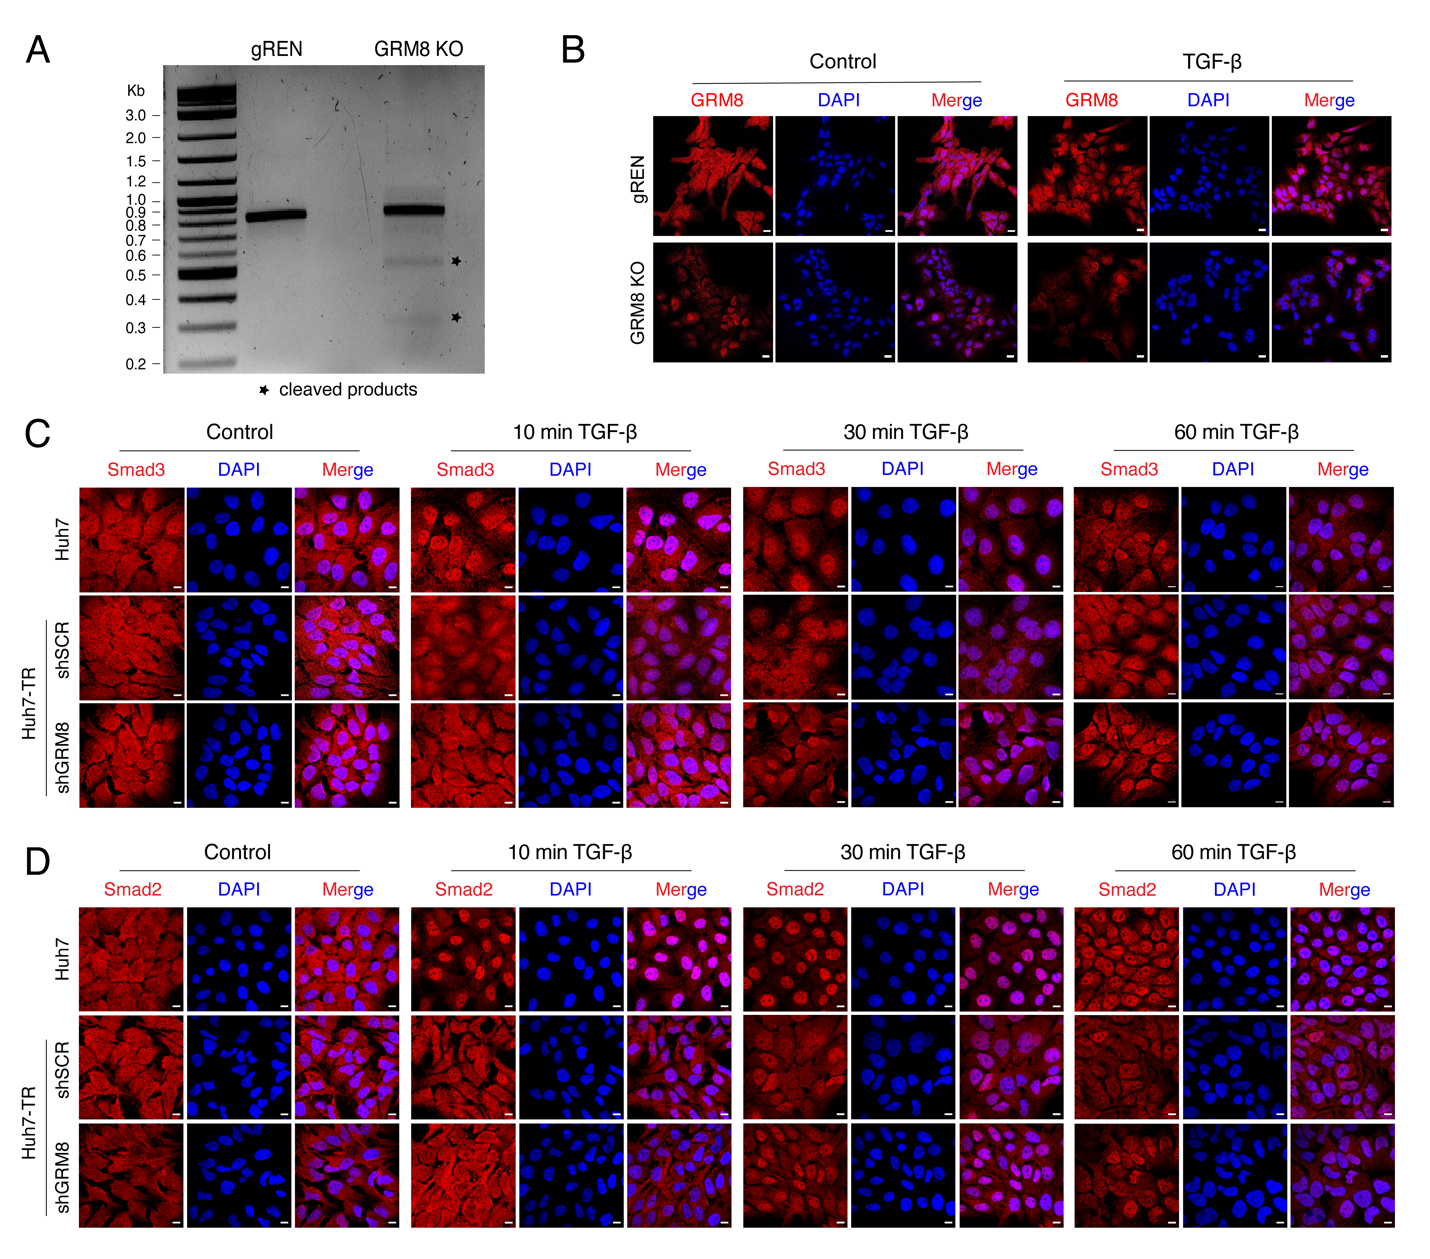
**

**Figure S13. GRM8 attenuates TGF-β/Smad Signaling. (A)** T7 Endonuclease I (T7E1) assay demonstrates genome editing in GRM8-targeted region. Molecular size marker is labeled. Star denotes cleaved products. **(B)** Representative images are shown for GRM8 immunofluorescence staining in gREN control and GRM8 KO clones. Scale bar: 20 µm. **(C, D)** GRM8 dysregulates time-resolved signaling dynamics of nuclear Smad3 and Smad2. Cells were acutely stimulated with 5 ng/mL TGF-β. Huh7 cells were used as a control. Nuclei were counterstained in blue with DAPI. Scale bar: 10 µm. GRM8, glutamate metabotropic receptor 8; TGF-β, transforming growth factor-β; KO, knockout.

# Supplementary material for: Escape from TGF‐β‐induced senescence promotes aggressive hallmarks in epithelial hepatocellular carcinoma cells
**Source:** Mol Oncol. 2025 Mar 14;19(9):2594–618. doi: 10.1002/1878-0261.70021
**Supplement:** Supplementary file 2 — Table S1. Oligonucleotides for gRNA and shRNA cloning. Table S2. Primer sequences for qRT‐PCR. Table S3. Primary and secondary antibodies. Table S4. Top 50 genes in Cluster 2, Huh7‐TR vs Huh7.

**Supplementary Tables**

**Table S1. Oligonucleotides for gRNA and shRNA cloning**

| **Oligo** | **Sequence (5′-3′)** |
| --- | --- |
| Ren-gRNA-F | CACCGGTAGCGCGGTGTATTATACC |
| Ren-gRNA-R | AAACGGTATAATACACCGCGCTACC |
| MARK1-gRNA-F | CACCGCATTGCCGACGGTGAACGAG |
| MARK1-gRNA-R | AAACCTCGTTCACCGTCGGCAATGC |
| GRM8-gRNA-F | CACCGGTATGCCCATTCCATACGGG |
| GRM8-gRNA-R | AAACCCCGTATGGAATGGGCATACC |
| PLA2G4A-gRNA-F | CACCGACACCACTACCGTAAACTTG |
| PLA2G4A-gRNA-R | AAACCAAGTTTACGGTAGTGGTGTC |
| GRM8-shRNA-F | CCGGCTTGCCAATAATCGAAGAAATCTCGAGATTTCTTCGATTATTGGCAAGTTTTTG |
| GRM8-shRNA-R | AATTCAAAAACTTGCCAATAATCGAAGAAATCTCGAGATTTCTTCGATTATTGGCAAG |

**Table S2. Primer sequences for qRT-PCR**

| **Primer ID** | **Sequence (5′-3′)** |
| --- | --- |
| Smad2-F | CGAAATGCCACGGTAGAAAT |
| Smad2-R | GATTACAATTGGGGCTCTGC |
| Smad3-F | CAGAGTGCCTCAGTGACAGC |
| Smad3-R | AGCGAACTCCTGGTTGTTGA |
| Smad4-F | TTTGGGTCAGGTGCCTTAGT |
| Smad4-R | TGACACTGACGCAAATCAAAG |
| CDKN2B-F | ATGCGCGAGGAGAACAAG |
| CDKN2B-R | GAAACGGTTGACTCCGTTG |
| p21/ CDKN1A-F | CATGGGTTCTGACGGACATC |
| p21/ CDKN1A-R | TGCCGAAGTCAGTTCCTTGT |
| PAI-1-F | CACCCTCAGCATGTTCATTG |
| PAI-1-R | CCAGGTTCTCTAGGGGCTTC |
| p15-F | GCCCCAAGCCGCAGAAGGAC |
| p15-R | GCCCATCATCATGACCTGGATCGC |
| Nox4-F | TCCTCGGTGGAAACTTTTGT |
| Nox4-R | TGTCCCATATGAGTTGTTCTGG |
| CDH1-F | AGCGTGTGTGACTGTGAAGG |
| CDH1-R | CTCTTCTCCGCCTCCTTCTT |
| Vimentin-F | CGTCACCTTCGTGAATACCA |
| Vimentin-R | CCAGAGGGAGTGAATCCAGA |
| TGFβRI-F | TTGTGGCACGGTGAGAGTGT |
| TGFβRI-R | TGCTCCTGGGCTATTGAATCA |
| TGFβRII-F | GTTAACCGGCAGCAGAAGCT |
| TGFβRII-R | ATCAGCCAGTATTGTTTCCC |
| TGF-β1-F | TGCGGCAGCTGTACATTGA |
| TGF-β1-R | TGGTTGTACAGGGCCAGGA |
| GRM8-F | ACGGAGATGCTCCTGGACGTTA |
| GRM8-R | CTCTATGAGCCCACTGCATGTC |
| MARK1-F | TGCTCACCTGAAGGTCCAGAGA |
| MARK1-R | CTTTCCACACTGTTAGCCTGAGG |
| PLA2G4A-F | GGATTCTCTGGTGTGATGAAGGC |
| PLA2G4A-R | CCTTTCTCTGGAAAATCAGGGTG |
| GAPDH-F | GGCTGAGAACGGGAAGCTTGTCAT |
| GAPDH-R | CAGCCTTCTCCATGGTGGTGAAGA |
| β-Actin-F | TTCCTGGGCATGGAGTCCT |
| β-Actin-R | AGGAGGAGCAATGATCTTGATC |

**Table S3. Primary and secondary antibodies**

| **Antibodies** | **Commpany and catalog number** | **Western blot working dilution** | **Immunostaining working dilution** |
| --- | --- | --- | --- |
| p-pRb | Cell Signaling, 9308 | 1:1000 (O/N) | - |
| p15 | Santa Cruz, sc612 | 1:400 (RT)  1:1000 (O/N) | - |
| p21 | Calbiochem, OP64 | 1:100 (RT)  1:250 (O/N) | - |
| PAI-1 | Santa Cruz, sc5297 | 1:500 (O/N) | - |
| Nox4 | Santa Cruz, sc30141 | 1:2500 (O/N)  1:750 (RT) | - |
| α-tubulin | Calbiochem, CP06 | 1:10000 (RT)  1:25000 (O/N) | - |
| e-cadherin | Santa Cruz, sc7870 | 1:2000 (O/N) | - |
| Vimentin | Dako, M7020 | 1:5000 (O/N) | 1:500 |
| ZO-1 | Transduction, 610966 | 1:2500 (O/N) | 1:500 |
| β-catenin | Santa Cruz, sc7963 | - | 1:350 |
| p-Smad3 | Cell Signaling, 9520 | 1:1000 (O/N) | 1:150 |
| p-Smad3/Smad1 | Cell Signaling, 9514 | 1:1000 (O/N) | - |
| Smad3 | Cell Signaling, 9523 | 1:1000 (O/N) | 1:200 |
| Smad2/3 | BD Biosciences 610843 | - | 1:250 |
| Smad2/3 | Cell Signaling, 8685 | 1:1000 (O/N) | - |
| Smad4 | Santa Cruz, sc7966 or  Cell Signaling, 38454 | 1:1000 (O/N) | 1:250 |
| PARP | Santa Cruz, sc8007 | 1:1000 (O/N) | - |
| β- actin | Cell Signaling, 3700 or  Santa Cruz, sc1616 | 1:5000 (O/N) or  1:2000 (O/N) | - |
| GSK3β | Transduction, G22320 | 1:2500 (O/N) | - |
| p-Smad2 | Cell Signaling, 3108 | 1:1000 (O/N) | - |
| Smad2 | Cell Signaling, 5339 | 1:1000 (O/N) | 1:200 |
| MARK1 | Proteintech, 21552-1-AP | 1:1000 (O/N) | - |
| cPLA2 | Santa Cruz, sc454 | 1:200 (O/N) + RT | - |
| Anti-Flag | Millipore, F7425 | 1:2000 (O/N) | - |
| GRM8 | Proteintech, 18224-1-AP | - | 1:200 |
| CK19 | Santa Cruz, sc6278 | - | 1:250 |
| EpCAM | Santa Cruz, sc25308 | - | 1:250 |
| Lamin A/C | Abcam, ab190380 | - | 1:300 |
| anti-mouse IgG (H+L) (DyLightTM 680 Conjugate) | Cell Signaling, 5470 | 1:10000 (RT) | - |
| anti-rabbit IgG (H+L) (DyLightTM 800 4X PEG Conjugate) | Cell Signaling, 5151 | 1:20000 (RT) | - |
| Dnk pAb to Ms IgG Alexa Flour 488 | Abcam, ab150105 | 1:1000 (RT) |  |
| Anti-mouse IgG (H+L), F(ab')2 Fragment (Alexa Fluor® 594 Conjugate) | Cell Signaling, 8890 | 1:1000 (RT) |  |

**Table S4. Top 50 genes in Cluster 2, Huh7-TR vs Huh7.**

How the deposited data were processed for this re-analysis (not part of the article)

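Expression was measured by RNA-seq in Huh7, Huh7-S and Huh7-TR cells, with 3 libraries of each of the 3 states. The authors trimmed the reads with cutadapt, aligned them to GRCh38 with bowtie2 and the Ensembl annotation, and estimated gene-level expression with RSEM, as their methods state. The methods name TPM for display and do not mention FPKM. The deposited table holds FPKM with 2 decimals for 64914 Ensembl identifiers, without scaling between samples. The command quoted for RSEM sets no strandedness option. For their own tests, the authors passed RSEM estimates through tximport to DESeq2. Read counts were not used here, so these tests could not be rerun.

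Identifiers were matched to GENCODE version 44, which held 58207 of them, and the 6707 without a match were kept under their identifier. Depth per library was estimated from FPKM steps of genes of between 95 and 140 bases, among 7520 short RNA genes with a single transcript. The FPKM of 1 read in a transcript of 2000 bases was 0.00997 at the median depth. A group counted as at the limit when all its libraries were at or under the level of 3 counts, and a fold against such a group was computed from that level; this covers counting error only. Genes without a length took the median length, and a bound was given for genes with at least 1000 start positions of a 75-base read.

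FPKM were scaled by median-of-ratios factors, and genes with at least 0.1 FPKM in at least 3 of 9 samples were tested, 31957 in number. The log2 of scaled FPKM plus 0.1 was fitted with limma 3.58.1 in R 4.3.3, with moderated variances that follow a mean-variance trend, for Huh7-S against Huh7, Huh7-TR against Huh7 and Huh7-TR against Huh7-S. Tests were two-sided, p values were adjusted by the Benjamini-Hochberg method within each comparison, and a call needed an adjusted p under 0.05 and an absolute log2 fold change of at least 1. The procedure was tested on simulated data, in which 191 of 200 changed genes were recovered (95.5%) and 8 unchanged genes were called. The changed genes had a mean of at least 1 scaled FPKM and changes larger than the fold threshold, so the share does not cover weaker changes or lower genes. PCA used 500 genes, the separation of the 3 states was tested by the pseudo-F of Euclidean distances over 280 partitions, and k-means used 6 clusters, 2000 genes and 50 starts.

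There were 14 gene lists: the cytosolic and mitochondrial ribosomal proteins and the protein genes of the mitochondrial DNA by symbol, the S-phase and G2/M lists of Seurat 5.3.0, core matrisome genes by symbol and by hand, and hand-written lists for MYC targets, EMT, angiogenesis, TGF-β signaling, IL6/JAK/STAT3, TNF/NF-kB, hepatocytes and senescence. They were tested in 18 comparisons by camera with a preset correlation of 0.01, and by camera with an estimated correlation and by fry as alternatives. The genes of Fig. S11G and Table S4 were taken from the paper. Genes named in the text were all those the paper names in the passages on these data, and per comparison and direction the 3 genes with the largest log2 fold change among called genes whose groups did not overlap and whose higher group had a mean of at least 1 scaled FPKM. Genes of this rule were kept whatever their gene type. Genes with opposite calls, the relatives of LEFTY2 and the shifted chromosome windows were chosen after their values were seen.

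The comparisons, lists, thresholds and main alternatives were set before the data were examined. The alternatives were pseudocounts of 1 and 0.01 FPKM, no filter on low values, a filter of at least 1 FPKM in 3 samples, FPKM as deposited, values scaled to the same sum in each library, 75th percentile scaling, limma without the trend, fits to only the 2 groups compared, the replicate number as a block, unadjusted p values, all tested genes in the separation of the states, and 9 fits that each left out 1 library. A correction for GC content and one for GC content and transcript length, by loess with a span of 0.3, were added after seeing the data. Depth estimates, tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The MSigDB sets of the paper, including the RB1 and inflammatory response sets, were not used here, and the qRT-PCR and protein measurements of the paper were not analysed here. The values of a few single genes are not reported here, although the counts and lists include these genes.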

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

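The tests on reads shared between copies of a gene and on reads shared between LEFTY1 and LEFTY2 were chosen only after the result was seen. A total of 115 genes were called in opposite directions against Huh7 in the 2 treated states, 105 higher in Huh7-S and lower in Huh7-TR cells and 10 the reverse. Their difference between Huh7-TR and Huh7-S follows from this choice of genes and was not used as a test. LBH had log2 fold changes of 5.20 in Huh7-S and -1.77 in Huh7-TR cells, PLXDC2 of 5.00 and -1.71, and TMSB4X of 2.09 and -3.92, and CXCL5 went the other way, with -3.40 and 1.28. Protein-coding genes made up 79 of the 115. In 100 splits of the 9 libraries into groups of the same sizes, 1 gave as many opposite calls, the real one, and no other split gave more than 1 gene. In 100 simulations without an effect, 0 gave as many, although both comparisons use the same Huh7 libraries; by unadjusted p the simulations gave 1.55 opposite calls on average. After the GC correction 100 of the 115 genes kept opposite calls, and under the other scalings at least 78 did, the lowest number being that for values scaled to the same sum in each library. Identical values with another gene were found for 22 of the 115, of which 16 were 5S rRNA genes, so reads shared between copies leave 93 genes with values of their own, 83 of them higher in Huh7-S cells. A pseudocount of 1 FPKM kept 34 of the 115, and the fits that each left out 1 library kept between 69 and 108. A difference between brief and prolonged exposure, or selection of cells, may underlie these genes; the design does not separate exposure time from selection.

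TGFBR1 was higher in Huh7-S and lower in Huh7-TR cells against Huh7, and its log2 fold change between Huh7-TR and Huh7-S was -2.66 (standard error 0.11, adjusted p = 1.11e-06), with no overlap between the libraries of the 3 states. Between Huh7-S and Huh7 it was 1.16 (adjusted p = 9.73e-05). The other 68 genes within 5 Mb that had a mean of at least 1 scaled FPKM had a median log2 fold change of -0.38 in Huh7-TR against Huh7, with 16 called lower and 12 above 0, so a shift of the segment by itself accounts for part of the fall of TGFBR1 at most. A shift of the segment together with a change of the gene may both contribute, and the median of -0.383 does not exclude a smaller contribution.

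LEFTY2 and CER1 had the largest log2 fold changes in Huh7-S against Huh7 among genes past the expression minimum, 9.73 and 8.53 as fitted, from 0.211 and 0.0321 scaled FPKM in Huh7 cells to 267 ± 72.4 and 49.4 ± 13.6 in Huh7-S cells (SD, n = 3). The parental libraries were at or under the level of 3 counts for CER1, which was at least 841-fold higher in Huh7-S cells. The text of the paper names neither gene. In Huh7-TR against Huh7, LEFTY2 had a log2 fold change of 0.32 (adjusted p = 0.566), and CER1 was at least 3.04-fold higher (fitted log2 fold change 1.05, adjusted p = 0.0249), a call lost in 2 of the 9 fits that each left out 1 library, in the fit to only the 2 groups and with a pseudocount of 1 FPKM. LEFTY1 also rose, by 6.31 in Huh7-S cells, and as its paralog can share reads with LEFTY2. CER1, a gene on another chromosome, rose by 8.53. Its rise does not depend on such reads, so it cannot show how much of the rise of LEFTY2 they make up. RNA from pluripotent cells, which express these genes, was tested with 9 marker genes, of which 0 were called higher in Huh7-S cells; 4 of the 9 had a mean of at least 1 scaled FPKM in Huh7 cells, and the highest mean of a marker in Huh7-S cells was 10.5. Among other genes of the same pathway in Huh7-S against Huh7, INHBE rose by 2.84, EOMES by 2.19, MIXL1 by 1.65 and NODAL by 1.08, whereas other genes of the pathway did not rise. A response to TGF-β is a candidate explanation, found and tested on the same libraries, and these genes were chosen after their values were seen.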

How the results depend on the processing

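The direction and side of the threshold held for most results: 122 of the gene counts under an alternative set beforehand were within 1.5 times the main count and 31 were not, and 198 list tests were the same, 16 weaker, 1 stronger and 1 reversed. For single genes, 1415 values were the same, 28 stronger, 33 weaker and 21 reversed, and 284 the same, 10 stronger, 4 weaker and 2 reversed under the corrections added after seeing the data. The separation of the 3 states kept its exact permutation p of 0.00357 under every alternative run, with a pseudo-F between 1.69 with a pseudocount of 0.01 FPKM and 12.2 with a pseudocount of 1 FPKM. The fry test, no filter on low values, a pseudocount of 0.01 FPKM, limma without the trend and fits to 2 groups changed no gene count by over 1.5 times and no list call. With the replicate number as a replicate block, all 14 counts were within 1.5 times, 87 genes had opposite calls, and of the single genes 6 were weaker and 1 stronger; deviations of libraries with the same number had correlations across genes between -0.119 and 0.079 in 9 pairs, so the numbers do not pair the libraries.

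With a correlation estimated from the data, camera's adjusted p was 0.292 for ribosomal proteins, mitochondrial ribosomal proteins, MYC targets, EMT and TGF-β signaling and IL6/JAK/STAT3 and senescence genes in Huh7-S cells, and core matrisome genes. It was 0.336 for mitochondrial DNA and hepatocyte genes, 0.429 for S-phase genes and for IL6/JAK/STAT3 genes in Huh7-TR cells, 0.441 for G2/M, angiogenesis and EMT genes in Huh7-TR cells, and 0.561 for TNF/NF-kB genes in Huh7-S cells. The estimated correlations ran from 0.092 to 0.938, and a higher correlation widens the variance of a list's mean.

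With a pseudocount of 1 FPKM, higher and lower genes numbered 1060 and 643 in Huh7-S against Huh7, 177 and 631 in Huh7-TR against Huh7, and 347 and 1500 in Huh7-TR against Huh7-S. Genes higher in both states numbered 76 and lower in both 119, genes higher only in Huh7-TR 51, higher in Huh7-S and lower again in Huh7-TR 783, and lower only in Huh7-TR 252. Of Table S4, 28 genes were higher, and 28 adjusted over the list alone. A pseudocount of this size shrinks the fold changes of genes near or below 1 FPKM by construction. With at least 1 FPKM in 3 samples, fewer genes were tested: higher genes numbered 1495, 407 and 628 in the 3 comparisons, genes higher only in Huh7-TR 114, and Table S4 genes 32, and 32 adjusted over the list alone.

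With FPKM as deposited, higher genes in Huh7-TR against Huh7 numbered 1344, genes higher in both states 423 and lower in both 137. With values scaled to the same sum in each library, higher and lower genes numbered 3799 and 487 in Huh7-S and 2675 and 659 in Huh7-TR against Huh7, genes higher in both 878, lower in both 98, higher only in Huh7-TR 616 and lower only in Huh7-TR 352. Under that scaling 10 genes of Fig. S11G changed, the TGF-β list in Huh7-TR cells turned to higher (adjusted p = 0.322), and the TNF/NF-kB list in Huh7-TR cells passed the threshold (adjusted p = 0.0354). The median log2 fold change of all genes moved to 0.31 in Huh7-S and 0.40 in Huh7-TR cells under that scaling, and to 0.09 and 0.20 with FPKM as deposited, a shift of all genes that these changes follow. The cause of the remaining differences was not tested.

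Single genes that reversed had log2 fold changes near 0. With FPKM as deposited these were CDH1 (0.069) and SMAD2 (0.08) in Huh7-S against Huh7, CD44 (0.043) and SMAD4 (0.15) in Huh7-TR against Huh7, and PPM1A (0.015) in Huh7-TR against Huh7-S. With values scaled to the same sum they were CDH1 (0.32), SMAD2 (0.335), SMAD4 (0.029), ZFYVE9 (0.05), PPM1A (0.15) and SNORA68 (0.10) in Huh7-S against Huh7, and CDKN2B (0.15), CDH1 (0.23), TJP1 (0.068), CDKN1A (0.22), NOX4 (0.13), CD44 (0.25), SMAD4 (0.38) and PPM1A (0.14) in Huh7-TR against Huh7. With 75th percentile scaling they were SMAD4 in Huh7-TR against Huh7 (0.08) and PPM1A in Huh7-TR against Huh7-S (0.04). With the GC correction CTNNB1 turned to -0.033 in Huh7-TR against Huh7, and with the GC and length correction SMAD2 turned to -0.10. The cause was not tested.

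The TNF/NF-kB list had an adjusted p of 0.0601 in Huh7-S and 0.0482 in Huh7-TR cells with the GC correction, and of 0.0518 and 0.0335 with the GC and length correction. Across the 9 fits that each left out 1 library, fewer samples gave genes lower in both states from 150 (without Huh7 replicate 2) to 315 (without Huh7 replicate 3), and genes higher only in Huh7-TR from 174 (without Huh7-TR replicate 3) to 289, with 190 without Huh7-TR replicate 2. The adjusted p ran from 0.00216 to 0.0838 (without Huh7 replicate 3) for the angiogenesis list, from 0.0393 (without Huh7-TR replicate 2) to 0.341 for the TGF-β list in Huh7-TR cells, with 0.042 without Huh7 replicate 3, from 0.00541 to 0.139 (without Huh7 replicate 3; 0.0754 without Huh7-S replicate 2) for the TNF/NF-kB list in Huh7-S cells and from 0.034 (without Huh7-TR replicate 3) to 0.518 in Huh7-TR cells.

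Log2 fold changes changed sign across these fits for IGFBP4 (-0.014 to 0.176), CTNNB1 (-0.039 to 0.081), SMAD2 (-0.013 to 0.149) and LEFTY2 (-0.016 to 0.708) in Huh7-TR against Huh7. In Huh7-S against Huh7 they did for AREG (-0.034 to 0.18), CDH1 (-0.142 to 0.061), CDKN1A (-0.186 to 0.248), SMAD2 (-0.069 to 0.01) and ENSG00000268854 (-0.018 to 0.527), and in Huh7-TR against Huh7-S for RPS27P8 (-0.456 to 0.752). The log2 fold change of ENSG00000237898 in Huh7-S against Huh7 ran from -2.06 to 0 and did not turn positive. Among its Huh7 and Huh7-S libraries only Huh7 replicate 3 was above 0, so without that library no change was left. For the other single genes and fits, 72 values were weaker and 7 stronger. Depth limits the genes near the level of 3 counts: in the 3 comparisons 331, 229 and 485 called genes had one group at or under it, and their fitted fold changes depend on the pseudocount.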

Differences from the paper's values

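The GC corrections named for the TNF-α/NF-kB list, and the handling of Table S4 genes and MARK1 at or under the level of 3 counts, were chosen after the values were seen. Counts and shares counted as different when one value was more than 1.5 times the other, and log2 fold changes when they differed by more than the SD of the replicates. Of the genes higher in Huh7-TR and not in Huh7-S cells, 525 were called, against the paper's about 300 in Fig. 5C, read by eye; of the alternatives set before the data were examined, at least 1 FPKM in 3 samples and the fits without Huh7 replicate 1 or 2 or without Huh7-TR replicate 1, 2 or 3 came within 1.5 times, and the others did not. The first principal component of all 3 states held 37.7% of the variance, against the paper's about 67% in Fig. 5A, read by eye, and only a pseudocount of 1 FPKM (61.3%) came within 1.5 times. For Huh7-S and Huh7 the share was 53.1%, against the paper's about 89% in Fig. S11A, read by eye, and a pseudocount of 1 FPKM (82.8%) and the fit without Huh7 replicate 3 (59.6%) came within 1.5 times, the latter still far below. For Huh7-TR and Huh7 it was 38.3%, against the paper's about 71% in Fig. S11A, read by eye, and only a pseudocount of 1 FPKM (60.3%) came within 1.5 times. For Huh7-TR and Huh7-S it was 57.0%, against the paper's about 87% in Fig. S11A, read by eye, and a pseudocount of 1 FPKM (81.9%) came within 1.5 times. So did at least 1 FPKM in 3 samples (58.5%) and the fits without Huh7-TR replicate 1 (60.3%), 2 (59.0%) or 3 (61.0%), although these moved little and stayed far below the paper's share.

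The log2 fold change of PLA2G4A in Huh7-S against Huh7 was 0.62, against the paper's about 1.5 in Fig. S11H, read by eye, and none of the alternatives set before the data were examined closed the gap. No fold is given for MARK1 in this comparison, because it was at or under the level of 3 counts in both states.

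For 2 of the 50 genes of Table S4, MARK1 and SPINK4, the parental libraries were at or under the level of 3 counts. SPINK4 has too few start positions for a bound and was not compared. For MARK1 only a lower bound could be compared, with a log2 of 7.66 against the paper's 7.75; with the other scalings it reached 8.22, less than 1.5-fold over the paper's value. The log2 fold changes in Huh7-TR against Huh7 differed for 36 of the other 48 genes, and were lower than the paper's for all 48, with a median difference of -0.63. With a pseudocount of 0.01 FPKM 4 genes differed and 44 did not, with a median difference of -0.07, and 28 differed with FPKM as deposited, 29 with values scaled to the same sum, 30 with 75th percentile scaling and 48 with a pseudocount of 1 FPKM.

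None of the alternatives set before the data were examined closed the gap for ST6GALNAC3 (the paper's 6.78 against 3.66), SSTR1 (the paper's 5.61 against 3.65), CLIC6 (the paper's 5.23 against 2.92) and SLC25A12 (the paper's 2.80 against 2.02). Under a pseudocount of 0.01 FPKM, and no other alternative set beforehand, the gap closed for PLA2G4A (the paper's 5.89 against 4.57), ADAMTS3 (the paper's 5.48 against 3.92), VEPH1 (the paper's 4.43 against 3.21), MCOLN3 (the paper's 4.22 against 3.30), NAALADL2 (the paper's 4.03 against 2.73), ERBB4 (the paper's 3.98 against 2.49) and COL11A1 (the paper's 3.93 against 3.05). The same held for CD38 (the paper's 3.84 against 2.80), CADM2 (the paper's 3.84 against 3.08), PZP (the paper's 3.63 against 2.54), CCNI2 (the paper's 3.53 against 2.13), IGSF10 (the paper's 3.42 against 2.29), CPNE4 (the paper's 3.37 against 2.30) and PTX3 (the paper's 3.34 against 2.34). The same held for CPED1 (the paper's 3.32 against 2.50), FUT3 (the paper's 3.11 against 2.23) and TRPC6 (the paper's 2.85 against 2.08). For GRM8 (the paper's 5.26 against 4.68), PYGO1 (the paper's 2.98 against 2.35), BRINP3 (the paper's 2.97 against 2.59), TRIM9 (the paper's 2.85 against 2.13), ENPP5 (the paper's 2.63 against 1.93), PLA1A (the paper's 2.44 against 1.92) and CYP17A1 (the paper's 2.42 against 1.89), the gap closed under a pseudocount of 0.01 FPKM and values scaled to the same sum alone among the alternatives set beforehand. Under a pseudocount of 0.01 FPKM, FPKM as deposited, values scaled to the same sum, 75th percentile scaling and the fit without Huh7 replicate 2 or without Huh7 replicate 3, and no other alternative set beforehand, the gap closed for PGC (the paper's 4.86 against 4.37).

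For ZNF462 (the paper's 3.65 against 3.03), the gap closed under a pseudocount of 0.01 FPKM, FPKM as deposited, values scaled to the same sum and the fit without Huh7 replicate 1 alone among the alternatives set beforehand. Under a pseudocount of 0.01 FPKM, FPKM as deposited and values scaled to the same sum, and no other alternative set beforehand, the gap closed for EFNA5 (the paper's 3.05 against 2.67). For RALYL (the paper's 2.80 against 2.16), the gap closed under a pseudocount of 0.01 FPKM, FPKM as deposited, values scaled to the same sum, 75th percentile scaling and the fit without Huh7 replicate 1 alone among the alternatives set beforehand. Under a pseudocount of 0.01 FPKM, FPKM as deposited, values scaled to the same sum, 75th percentile scaling and the fit without Huh7 replicate 2, and no other alternative set beforehand, the gap closed for HMCN1 (the paper's 2.63 against 2.13). For MN1 (the paper's 2.54 against 1.96), the gap closed under a pseudocount of 0.01 FPKM, FPKM as deposited, values scaled to the same sum, 75th percentile scaling and the fit without Huh7 replicate 1 or without Huh7-TR replicate 2 alone among the alternatives set beforehand. Under a pseudocount of 0.01 FPKM, FPKM as deposited, values scaled to the same sum, 75th percentile scaling and the fit without Huh7-TR replicate 3, and no other alternative set beforehand, the gap closed for BIRC3 (the paper's 2.36 against 1.92).

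The paper names MMP14, CAV1 and ARFGEF1 as elevated in Huh7-TR cells, and their log2 fold changes were 0.75, 0.67 and 0.48, with adjusted p values of 0.0178, 0.00696 and 0.00936, below the fold threshold. With values scaled to the same sum, MMP14 (1.2) and CAV1 (1.12) passed it, and ARFGEF1 passed it under none of the settings run. The paper states that the core components of TGF-β signaling did not change significantly, and 16 of the 74 uncalled genes of Fig. S11G had an adjusted p under 0.05 below the fold threshold. It states that PLA2G4A was not significantly altered in TGF-β-treated Huh7 cells, and its adjusted p was 0.0368, with a call under a pseudocount of 0.01 FPKM. It states that TNF-α/NF-kB genes were higher in both states, and in Huh7-TR cells the adjusted p of the list used here was 0.146, under 0.05 with values scaled to the same sum, in the fit without Huh7-TR replicate 3, and with both GC corrections, which were chosen after seeing the values. It calls the EMT enrichment in Huh7-S cells modest, and the median log2 fold change of the list used here was 1.29 in Huh7-S cells and 0.33 in Huh7-TR cells.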

Other observations

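The tests on more lower than higher genes in Huh7-TR cells, on the GC content of genes lower only in Huh7-TR cells, and on the GC content of shifted chromosome windows and their response to 3 days of TGF-β were chosen only after the result was seen. The prediction for the mitochondrial DNA genes under the 4 scalings was written before, but the value given for it was settled after the values were seen. Genes lower in Huh7-TR against Huh7 outnumbered higher ones, so that 38.5% of the called genes were higher. Under the 3 other scalings higher genes outnumbered lower ones, with 60.6% higher for FPKM as deposited, 80.2% for values scaled to the same sum and 53.2% for 75th percentile scaling. These scalings also shift the median log2 fold change of all tested genes from 0.01 to 0.20, 0.40 and 0.14, which by itself moves genes from lower to higher, so the flip does not show which direction prevails, and this stays open. Under median-of-ratios scaling, with the GC correction 1178 genes were called lower and 830 higher, and among genes with at least 1 FPKM in 3 samples 1002 were lower and 407 higher, which argues against GC content and against the lower depth of the Huh7-TR libraries as the whole cause.

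In the 10% of genes with the highest GC content, the median deviation from the mean of the Huh7 libraries, over protein-coding genes with a mean of at least 1 FPKM, was -0.87 in Huh7-TR replicate 2 and -0.39 in both Huh7 replicate 3 and Huh7-TR replicate 3. The deviations of Huh7 replicate 3 and Huh7-TR replicate 2 from their group means had a correlation across genes of 0.196, and of 0.125 after the GC correction, against values between -0.148 and 0.081, and between -0.09 and 0.05 after it, in the other 26 pairs of libraries from different states. The lowest was that of Huh7 replicate 3 and Huh7-TR replicate 1, and the pairs are not independent, because the deviations within a state sum to 0. The correction thus lowered the correlation without bringing it into the range of the other pairs, and what remains was not tested further. Of the 602 genes lower only in Huh7-TR cells, 500 (83.1%) kept the pattern after the GC correction.

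The median of the mitochondrial ribosomal protein genes in Huh7-S against Huh7, -0.811, was lower than that of 10000 lists matched for length, GC content and mean level, of which 0 were as low and the lowest was -0.547; the matched lists had a mean of -0.308, so length, GC content and level go with part of the fall. For the ribosomal protein genes in Huh7-TR against Huh7-S, 0 of 10000 matched lists were as high, with a highest median of 0.412 against 0.773. The shortest 10% of genes had a median deviation between -0.451 and -0.263 in the Huh7-S libraries and between -0.435 and -0.227 in the Huh7-TR libraries, so the shift of short genes was not limited to Huh7-S cells. The median log2 fold change of the mitochondrial DNA genes was below 0 against Huh7 in both states under all 4 scalings, and the highest, -0.297, was that in Huh7-TR cells with values scaled to the same sum, which argues against the scaling as the whole cause.

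Of 265 windows of 10 Mb with at least 15 protein-coding genes that had a mean of at least 1 scaled FPKM, 14 had a median log2 fold change of at least 0.5 in size in Huh7-TR against Huh7, 12 lower and 2 higher. They included 4 on the X chromosome (-0.97 to -0.64), the window of chromosome 17 from 80000001 to 90000000 (-1.01) and windows of chromosome 13 (0.53 and 0.76), 15, 16 and 19. In 1000 shuffles of gene positions, 0 gave as many and the most was 2, and 1 of the 10 splits of the 6 libraries, the real one, gave as many. After the GC correction 9 of the 14 stayed shifted and 13 windows were shifted in all, of which 0 were shifted in the same direction in Huh7-S cells, with medians of at most 0.35 in size there. In 12 of these 13 windows, the other genes of the window had a median of the same sign, at -0.15 over 706 genes in lower and 0.58 over 44 genes in higher windows against 0.13 outside. Of the 602 genes lower only in Huh7-TR cells, 89 (14.8%) lay in the windows that were lower after the GC correction, against 3.76% of all tested genes. A change in copy number and a regional change of expression cannot be told apart from these windows, because no DNA was measured.

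Amplification of the segment of a candidate gene would raise its neighbors. The other genes within 5 Mb with a mean of at least 1 scaled FPKM had a median log2 fold change of 0.332 (21 genes) around PLA2G4A, 0.143 (41 genes) around MARK1 and 0.053 (59 genes) around GRM8, whereas PLA2G4A and GRM8 themselves had 4.57 and 4.68 and MARK1 was at least 203-fold higher, which argues against amplification as the whole cause of any of the 3.

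Other groupings of the libraries were counted. Of the 10 splits of the 6 libraries of a comparison, which cannot give a share under 0.1, 1 split, the real one, gave as many higher or as many lower genes in each of the 3 comparisons, and the largest number in another split was 6 for Huh7-S against Huh7, 11 for Huh7-TR against Huh7 and 7 for Huh7-TR against Huh7-S. The same held, with 1 of 10, for the Table S4 genes, the genes of Fig. S11G, the mitochondrial ribosomal protein, mitochondrial DNA, EMT, TGF-β, IL6/JAK/STAT3 and senescence lists in Huh7-S against Huh7, and the matrisome and hepatocyte lists in Huh7-TR against Huh7. A camera p as small was given by 2 splits for ribosomal proteins and MYC targets and 4 for S-phase and 3 for G2/M genes in Huh7-TR against Huh7-S, by 3 for EMT, angiogenesis and IL6/JAK/STAT3 and 5 for TGF-β and TNF/NF-kB genes in Huh7-TR against Huh7, and by 5 for TNF/NF-kB genes in Huh7-S against Huh7. Of 100 splits of the 9 libraries, 3 gave as many genes higher in both states (at most 477 in another split), 2 as many lower in both (at most 1545), and 1, the real one, as many higher only in Huh7-TR, as many higher in Huh7-S and lower again, and as many lower only in Huh7-TR (at most 200, 191 and 503).

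For genes that the paper measured by other methods, the log2 fold changes against Huh7 were -0.03 in Huh7-S (adjusted p = 0.927) and -0.22 in Huh7-TR cells (adjusted p = 0.42) for CDH1, and 0.07 (adjusted p = 0.879) and -0.22 (adjusted p = 0.557) for CDKN1A. NOX4 rose by 3.53 in Huh7-S cells (adjusted p = 1.34e-05) and had -0.24 in Huh7-TR cells (adjusted p = 0.501). PROM1 had 1.84 (adjusted p = 2.59e-05) and 0.58 (adjusted p = 0.0165), EPCAM 0.39 (adjusted p = 0.122) and 0.67 (adjusted p = 0.0242), and KRT19 0.44 (adjusted p = 0.105) and -1.72 (adjusted p = 0.000449). The values were 0.58 (adjusted p = 0.0538) and -0.16 (adjusted p = 0.618) for CD44, and -0.44 (adjusted p = 0.192) and 0.14 (adjusted p = 0.712) for THY1. They were 0.36 (adjusted p = 0.0193) and 0.02 (adjusted p = 0.894) for CTNNB1, and 0.47 (adjusted p = 0.0238) and -0.38 (adjusted p = 0.0672) for TJP1. By qRT-PCR, the paper reports lower CDH1 transcript levels in Huh7-TR cells, a fall that was not significant here. It reports changes of p21 (CDKN1A) protein under TGF-β, while CDKN1A RNA was not called changed in Huh7-S cells. For stemness markers in Huh7-TR cells it reports no change, with CK19 (KRT19) and EpCAM examined by staining. KRT19 RNA was called lower there, and EPCAM and PROM1 (CD133) RNA rose by less than the fold threshold.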
